# Inflammatory-miR-301a circuitry drives mTOR and Stat3-dependent PSC activation in chronic pancreatitis and PanIN

**DOI:** 10.1016/j.omtn.2022.01.011

**Published:** 2022-01-19

**Authors:** Fugui Li, Miaomiao Wang, Xun Li, Yihao Long, Kaizhao Chen, Xinjie Wang, Mingtian Zhong, Weimin Cheng, Xuemei Tian, Ping Wang, Mingfang Ji, Xiaodong Ma

**Keywords:** miR-301a, Tsc1, Gadd45g, pancreatic intraepithelial neoplasia, chronic pancreatitis

## Abstract

Activated pancreatic stellate cells (PSCs) are the main cells involved in chronic pancreatitis and pancreatic intraepithelial neoplasia lesion (PanIN). Fine-tuning the precise molecular targets in PSC activation might help the development of PSC-specific therapeutic strategies to tackle progression of pancreatic cancer-related fibrosis. miR-301a is a pro-inflammatory microRNA known to be activated by multiple inflammatory factors in the tumor stroma. Here, we show that miR-301a is highly expressed in activated PSCs in mice, sustained tissue fibrosis in caerulein-induced chronic pancreatitis, and accelerated PanIN formation. Genetic ablation of miR-301a reduced pancreatic fibrosis in mouse models with chronic pancreatitis and PanIN. Cell proliferation and activation of PSCs was inhibited by downregulation of miR-301a via two of its targets, Tsc1 and Gadd45g. Moreover, aberrant PSC expression of miR-301a and Gadd45g restricted the interplay between PSCs and pancreatic cancer cells in tumorigenesis. Our findings suggest that miR-301a activates two major cell proliferation pathways, Tsc1/mTOR and Gadd45g/Stat3, *in vivo*, to facilitate development of inflammatory-induced PanIN and maintenance of PSC activation and desmoplasia in pancreatic cancer.

## Introduction

Recent advances in our understanding of the fundamental stromal biology in chronic pancreatitis and pancreatic cancer suggest a key role of pancreatic stellate cells (PSCs) in the pathobiology of the major disorders of the exocrine pancreas, including chronic pancreatitis and pancreatic cancer.^1^ PSCs are functional myofibroblasts present in the surrounding area of acinar, vascular, and ductal regions.^2^^,^^3^ Under normal physiological conditions, PSCs are found in a quiescent state throughout the pancreas and exhibit a cytoplasm rich in vitamin A lipid droplets, which is characterized by the expression of glial filament acidic protein (GFAP) and desmin.^4^^,^^5^ However, upon activation by damage or by growth factor signaling, such as chronic pancreatitis and pancreatic intraepithelial neoplasia (PanIN), PSCs can be transformed into an activated state and participate in the interstitial remodeling of the pancreas.^6^^,^^7^ Activated PSCs accumulate in the extracellular matrix (ECM) and increase cytokine/chemokine production, which promote aggressive phenotypes and therapy resistance in pancreatic inflammation and cancer.^8^^,^^9^ For example, supernatant derived from activated PSCs was shown to increase proliferation and migration of cancer cells via SDF-1/CXCR4.^10^ Coculture of PSCs with pancreatic cancer cells can also promote cancer proliferation, migration, and invasion via Gal1-driven pathways.^11^ Therefore, an in-depth understanding of the precise molecular mechanism underlying PSC activation and their role in pathology might help find new promising treatment strategies for patients with chronic pancreatitis and cancer.

PSC activation often occurs very early during pancreatic injury or pancreatic ductal carcinoma tumorigenesis. Numerous cytokines, growth factors, and intracellular signaling molecules, such as non-coding RNAs, are released during pancreatitis to regulate PSC activation; however, accumulating evidence points to a major role for interleukin-6 (IL-6) and transforming growth factor β (TGF-β) in modulating the persistent activation and fibrotic phenotype of PSCs *in vitro* and *in vivo*. Upregulation of TGF-β in pancreatitis promotes PSC activation in autocrine loops, which leads to ECM synthesis. TGF-β-induced activation of mammalian target of rapamycin (mTOR) activity has also been implicated in multiple fibrotic conditions, including idiopathic pulmonary fibrosis,^12^ chronic pancreatitis, and cancer-associated fibrosis.^13^^,^^14^ TGF-β-overexpressing transgenic mice exhibit morphological features of chronic pancreatitis,^15^ and depletion of TGF-β expression was shown to hamper the active PSC phenotype, suggesting a role for TGF-β in pancreatic fibrosis through PSC activation. IL-6/Stat3 have also been implicated in pancreatic ductal adenocarcinoma (PDAC), and paracrine IL-6/Stat3 signaling was shown to regulate the effects of PSCs in matricellular fibrosis and tumor progression.^16^ Epithelial Stat3 ablation attenuated fibrosis and tumor progression in Smad4 mutant pancreatic tumors in mice, and several studies demonstrated that blockage of the IL-6/Stat3 axis suppresses Kras-induced pancreatic adenocarcinoma.^17^^,^^18^ Recently, supernatant derived from activated PSC-conditioned medium was shown to stimulate Stat3 activation in pancreatic cancer cells, leading to the accumulation of ECM proteins and exacerbation of tumorigenesis and drug resistance.^11^^,^^19^ These findings suggest that inhibiting paracrine communication between PSCs and pancreatic cancer cells could be a promising therapeutic target for fibrotic pancreatitis and PDAC.

So far, over 1,000 human microRNAs (miRNAs) have been reported, and miRNAs are predicted to target up to 92% of all human genes.^20^ Several miRNAs have been shown to modulate mTOR or Stat3 activation,^21^ including miR-7^22^ and miR-503,^23^ which negatively regulate mTOR signaling to inhibit adult β-cell proliferation. miR-99 family members are involved in dermal wound healing by modulating Akt/mTOR signaling pathways.^24^ Interestingly, plant miRNAs also have the ability to modulate human mTOR signaling.^25^ Despite extensive investigation of the role of miRNAs in mTOR or Stat3 activation, there is limited research on the role of miRNAs in the pathology of cancer-associated fibrosis using animal models. miR-301a was found to be overexpressed in inflammation-related diseases, in particular inflammation-associated carcinogenesis. As a pro-inflammatory miRNA, miR-301a was shown to facilitate tumorigenesis by activating nuclear factor κB (NF-κB) and Stat3 *in vivo*.^26^ miR-301 inhibition reduced the activity of NF-κB and Stat3 in both tumor and immune cells. Our previous study demonstrated that ablation of miR-301a in mice protected against bleomycin-induced lung fibrosis through the Tsc1/mTOR axis signaling pathway.^12^ However, whether miR-301a has an anti-fibrogenic function in pancreatitis and pancreatic cancer is unknown.

Growth arrest and DNA-damage-induced 45 gamma (Gadd45g) is epigenetically silenced in many tumors. In hepatocellular carcinoma, Gadd45g elicited cellular senescence and suppressed tumor growth *in vivo*.^27^ Upregulation of Gadd45g impaired homologous recombination DNA repair and dramatically induced tumor cell apoptosis without affecting normal cells.^28^ In addition, Gadd45g is known to be induced by several cytokines and mediated anti-tumor immune responses.^29^, ^30^, ^31^ Recently, Gadd45g was shown to impair Jak/Stat3 activation in both malignant solid tumor and lymphoid cells, suggesting its critical involvement in tumorigenesis.^27^^,^^32^

In the present study, we report that miR-301a deficiency inhibits PSC activation and protects mice from chronic pancreatitis and pancreatitis-associated PanIN. We show that Tsc1/mTOR is targeted by miR-301a in fibrotic pancreatic tissues, and identify Gadd45g as a new target of miR-301a. We suggest that Gadd45g restrains the interaction between myofibroblast PSCs and pancreatic cancer cells by weakening Stat3 activation during PanIN formation. Our findings demonstrate the complex role of miR-301a in chronic inflammation-driven PanIN and PDAC and provide insights that might be helpful in devising new treatments for patients with chronic pancreatitis and cancer.

## Results

### Overexpression of miR-301a during pancreatitis and pancreatic intraepithelial neoplasia

To investigate the role of miR-301a in acute and chronic pancreatitis, we first measured miR-301a expression in wild-type (WT) mice treated with different doses of caerulein. We found that miR-301a expression was significantly increased in pancreas from mice treated with caerulein. Interestingly, compared with PBS-treated controls, the induction of miR-301a in pancreas revealed a 2.37-fold upregulation under acute pancreatitis conditions and a 7.26-fold change under chronic inflammation conditions (Figures 1A and 1B). Of note, miR-301a expression was no different in isolated acinar cells between PBS and cholecystokinin-8 treatment, which recapitulate necrosis of acute pancreatitis *in vitro* (Figure S1A). Pancreatic intraepithelial lesions are often accompanied by inflammation and expression of multiple inflammatory factors that accelerate the malignant process. Next, we measured the miR-301a expression level in PanIN by using *Pdx1-Cre*;*Kras*^*G12D*^ mice. These animals develop multifocal pancreatic inflamed lesions and extensive fibrosis. miR-301a was highly expressed both in spontaneous and pancreatitis-accelerated PanIN lesions (Figures 1C and 1D). Moreover, expression of miR-301a and two inflammatory factors, IL-6 and TGF-β, were also found to be significantly higher in serum of patients with chronic pancreatitis compared with healthy donors (Figures 1E–1G). Accordingly, the expression level of miR-301a was positively correlated with IL-6 and TGF-β concentration in patient serum, suggesting the key role of miR-301a in pancreatic fibrosis and malignant process (Figures 1H and 1I).

**Figure 1:**
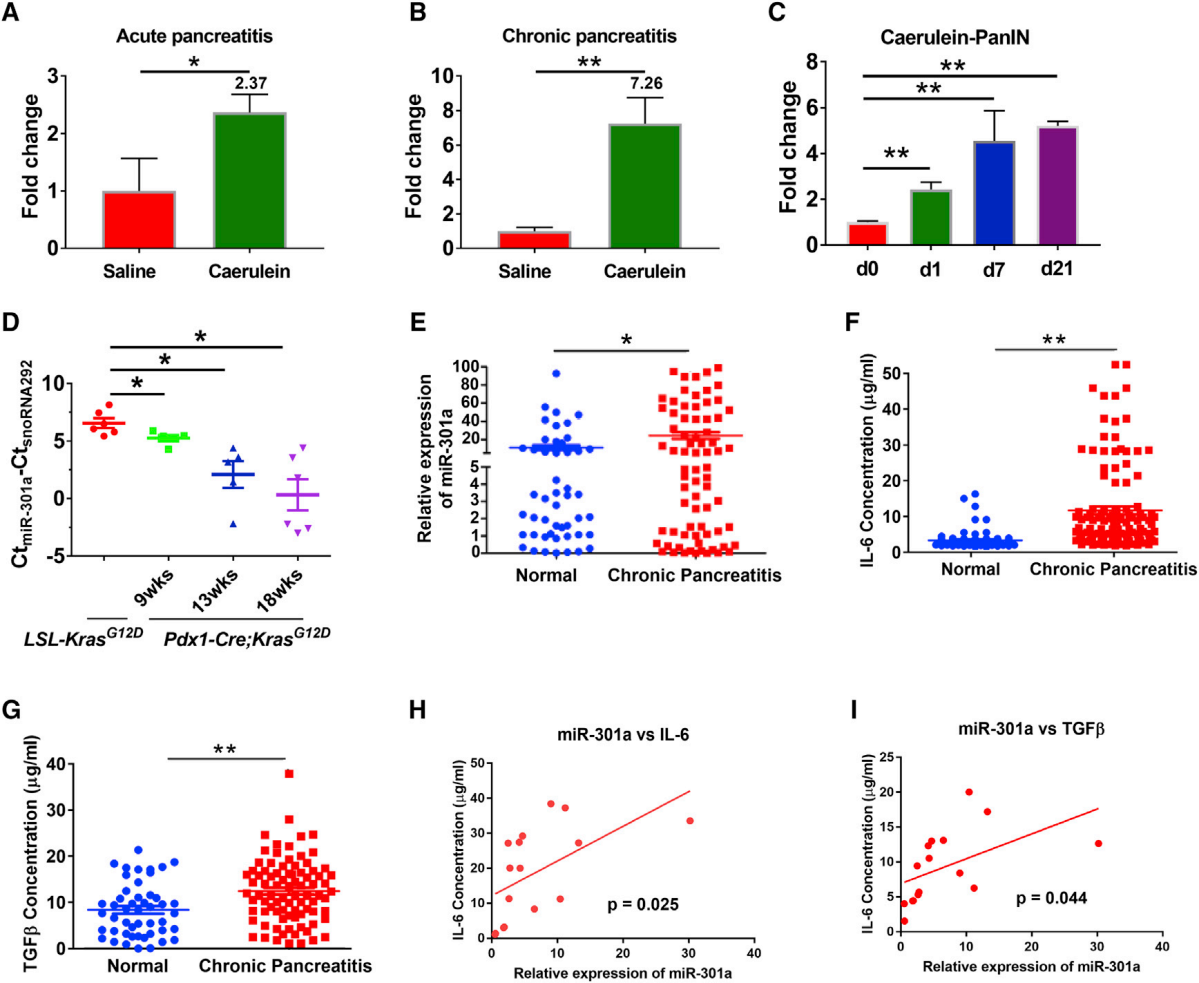
miR-301a expression during caerulein-induced pancreatitis and PanIN formation (A) Expression of miR-301a during caerulein-induced acute pancreatitis in WT mice (n = 5 per group). Pancreatic tissues were harvested at day 1 after the last caerulein or saline (control) injection. (B) Expression of miR-301a during caerulein-induced chronic pancreatitis in WT mice (n = 5 per group). Pancreatic tissues were harvested at 6 weeks after the first caerulein or saline (control) injection. (C) Expression of miR-301a in caerulein accelerated PanIN formation in *Pdx1-Cre*;*Kras*^*G12D*^ mice (n = 5 per group). Pancreatic tissues were harvested at day 0 (d0), day 1 (d1), day 7 (d7), and day 21 (d21) after the last caerulein injection. (D) Expression of miR-301a in Kras-driven PanIN spontaneous progression in *Pdx1-Cre*;*Kras*^*G12D*^ mice at 9, 13, or 18 weeks of age. The pancreatic tissues (n = 6 per group) were harvested from *LSL-Kras*^*G12D*^ mice at 9 weeks of age and from *Pdx1-Cre*;*Kras*^*G12D*^ mice at 9, 13, or 18 weeks of age. Total RNA was extracted from pancreatic tissues, and miR-301a expression was quantified by real-time PCR. (E) Relative expression of miR-301a in serum from patients with chronic pancreatitis. (F) IL-6 concentration was measured by ELISA in serum from patients with chronic pancreatitis. (G) TGF-β concentration was measured by ELISA in serum from patients with chronic pancreatitis. Healthy controls, n = 49; pancreatitis patients, n = 75. (H) Spearman's rank correlation analysis was performed to compare the serum levels of IL-6 and miR-301a expression in patients with chronic pancreatitis (r = 0.3112, p = 0.0247). (I) Spearman's rank correlation analysis was performed to compare the serum levels of TGF-β and miR-301a expression in patients with chronic pancreatitis (r = 0.2594, p = 0.0439). Values are mean ± SD. ∗∗p < 0.01, ∗p < 0.05 indicate significant difference between the indicated groups.

### Response of WT and *miR-301a*^*−/−*^ mice to caerulein-induced pancreatitis

To investigate the role of miR-301a in acute and chronic pancreatitis, we examined pancreata in both WT and *miR-301a*^*−/−*^ mice treated with caerulein. We first evaluated changes in pancreatic histology at 1 day after the last caerulein injection by using the acute pancreatitis protocol. The severity of acute pancreatitis in WT mice treated with caerulein was similar to that found in *miR-301a*^*−/−*^ mice (Figure S1B). Both serum amylase and lipase activity were not significantly different in *miR-301a*^*−/−*^ mice and WT mice after the final dose of caerulein (Figures S1C and S1D).

Next, we evaluated the level of pancreatic inflammation and fibrosis, which are typical pathological features in chronic pancreatitis, in WT and *miR-301a*^*−/−*^ mice with continuous caerulein injection for 3 weeks (Figure 2A). Our results show that pancreatic fibrosis is significantly decreased in *miR-301a*^*−/−*^ mice compared with WT mice, as demonstrated by a decrease in the percentage of lesion area on H&E and Masson trichrome (blue) staining (Figure 2B). The expression level of α-smooth muscle actin (α-SMA), a marker of myofibroblasts, was markedly reduced in *miR-301a*^*−/−*^ mice (Figure 2C). Given that activation of PSCs has been regarded as the core event in the development of pancreatic fibrosis, we quantified the number of desmin^+^ and GFAP^+^ cells (desmin and GFAP are specific markers of PSCs). Numbers of desmin^+^ and GFAP^+^ cells were significantly reduced in *miR-301a*^*−/−*^ mice compared with their WT counterparts (Figures 2D and 2E). In agreement with their reduced pancreatic injury, *miR-301a*^*−/−*^ mice also showed significantly reduced cytokeratin-19 (KRT19) positive areas compared with their WT littermates (Figure 2F). However, the expression levels of the cytokines IL-6, TGF-β, interferon-γ, IL-17A, and IL-8 were not significantly different between groups (Figure S2A). Notably, Stat3 activation was slightly increased in pancreatic tissue from *miR-301a*^*−/−*^ mice treated with caerulein compared with that in WT mice, as assessed by increased phosphorylation of Stat3, which suggests that Stat3-driven inflammation is not an essential underlying cause of the phenotypic differences between *miR-301a*^*−/−*^ mice and WT mice (Figure S2B). Taken together, these results suggest that miR-301a deficiency reduced the severity of pancreatic fibrosis and has a protective role in chronic pancreatitis versus acute pancreatitis in mice.

**Figure 2:**
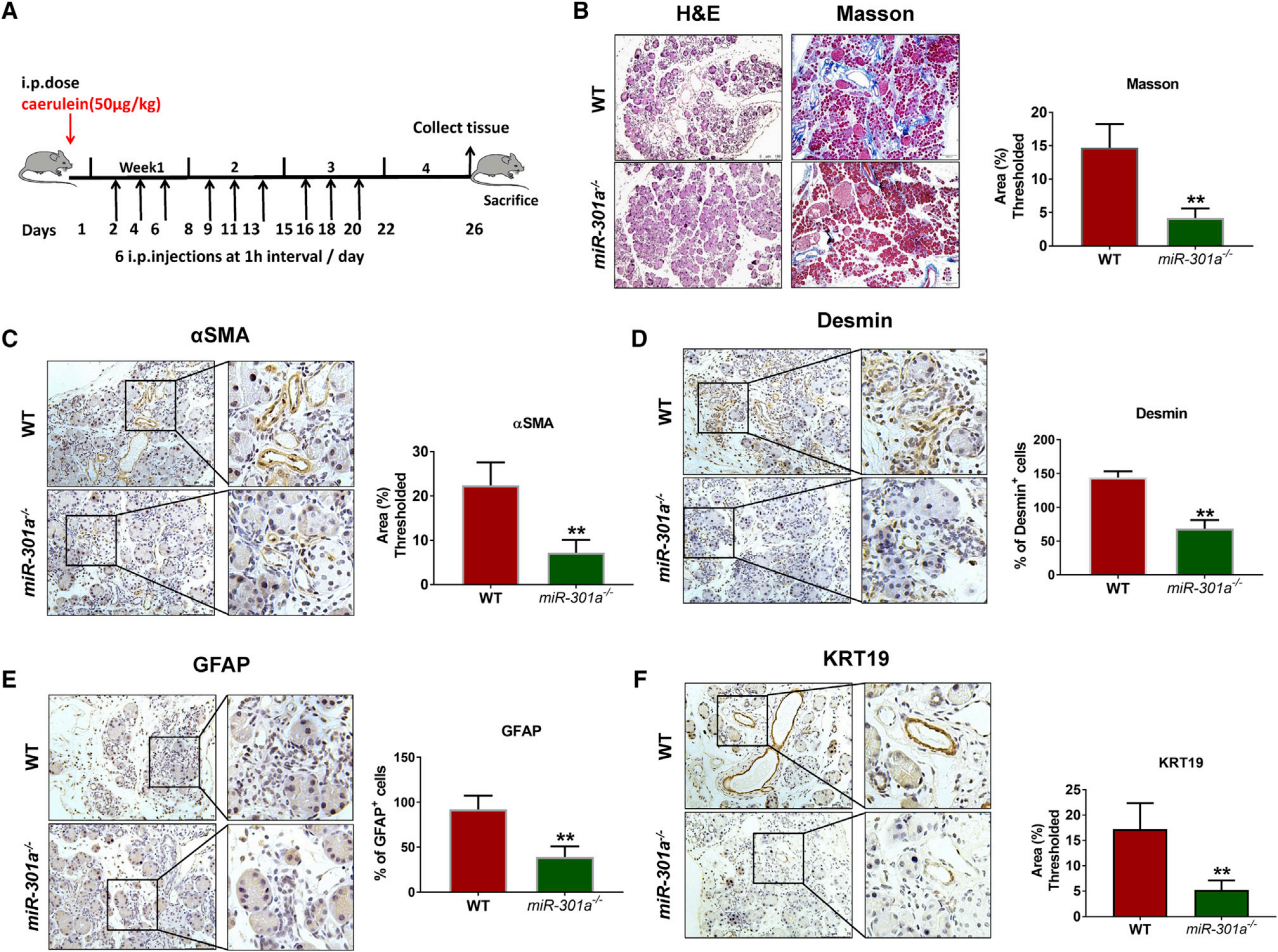
Response of WT and *miR-301a*^*−/−*^ mice to caerulein-induced chronic pancreatitis (A) Schematic protocol of the caerulein-induced chronic pancreatitis. (B) Left: representative histological sections of mouse pancreata stained with H&E from caerulein-treated WT (n = 8) and *miR-301a*^*−/−*^ (n = 8) mice. Scale bars, 100 μm. Right: Masson staining showed a large increase in fibrosis in caerulein-treated WT and *miR-301a*^*−/−*^ mice. Scale bars, 200 μm. (C–E) Immunohistochemical staining of α-SMA (C), desmin (D), and GFAP (E) showed activation of PSCs and increased fibrogenesis of pancreata from caerulein-treated WT (n = 8) and *miR-301a*^*−/−*^ (n = 8) mice. Scale bars, 75 μm. (F) Immunohistochemical staining of KRT19 showed strong expression of intact pancreatic ducts over the time course of chronic pancreatitis in caerulein-treated WT (n = 8) and *miR-301a*^*−/−*^ (n = 8) mice. Scale bars, 75 μm. Values are mean ± SD. ∗∗p < 0.01, ∗p < 0.05 indicate significant difference between caerulein-treated WT and *miR-301a*^*−/−*^ groups.

### miR-301a deletion protects against spontaneous and pancreatitis-accelerated PanIN formation

Given the role of miR-301a in tissue fibrosis and inflammatory-driven tumorigenesis, we hypothesized that miR-301a deletion in mice would alleviate the PanIN lesion by reducing myofibroblast accumulation. To study the role of miR-301a in pancreatic ductal adenocarcinoma precursor formation, we crossed *miR-301a*^*−/−*^ mice with *Pdx1-Cre*;*Kras*^*G12D*^ mice. Alcian blue staining revealed a marked decrease of intestinal mucin accumulation in *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice compared with *Pdx1-Cre*;*Kras*^*G12D*^ mice at the age of 9 weeks (Figures 3A and 3B). At 18 weeks old, the pancreata from *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice was significantly smaller and had less body weight than that from *Pdx1-Cre*;*Kras*^*G12D*^ mice (Figures 3C and 3D). Histological changes of the pancreas were assessed via H&E, Alcian blue, and Masson stainings. As anticipated, the extent of pancreatic tissue injury of *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice was significantly lower than that of *Pdx1-Cre*;*Kras*^*G12D*^ mice (Figures 3E–3G).

**Figure 3:**
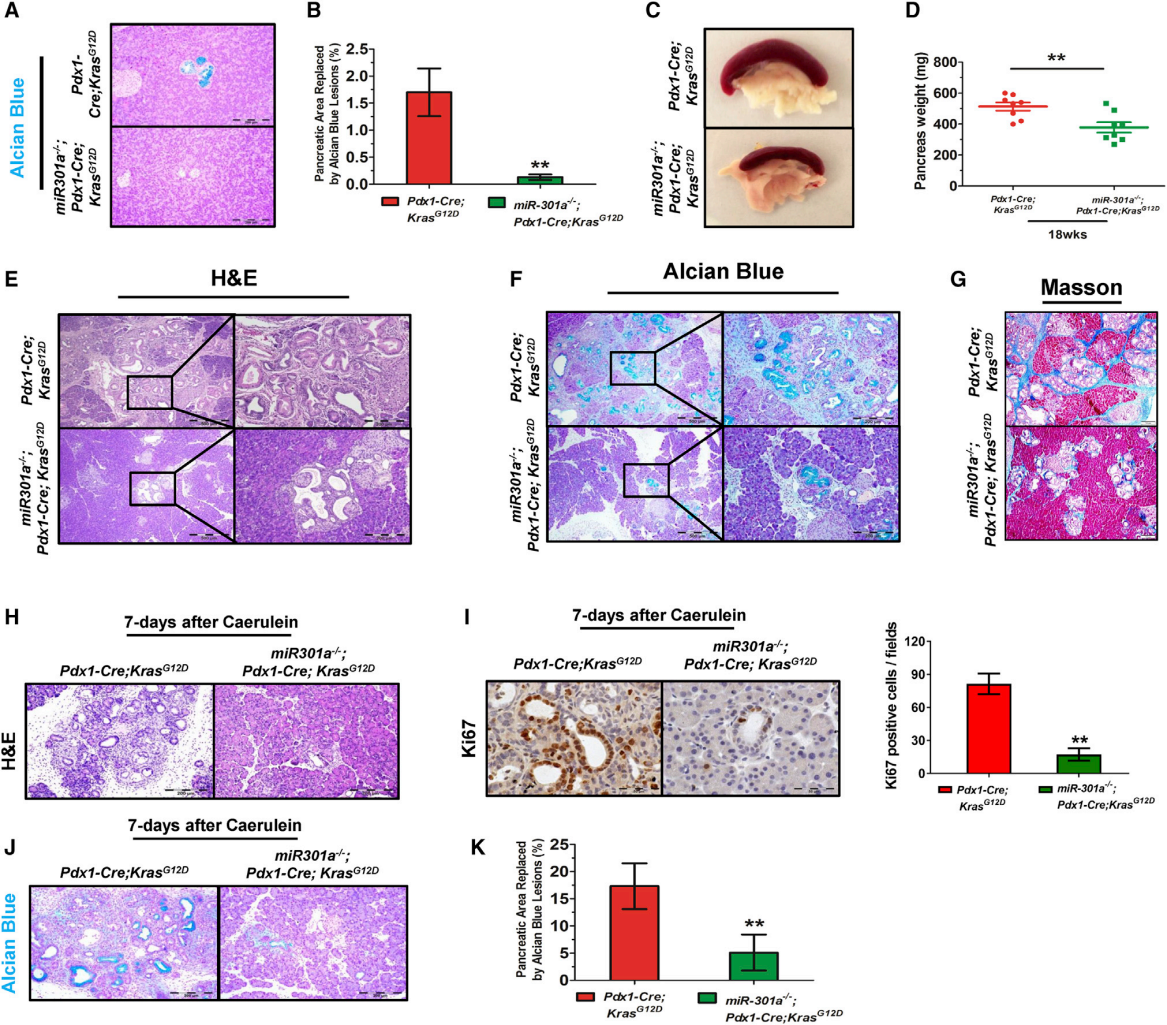
miR-301a deletion protects against spontaneous and pancreatitis-accelerated PanIN formation (A) Alcian blue staining shows a spontaneous PanIN lesion in 9-week-old mice. Scale bars, 200 μm. (B) Alcian blue-positive PanIN lesion size compared with the whole pancreas. (C) and (D) Representative gross images (C) and weight pancreas (D) isolated from *Pdx1-Cre*;*Kras*^*G12D*^ (n = 8) and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ (n = 8) littermate mice at 18 weeks of age. (E) H&E histological sections of pancreas isolated from *Pdx1-Cre*;*Kras*^*G12D*^ (n = 8) and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ (n = 8) littermate mice at 18 weeks of age. (F) Alcian blue-positive PanIN lesion in total pancreas isolated from *Pdx1-Cre*;*Kras*^*G12D*^ (n = 8) and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ (n = 8) littermate mice at 18 weeks of age. (G) Masson staining shows a large increase in fibrosis in PanIN lesion in total pancreas isolated from *Pdx1-Cre*;*Kras*^*G12D*^ (n = 8) and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ (n = 8) littermate mice at 18 weeks of age. Scale bars, 200 μm. (H) H&E histological sections of pancreas from 9-week-old *Pdx1-Cre*;*Kras*^*G12D*^ and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice 7 days after caerulein treatment. Scale bars, 200 μm. (I) Cell proliferation as determined by Ki67 staining. Scale bars, 50 μm. (J) Alcian blue staining shows PanIN lesions in 9-week-old mice 7 days after caerulein treatment. Scale bars, 200 μm. (K) Alcian blue-positive PanIN lesion size compared with the whole pancreas. ∗∗p ≤ 0.01 indicates significance of the differences between the indicated groups.

Next, we examined the effect of miR-301a deletion on pancreatitis-accelerated PanIN formation. Seven days after caerulein injection, the exocrine compartment of *Pdx1-Cre*;*Kras*^*G12D*^ mice had been replaced by fibrosis and ductal structures. In contrast, *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice exhibited dramatically less pancreatic injury and proliferation of pancreatic ductal epithelial cells (Figures 3H–3K). Furthermore, the expression of α-SMA, desmin, and GFAP was significantly downregulated in the pancreas from *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice compared with *Pdx1-Cre*; *Kras*^*G12D*^ mice (Figure S3A). The expression of IL-6, TNF-α, IL-17A, IL-1α, and IL-1β was significantly lower in pancreatic tissues from *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice compared with *Pdx1-Cre*;*Kras*^*G12D*^ mice (Figure S3B).

### Transcriptional signature analysis of pancreatic tissues from PanIN mice

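RNA-seq data were analysed from pancreata of 3 *Pdx1-Cre*;*Kras* G12D mice (libraries WT2, WT3 and WT4) and 3 *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D mice (libraries KO1, KO3 and KO4). The mice were 9 weeks old and were sampled 7 days after treatment with caerulein at 50 μg/kg. Caerulein is a secretagogue that induces pancreatitis. Poly(A) RNA was sequenced, and the authors mapped the reads with STAR 2.5.1 and the GENCODE vM21 mouse annotation. The methods name the human genome GRCh38, whereas the sample labels name the mouse genome GRCm38, and the gene identifiers are those of mouse genes. Coordinates given here are on GRCm38. The sample labels give the strain as C57BL/6, whereas the methods describe the *miR-301a*-/- mice as made in a hybrid of C57BL/6 and 129S.

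The deposited table gives RPKM values for 54393 genes. The paper states no further scaling between libraries, but one was inferred here from the sums of the values. The values multiplied by exonic length in kilobases summed to 1.28, 1.33 and 1.32 times the sum of unscaled RPKM values in WT2, WT3 and WT4. In KO1, KO3 and KO4 they summed to 3.06, 4.51 and 2.52 times that sum. Read counts were not used here. A low percentile of the nonzero values times exonic length, over longer genes, was taken as a single fragment. This gave an estimate of 51.1, 44.6 and 44.8 M fragments in WT2, WT3 and WT4, and of 34.3, 38.3 and 40.9 M in KO1, KO3 and KO4. By this estimate, a single fragment added 3.55, 4.69 and 2.45 times as much to the value of a gene in KO1, KO3 and KO4 as in WT2. Low values were thus coarser in the *miR-301a*-/- libraries.

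Genes with at least 1 RPKM in at least 3 libraries were kept, which left 13370. They were compared between genotypes with limma on log2(RPKM + 1) with an intensity trend, and p-values were adjusted by the method of Benjamini and Hochberg. Log2 fold changes are *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D minus *Pdx1-Cre*;*Kras* G12D, and the added 1 RPKM draws those of low genes toward 0. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1. The first principal component of the log2 values separated the genotypes and held 73.2% of the variance.

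*Mir301*, the miR-301a gene (ENSMUSG00000065589.1), lies within *Ska2* on chromosome 11 from 87113004 to 87113089. It was listed at 0 RPKM in all 6 libraries. Poly(A) libraries do not capture mature miRNAs, so the values do not test the deletion itself. *Ska2* had a log2 fold change of 0.13 (standard error 0.19, adjusted p = 0.626), which was −0.16 when the libraries were scaled without acinar genes. Without KO1 it was −0.02.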

To investigate the molecular pathways underlying the effect of miR-301a deletion in PanIN formation, we performed RNA sequencing (RNA-seq) using total RNA isolated from pancreatic tissues of *Pdx1-Cre*;*Kras*^*G12D*^ and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice 7 days after caerulein treatment. We identified a total of 1,223 differentially expressed genes (DEGs), including 831 upregulated DEGs and 392 downregulated DEGs, in pancreata from *Pdx1-Cre*;*Kras*^*G12D*^ and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice (Figures 4A and 4B). 

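At an adjusted p under 0.05, 1899 genes were higher and 1921 were lower in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata. At the thresholds of the study, an unadjusted p under 0.05 with a fold change above 2 or under 0.5, 986 genes were higher and 721 were lower. Every *miR-301a*-/- library lay above every *Pdx1-Cre*;*Kras* G12D library for 3109 genes and below for 3384 genes. These made up 48.6% of the genes tested, where chance gives 10%.

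In the authors' deposited table, every gene with a p-value and an absolute log2 fold change of at most 1 has a p of 1, as a test against a 2-fold change gives. The authors' deposited table holds 8844 genes with an absolute log2 fold change above 1, of which 845 were higher and 392 were lower at p under 0.05. Of the 845 higher genes, 616 passed the filter used here, and 610 of these were higher at an adjusted p under 0.05. Of the 392 lower genes, 302 passed the filter and 301 were lower. None of the genes that passed it changed in the opposite direction.

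The split between higher and lower genes depended on the scaling between libraries. Higher genes made up 49.7% of the calls on the deposited values, whose median log2 fold change over all genes was −0.02. Quantile normalization gave 1793 higher and 2160 lower genes. Scaling without acinar genes gave 1009 higher and 4851 lower genes and a median of −0.36. Scaling to equal sums per library, chosen after the data were seen, gave 404 higher and 10934 lower genes and a median of −1.09. By construction, both of the latter scalings lower every gene in *miR-301a*-/- libraries relative to *Pdx1-Cre*;*Kras* G12D libraries. Leaving out WT2 gave 837 higher and 661 lower genes. Without WT3 there were 1140 higher and 888 lower genes, and without WT4 there were 1373 and 1230.

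Of the 12 genes with the largest increase, 11 were among acinar genes listed before the data were examined, and the other was *Reg3a*. Their log2 fold changes ran from 8.23 to 12.32. *Pnlip*, which encodes pancreatic lipase (ENSMUSG00000046008.8, chromosome 19, 58652498 to 58681788), had an RPKM of 3.24 ± 5.56 (SD, n = 3) in *Pdx1-Cre*;*Kras* G12D pancreata. It had 18241 ± 21106 (SD, n = 3) in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata, a log2 fold change of 12.32 (standard error 1.08, adjusted p = 0.00131). Without WT4, KO1 and KO3 this log2 fold change was 13.44, 12.92 and 11.38. All 37 listed acinar genes were higher (37 when adjusted over the list alone), with a median log2 fold change of 7.01. The median was 6.17 without WT2 and 8.28 without WT4. Acinar genes held 0.196%, 0.368% and 3.62% of the summed values in WT2, WT3 and WT4, and 42.5%, 59.1% and 37.2% in KO1, KO3 and KO4. Trypsinogen genes such as *Try4*, amylase genes such as *Amy2a5* and the *Reg* genes are paralogs that can share reads, so values of single members are uncertain.

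*Chil3*, a chitinase-like gene of macrophages (ENSMUSG00000040809.10, chromosome 3, 106147554 to 106167564), had the largest decrease. Its RPKM was 560.0 ± 296 (SD, n = 3) in *Pdx1-Cre*;*Kras* G12D pancreata and 1.77 ± 0.542 (SD, n = 3) in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata, a log2 fold change of −7.53 (standard error 0.39, adjusted p = 4.13e-04). The other genes with the largest decreases were *Wfdc21*, *Mir7-1*, *Ctla2a*, *Car4*, *Mir6340*, *Col12a1*, *Adamdec1*, *Arg1*, *Mmp12*, *Igfbp2* and *Lrrc15*. *Mir6340* was listed at 0 RPKM in every *miR-301a*-/- library. The remaining 10 had log2 fold changes from −3.99 to −2.51, and that of *Wfdc21* was −4.72 without KO1 and −3.31 without KO4. *Mir6340* and *Mir7-1* are very short genes whose values rest on few fragments. The adjusted p of *Mir7-1* was 0.0366, and it was 0.103, 0.0804, 0.0834, 0.0926 and 0.0948 without WT2, WT3, WT4, KO1 and KO3. It was 0.119 without the filter and 0.0520 with a pseudocount of 0.1. Its log2 fold change of −3.79 was −3.06 without KO1 or KO3 and −5.25 without KO4.

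**Figure D1:**
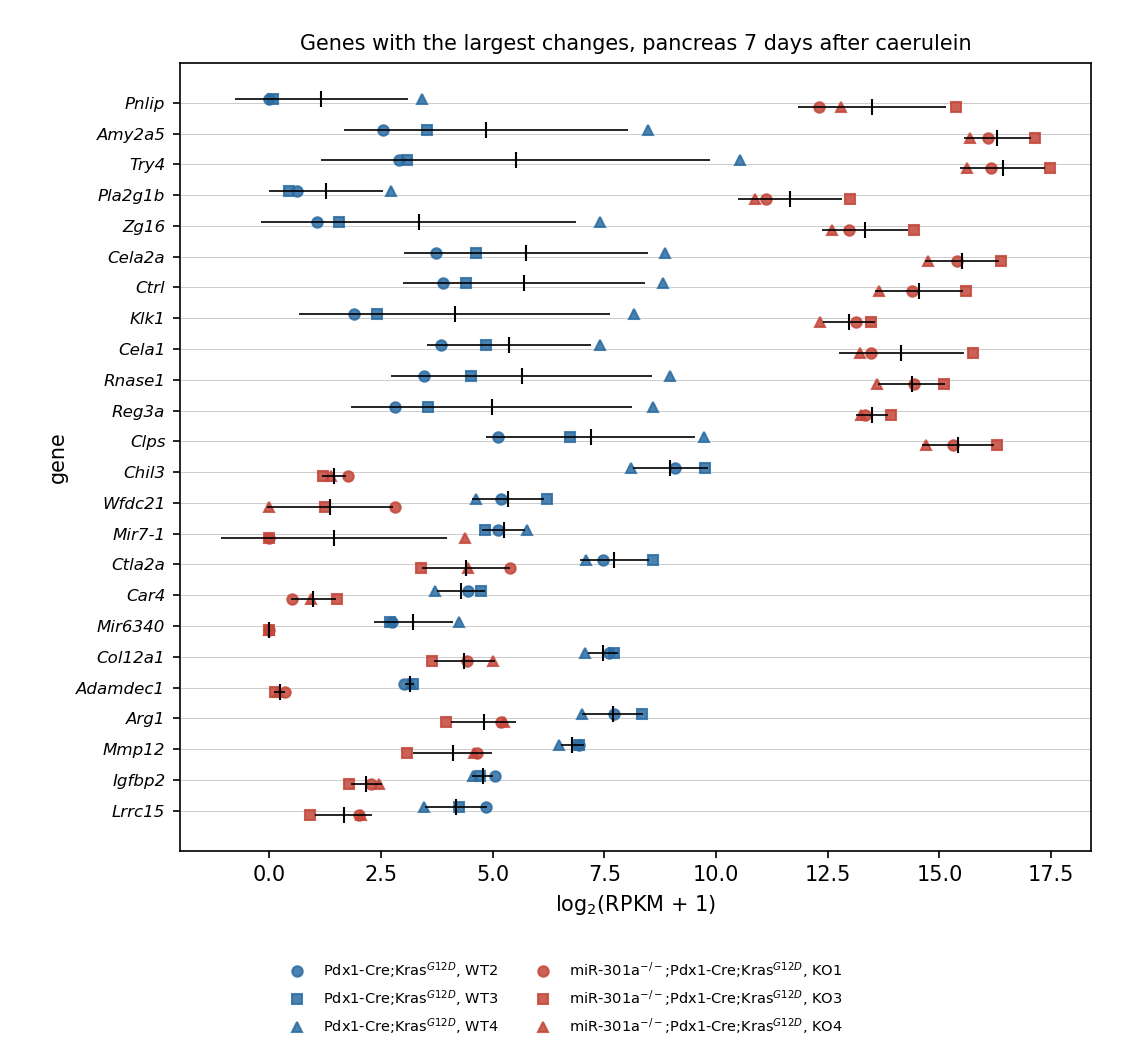
Log2(RPKM + 1) in each library for the 12 genes with the largest increase and the 12 with the largest decrease in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata (points, libraries; black tick and bar, mean ± SD, n = 3). For each gene, all 3 libraries of one genotype lie above all 3 of the other.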

Gene set enrichment analysis (GSEA) identified a significant decrease in three pathways upon miR-301a deletion—epithelial mesenchymal transition, inflammatory response, and Kras signaling—which suggest a critical role for miR-301a in tumor-stroma crosstalk (Figures 4C–4F).

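The gene sets used for GSEA are not given in the sources used here, so gene lists for the 3 pathways were written from general knowledge before the data were examined. Some of their members are legible in Figures 4D–4F, such as *Col12a1*, *Fpr1* and *Mmp10*. The study chose those genes on the same libraries, so the list tests are not independent of its result. Each list was compared with all other genes by camera from limma, with an inter-gene correlation preset at 0.01. Of 61 genes of the extracellular matrix and epithelial mesenchymal transition, 49 were lower and 0 were higher in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata (52 lower when adjusted over the list alone). The median log2 fold change of this list was −1.30 (FDR = 2.98e-17, and 0.447 with a correlation estimated from the data). Fibroblast and stellate cell markers, which share 13 genes with it, had a median of −1.17 in the same libraries. Endothelial markers had a median of −1.05 and acinar genes one of 7.01. *Col12a1* (ENSMUSG00000032332.17, chromosome 9, 79598991 to 79718831) had an RPKM of 179 ± 40.2 (SD, n = 3) in *Pdx1-Cre*;*Kras* G12D pancreata and 21.1 ± 9.93 (SD, n = 3) in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata, a log2 fold change of −3.10 (standard error 0.35, adjusted p = 0.00217).

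Of 50 genes of the inflammatory response, 15 were lower, 5 were higher and 30 did not pass the test (17 lower and 5 higher when adjusted over the list alone). The inflammatory list had a median log2 fold change of −0.38 (FDR = 0.00602, and 0.559 with an estimated correlation). This list did not pass either when the libraries were scaled without acinar genes (FDR = 0.103) or to equal sums (FDR = 0.574). Among the lower genes, *Fpr1*, *Fpr2*, *Axl* and *Plaur* had log2 fold changes of −2.35, −2.47, −1.62 and −1.42. Macrophage markers were lower in the same libraries, with 7 of 20 genes lower, 1 higher and a median of −0.62, and they shared *Cd14* and *Marco* with this list. The 5 higher genes were *Cxcl1*, *Cxcl5* and *Il33*, which were named after their values were seen, and *Il6* and *Tnf*. *Il6* had a log2 fold change of 0.73 (adjusted p = 0.0146, 0.0629 without WT2), and *Tnf* one of 0.55 (adjusted p = 0.0387). Without WT2, WT3 or WT4 the adjusted p of *Tnf* was 0.106, 0.106 or 0.109. Scaling without acinar genes gave 0.41 for *Il6* (adjusted p = 0.0894) and 0.34 for *Tnf* (adjusted p = 0.143), and without the filter the adjusted p of *Tnf* was 0.0819. Under scaling to equal sums, the log2 fold changes of *Il6* and *Tnf* were −0.29 and −0.11.

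Of 29 output genes of RAS-MAPK signaling, 18 were lower, 1 (*Myc*, named after its value was seen) was higher and 10 did not pass (19 lower and 1 higher when adjusted over the list alone). Their median log2 fold change was −0.67 (FDR = 4.04e-06, and 0.447 with an estimated correlation). Fibroblast, endothelial and macrophage markers were lower in the same libraries (medians −1.17, −1.05 and −0.62), and acinar genes were higher (median 7.01). *Ier3*, *Mmp10* and *Hmga2* had log2 fold changes of −1.56, −2.05 and −1.89. *Plaur* belonged to all 3 lists, and *Ptgs2* to the inflammatory and RAS-MAPK lists. With an estimated correlation, none of the 24 lists tested had an FDR under 0.05 (lowest 0.447), whereas 12 did with the preset correlation. Even the acinar list, with all 37 genes higher, did not pass with an estimated correlation (0.447). A rotation test (fry from limma) allows for correlation but asks only whether a list changes, not whether it differs from other genes. Its FDR was 0.0130 for the matrix and RAS-MAPK lists and 0.0864 for the inflammatory list. It was not among the tests set in advance.

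Of the gene names legible in Figures 4D–4F, 33 were tested, of which 29 were lower and 4 were higher, all 33 at an adjusted p under 0.05. The study chose these genes on the same libraries, so this is not independent evidence. Of 667 Reactome pathways, 81 were lower and 35 were higher at an FDR under 0.05 with the preset correlation, and 0 and 0 with an estimated correlation. The 49 genes of extracellular matrix proteoglycans had a median log2 fold change of −0.99, and the 141 genes of translation had one of 0.75. Quantile normalization left 14 higher pathways, and scaling to equal sums left 20 lower pathways.

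**Figure D2:**
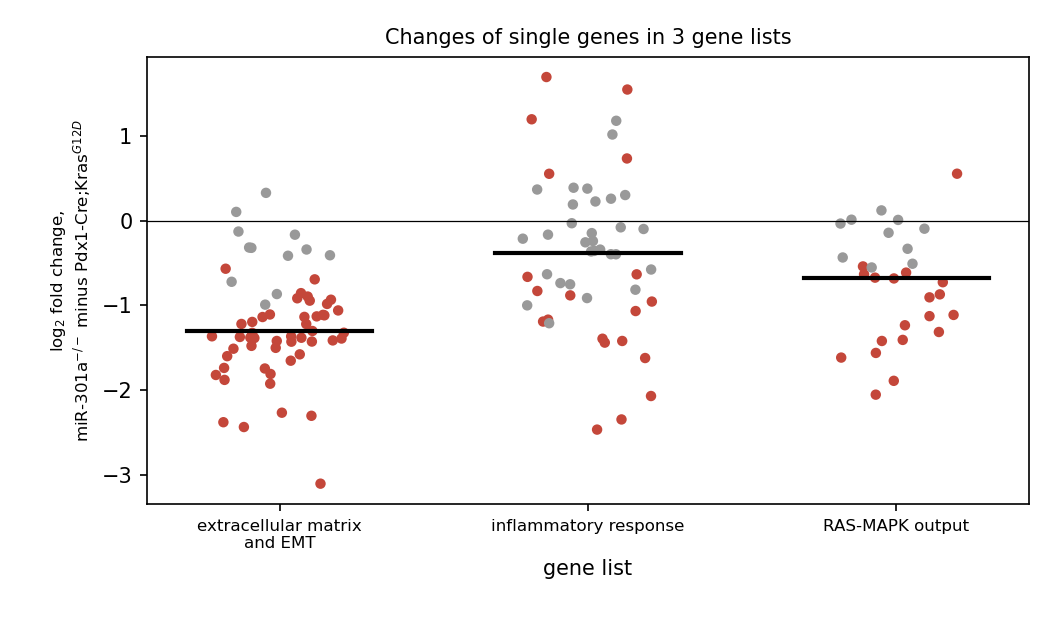
Log2 fold change, *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D minus *Pdx1-Cre*;*Kras* G12D, of each tested gene of the 3 lists (red, adjusted p under 0.05; grey, not; black line, median). The medians of −1.30, −0.38 and −0.67 lie below 0.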

**Figure 4:**
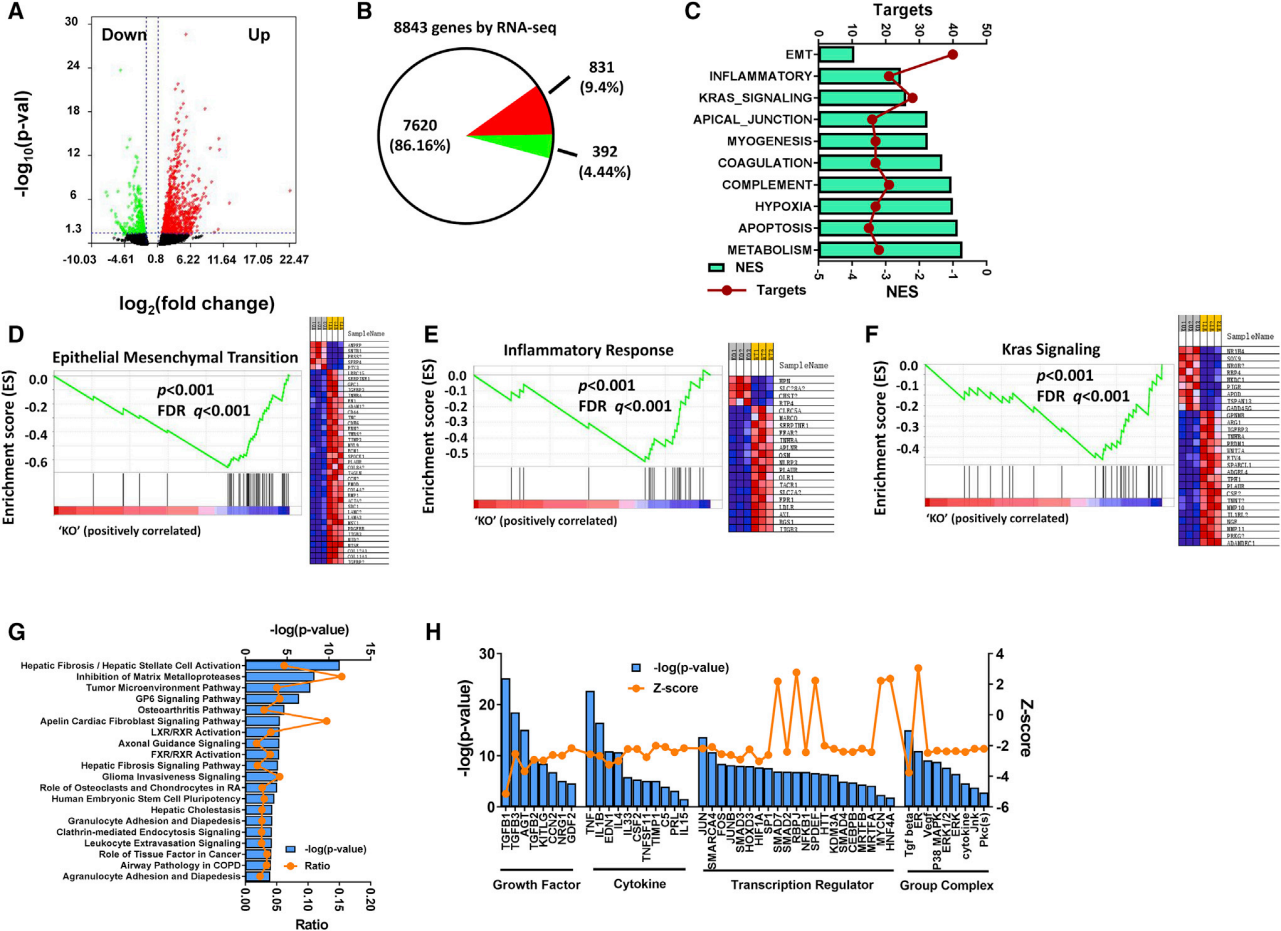
Molecular pathways perturbed by miR-301a deletion in PanIN formation (A) Volcano plot shows differentially regulated gene expression from RNA-seq analysis in pancreas from 9-week-old *Pdx1-Cre*;*Kras*^*G12D*^ and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice 7 days after caerulein treatment (n = 3 per group). (B) RNA-seq revealed a total of 8,843 genes, of which 831 genes were upregulated and 392 were downregulated. (C) GSEA analysis of the enrichment pathways with normalized enrichment score (NES) and targets. (D–F) Individual GSEA plots for the top three significant pathways including epithelial mesenchymal transition (D), inflammatory response (E), and Kras signaling (F) gene sets are shown. (G) IPA analysis of canonical signaling pathways from above gene sets. (H) IPA analysis of upstream factors from the above gene sets.

To explore changes in molecular and upstream signaling upon miR-301a deletion, we used the Ingenuity Pathway Analysis (IPA) software in conjunction with the gene sets described above. The IPA results revealed that canonical pathways involved in stellate cell activation, inhibition of matrix metalloproteases, and tumor microenvironment pathway were enriched (Figure 4G). 

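Of 24 marker genes of fibroblasts and stellate cells, listed before the data were examined, 17 were lower, 0 were higher and 7 did not pass the test in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata (17 lower when adjusted over the list alone). Their median log2 fold change was −1.17 (FDR = 2.30e-07, and 0.467 with an inter-gene correlation estimated from the data). *Acta2*, which encodes α-SMA (ENSMUSG00000035783.9, chromosome 19, 34241090 to 34255590), had an RPKM of 143 ± 8.51 (SD, n = 3) in *Pdx1-Cre*;*Kras* G12D pancreata and 45.6 ± 11.1 (SD, n = 3) in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata. This is a log2 fold change of −1.65 (standard error 0.19, adjusted p = 0.00240). *Des*, which encodes desmin (ENSMUSG00000026208.9, chromosome 1, 75360329 to 75368579), had an RPKM of 18.3 ± 2.03 (SD, n = 3) and 5.42 ± 1.05 (SD, n = 3), a log2 fold change of −1.60 (standard error 0.17, adjusted p = 0.00194). *Pdgfrb* and *Tagln* had log2 fold changes of −1.81 and −1.60. Markers of other cells moved in the same libraries. Of 18 endothelial genes, 17 were lower (median −1.05), and macrophage markers were lower as well, whereas all 37 acinar genes were higher. *Gfap* was below the filter, at 0.0321 ± 0.0115 RPKM (SD, n = 3) in *Pdx1-Cre*;*Kras* G12D pancreata and 0.0771 ± 0.0233 (SD, n = 3) in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata.

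Of 28 genes of matrix metalloproteases and their inhibitors, 18 were lower, 1 (*Mmp3*, named after its value was seen) was higher and 9 did not pass (20 lower and 1 higher when adjusted over the list alone). Across the list the median log2 fold change was −0.95 (FDR = 1.66e-07, and 0.467 with an estimated correlation). The protease genes *Mmp11* and *Mmp12* had log2 fold changes of −1.92 and −2.68. *Thbs2*, *Sdc1* and *Hspg2* had log2 fold changes of −2.30, −1.59 and −1.17. The fibroblast and stellate cell list shared 13 genes with the extracellular matrix list, and the metalloprotease list shared 6 with it, so the lists are not independent. The fibroblast and metalloprotease lists also hold genes legible in Figures 4D–4F, such as *Acta2* and *Mmp11*, which the study chose on the same libraries. With the preset correlation, both lists passed without each library in turn and under each scaling between libraries.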

As stellate cells are activated by growth factors, cytokines, transcription regulators, and intracellular molecules, we set out to examine how these activators differed in pancreatic tumorigenesis in *miR-301a*^*−/−*^;*Pdx1-Cre*; *Kras*^*G12D*^ mice versus *Pdx1-Cre*;*Kras*^*G12D*^ mice. As shown in Figure 4H, activation *Z* scores of all growth factors and cytokines were reduced in *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice compared with *Pdx1-Cre*;*Kras*^*G12D*^ mice, with TGF-β being the most significant change in both transcription regulator and group complex. 

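An activation *Z* score is predicted from the targets of a factor, whereas RNA-seq measures the transcript of the factor itself. Of the growth factor and cytokine genes shown in Figure 4H, 14 passed the filter. In *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata, 7 of these were lower, 3 were higher and 4 did not pass the test (8 lower and 4 higher when adjusted over the list alone). The study chose these factors on the same libraries, so the count adjusted over the list alone is not independent evidence. The median log2 fold change was −0.71, and the list did not pass against other genes (FDR = 0.137, and 0.0492 without KO4).

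*Tgfb1* (ENSMUSG00000002603.15, chromosome 7, 25687002 to 25705077) had an RPKM of 120 ± 28.1 (SD, n = 3) in *Pdx1-Cre*;*Kras* G12D pancreata and 42.5 ± 13.2 (SD, n = 3) in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata, a log2 fold change of −1.50 (standard error 0.28, adjusted p = 0.00873). *Tgfb2* and *Tgfb3* had log2 fold changes of −0.90 and −0.99 (adjusted p = 0.0286 and 0.00916). The other lower genes were *Csf2*, *Ccn2*, *Timp1* and *Nrg1*, with log2 fold changes of −2.07, −1.92, −0.93 and −0.68. *Agt*, *Il33* and *Tnf* were higher, with log2 fold changes of 2.28, 1.55 and 0.55. The rise of *Tnf* did not pass without WT2 (adjusted p = 0.106), WT3 (0.106) or WT4 (0.109), without the filter (0.0819) or with scaling without acinar genes (0.143). It became −0.11 with libraries scaled to equal sums. The genes that did not pass were *Il1b*, *Kitl*, *Edn1* and *Il15*, with log2 fold changes of −0.74, 0.43, −0.45 and −0.07, and *Il1b* passed with scaling without acinar genes (adjusted p = 0.0155), with quantile normalization (0.0492) and without KO4 (0.0165). *Agt* was measured here as RNA in whole pancreas, so its cell of origin is not known.

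**Figure D3:**
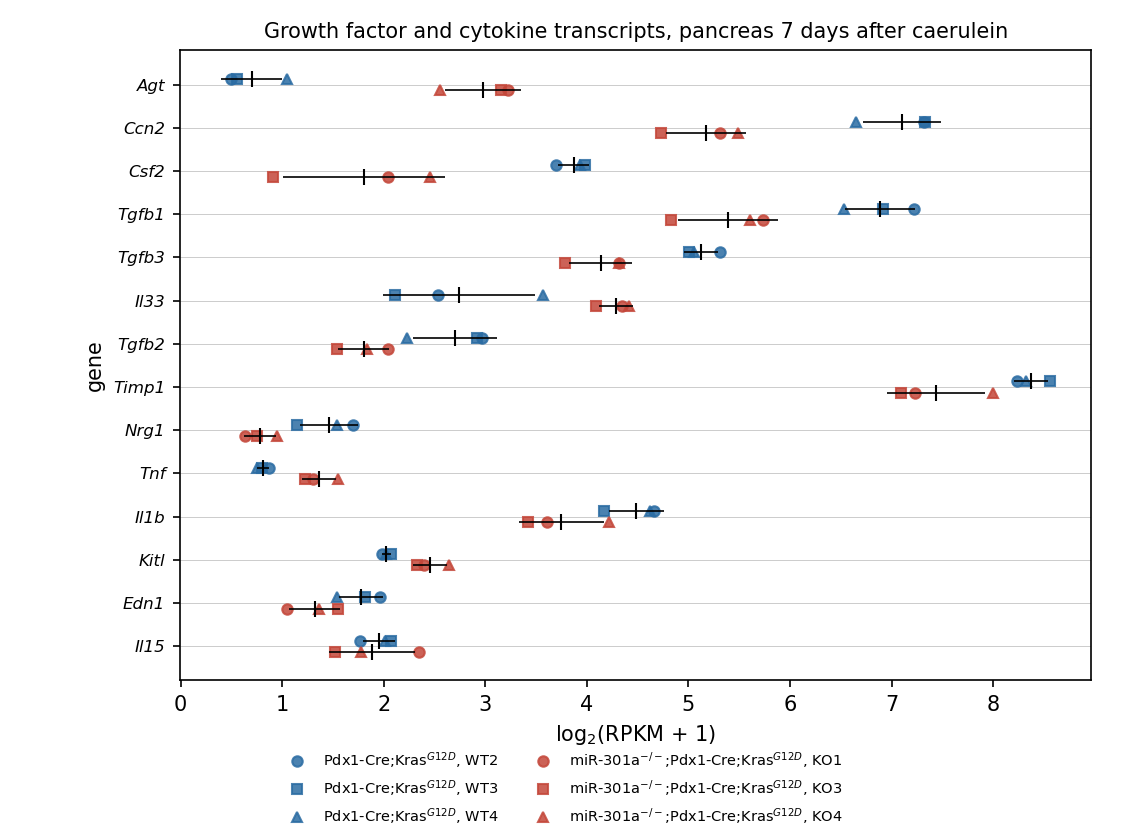
Log2(RPKM + 1) in each library for the 14 growth factor and cytokine genes (points, libraries of each genotype; black tick and bar, mean ± SD, n = 3). *Tgfb1* lies between 91.5 and 148 RPKM in *Pdx1-Cre*;*Kras* G12D pancreata and between 27.4 and 52.2 in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata.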

Taken together, our data support a role of miR-301a anti-fibrotic response in pancreatic tumorigenesis via the TGF-β pathway.

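Of 40 response genes of TGF-β, listed before the data were examined, 29 were lower, 0 were higher and 11 did not pass the test in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata (31 lower when adjusted over the list alone). Their median log2 fold change was −1.13 (FDR = 7.22e-11, and 0.447 with an inter-gene correlation estimated from the data). With the preset correlation, leaving out each library in turn gave FDRs from 3.34e-12 to 3.26e-10. The list shared 22 genes with the extracellular matrix list and 10 with the fibroblast and stellate cell list, so it cannot separate a lower TGF-β response from a lower share of matrix-producing cells. It also holds genes legible in Figures 4D–4F, such as *Serpine1* and *Tagln*, which the study chose on the same libraries. Endothelial markers were lower in the same libraries (median −1.05), and acinar markers were higher (median 7.01). *Fn1*, which encodes fibronectin (ENSMUSG00000026193.15, chromosome 1, 71585520 to 71653200), had an RPKM of 1138 ± 192 (SD, n = 3) in *Pdx1-Cre*;*Kras* G12D pancreata and 363 ± 168 (SD, n = 3) in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata. This is a log2 fold change of −1.74 (standard error 0.36, adjusted p = 0.0124), and the adjusted p was 0.0542 without WT2 and 0.0511 without the filter. *Ccn2* encodes a matrix protein induced by TGF-β, and its adjusted p was 0.00336. *Myl9* had a log2 fold change of −1.71 and *Lrrc15* one of −2.51.

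From its results taken together, which include the reduced activation *Z* scores of growth factors and cytokines (Figure 4H), the paper finds support for a role of a miR-301a anti-fibrotic response in pancreatic tumorigenesis via the TGF-β pathway.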

### Inhibition of PanIN formation in *miR-301a*^*−/−*^;*Pdx1-Cre*; *Kras*^*G12D*^ mice correlates with elevated Gadd45g and Tsc1 expression and inhibition of PSC proliferation

Our previous work demonstrated that Tsc1 was a direct target of miR-301a and was involved in pulmonary fibrosis.^12^ Here, we measured Tsc1 expression in both chronic pancreatitis and PanIN mice models. In agreement with previous results, Tsc1 was significantly upregulated in *miR-301a*^*−/−*^ mice and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice treated with caerulein compared with their littermates (Figures S4A–S4C). Similarly, mTOR activation and the expression levels of two fibrosis markers, α-SMA and fibronectin, showed remarkably lower expression levels in fibrotic pancreatic tissues when miR-301a was deleted (Figures S4A and S4B). Furthermore, significantly lower levels of α-SMA and fibronectin were found in miR-301a deleted mouse PSCs treated with TGF-β (Figure S4D). These results further confirm a key role of the miR-301a/Tsc1/mTOR signaling pathway in pancreatitis and pancreatitis-driven tumorigenesis.

To probe the new targets of miR-301a in PanIN lesions, we compared the list of all upregulated DEGs identified from pancreatic tissues in *Pdx1-Cre*;*Kras*^*G12D*^ and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice with the previously reported 2,596 miR-301a predicted target genes.^33^ 

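The list of predicted target genes was not used here, so the overlap with it was not recomputed. Instead, annotated mouse 3′ UTRs were searched for TTGCACT, the bases that pair with the miR-301a seed (8mer and 7mer-m8 sites). Of the genes tested, 1437 had such a site and 10932 with an annotated 3′ UTR had none. The median log2 fold change was −0.06 for genes with a site and −0.02 for the others, and the difference did not pass (p = 0.338, and 0.592 with an estimated correlation). Across 15 alternatives the p ran from 0.142 to 0.702. A site was present in 9.04% of the 1759 higher genes with an annotated 3′ UTR and in 11.9% of the 1829 lower genes. It was present in 12.1% of the genes without a call. Higher genes thus held a site less often than the rest (odds ratio 0.726, Fisher's exact test, two-sided p = 2.15e-04), without adjustment for 3′ UTR length. Sites in mRNA coding regions and imperfect sites were not counted. The search cannot tell apart miRNAs that pair with the same bases, so repression kept up by another such miRNA was not tested.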

We found an overlap of 78 genes between upregulated DEGs and predicted miR-301a target genes (Figure 5A). Based on the reads per kilobase of exon per million mapped reads (RPKM) value (p < 0.05) and log_2_(fold change) > 1, we choose 17 genes which were all significantly upregulated in pancreatic tissues from *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice and correlated with poor prognosis in patients with pancreatic cancer (Figure S5A). Upregulation of these 17 genes was further verified by quantitative real-time PCR (qPCR) (Figure 5B). 

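All 17 genes had a higher RPKM in every *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D library than in every *Pdx1-Cre*;*Kras* G12D library, and their mean RPKM was 3.18 to 11.1 times as high. Acinar genes were higher in the same libraries. Of the 17 genes, 10, *Gadd45g* among them, were highest in WT4 among the *Pdx1-Cre*;*Kras* G12D libraries, and 11, again with *Gadd45g*, were highest in KO3 among the *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D libraries. WT4 and KO3 had the largest acinar share of their genotype, and among genes without a call 27.7% were highest in WT4 and 36.6% in KO3. Among the 1862 higher genes outside the acinar list these shares were 57.25% and 68.3%, so this order is not particular to the 17 genes. KO3 also carries the largest scaling between libraries, and WT4 does not. In the authors' deposited table, all 17 had p under 0.05 and 6 had an adjusted p under 0.05. In the analysis used here, 9 of the 17 passed the filter on low values. These were *Acacb*, *Ccdc30*, *Cd36*, *Chst2*, *Cxxc4*, *Efr3b*, *Gadd45g*, *Scml4* and *Snx22*, and 9 were higher at an adjusted p under 0.05 (9 when adjusted over the list alone). Because the study chose the genes as higher on these libraries, neither these counts nor the separation of the libraries is independent evidence. At the thresholds of the study, 8 of the 9 passed, and *Snx22* had a log2 fold change of 0.86. The other 8 genes had mean values of 0.29 to 1.71 RPKM in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata, and low values were coarser in these libraries. Without the filter, all 17 had p under 0.05 and 8 had a log2 fold change above 1. With libraries scaled to equal sums, 3 of the 8 genes tested passed the thresholds of the study. Without each *miR-301a*-/- library in turn, 6 genes were tested and all 6 passed, so the lower count came from the filter.

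*Efr3b* (ENSMUSG00000020658.10, chromosome 12, 3962554 to 4038915) had an RPKM of 1.16 ± 0.441 (SD, n = 3) in *Pdx1-Cre*;*Kras* G12D pancreata and 8.17 ± 0.917 (SD, n = 3) in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata, a log2 fold change of 2.10 (standard error 0.19, adjusted p = 0.00131). *Chst2*, *Cd36*, *Acacb*, *Scml4* and *Cxxc4* had log2 fold changes of 2.28, 1.96, 1.72, 1.71 and 1.03, and the mean RPKM of *Ccdc30* was 3.79 times as high. *Gadd45g* (ENSMUSG00000021453.2, chromosome 13, 51846678 to 51848468) had 42.4 ± 14.6 RPKM (SD, n = 3) in *Pdx1-Cre*;*Kras* G12D pancreata and 135 ± 63.0 (SD, n = 3) in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata. Its log2 fold change was 1.60 (standard error 0.36, adjusted p = 0.0157). The adjusted p of *Gadd45g* was 0.0661 without WT2, 0.0550 without WT3 and 0.0593 without the filter, and its log2 fold change was 0.31 (adjusted p = 0.376) with libraries scaled to equal sums. In the authors' deposited table, *Gadd45g* had a p of 0.0464 and an adjusted p of 0.705.

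**Figure D4:**
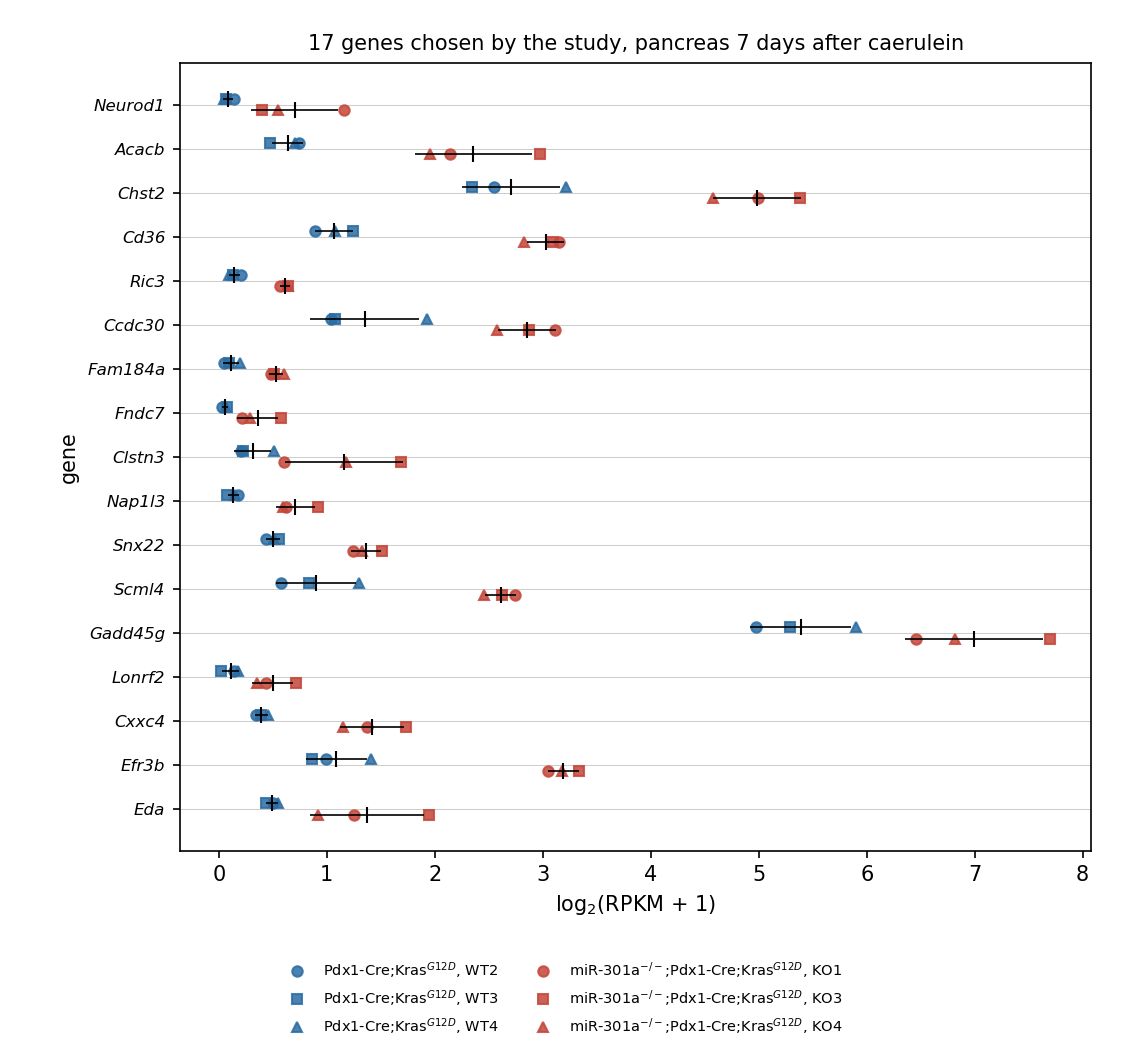
Log2(RPKM + 1) in each library for the 17 genes (points, libraries of each genotype; black tick and bar, mean ± SD, n = 3). For all 17 genes the 3 *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D libraries lie above the 3 *Pdx1-Cre*;*Kras* G12D libraries, and *Gadd45g* has the highest values, from 30.5 to 206 RPKM. The study chose the genes as higher on these libraries.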

We focused on Gadd45g, given its known function in cellular growth arrest and DNA damage, and investigated whether Gadd45g was a direct target gene of miR-301a. miRNA-target prediction analysis revealed a major binding site for miR-301a within the Gadd45g RNA 3′ UTR (Figure 5C). Results from the luciferase reporter assay showed that miR-301a was directly bound to Gadd45g mRNA and that Gadd45g expression was downregulated in 293T cells (Figures 5D and 5E). Next, we evaluated Gadd45g and Tsc1 expression in human PSCs and cancer cell lines (PANC-1, PACA2, and ASPC1). Gadd45g expression was significantly upregulated in stellate cells and cancer cells when miR-301a was inhibited, whereas Tsc1 expression was not altered (Figures 5F and 5G). In addition, a positive correlation between Tsc1 and Gadd45g expression was found in pancreatic cancer patients from The Cancer Genome Atlas (TCGA) dataset (Figure S6A).

**Figure 5:**
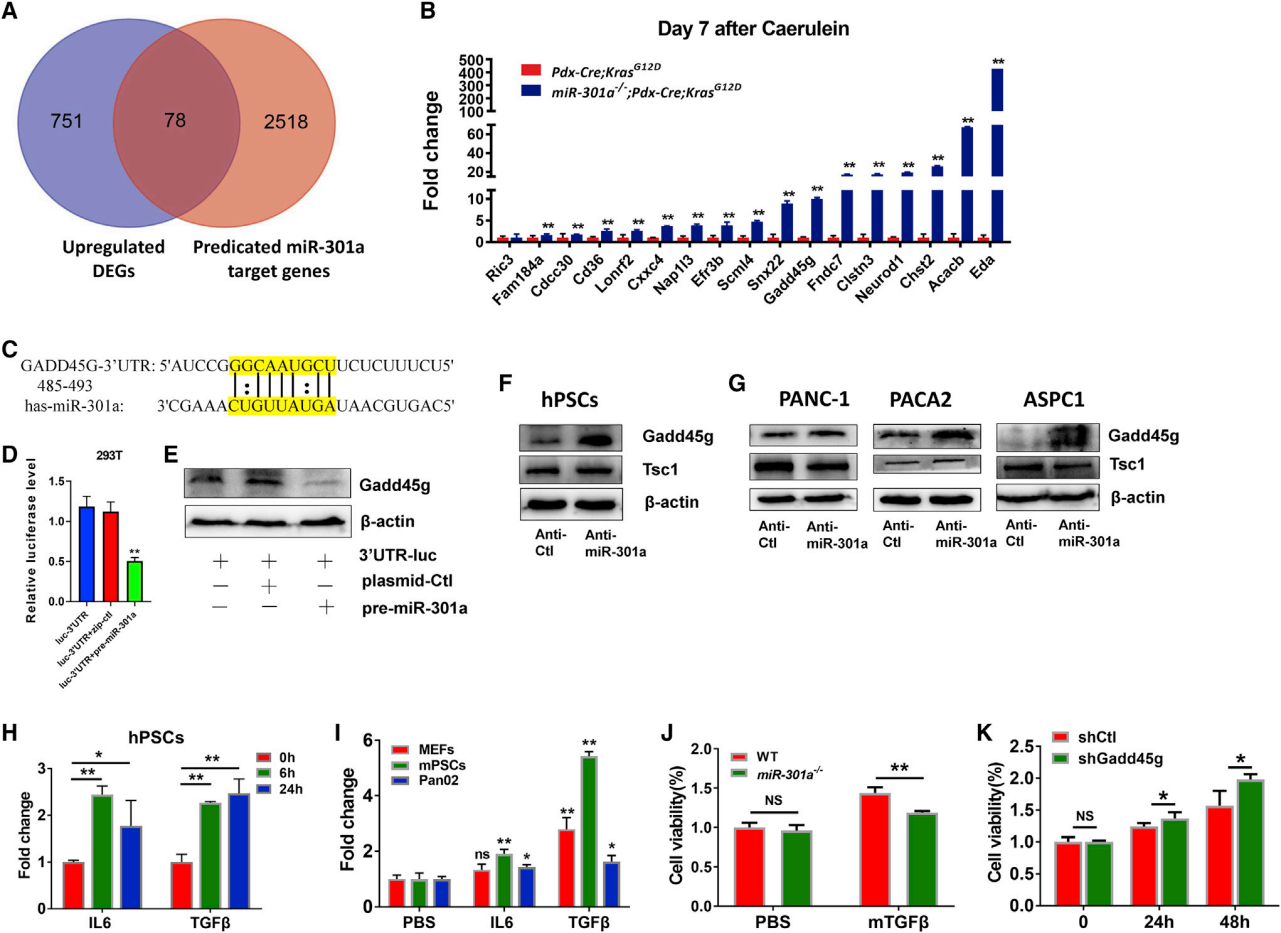
Inhibition of PanIN formation in *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice correlates with elevated Gadd45g expression and reduced PSCs proliferation (A) Venn diagram of specific genes between predicted miR-301a targets from miRWalk database and DEGs identified by RNA-seq. (B) Real-time PCR validation of 17 significantly upregulated genes from (A). (C) Prediction of major interference sites between miR-301a and the Gadd45g mRNA 3′ UTR using TargetScan. (D) Luciferase activity in 293T cells transfected with the indicated luciferase reporter with either a control plasmid or a precursor miR-301a plasmid. (E) Western blot analysis of Gadd45g expression in 293T cells with the indicated luciferase reporter with either a control plasmid or a precursor miR-301a plasmid. (F) Western blot analysis of Gadd45g and Tsc1 expression in human PSCs transfected with anti-control (Anti-Ctl) or LNA-anti-miR-301a (Anti-miR-301a) oligonucleotide. (G) Western blot analysis of Gadd45g and Tsc1 expression in human PSCs transfected with anti-control (Anti-Ctl) or LNA-anti-miR-301a (Anti-miR-301a) oligonucleotide. (H) Expression of miR-301a in hPSCs treated with IL-6 or TGF-β. (I) Expression of miR-301a in mouse embryonic fibroblasts (MEFs), mouse PSCs (mPSCs), or Pan02 cells treated with IL-6 or TGF-β. (J) Cell viability of WT and *miR-301a*^*−/−*^ PSCs treated with TGF-β. (K) Cell viability of *miR-301a*^*−/−*^ PSCs transfected with shRNA-control (shCtl) or shRNA-Gadd45g (shGadd45g) and treated with TGF-β at the indicated time. Values are mean ± SD. ∗∗p < 0.01, ∗p < 0.05 indicate significant difference between the indicated groups. NS, not significant.

Given the well-established role of PSCs in pancreatic fibrogenesis and tumorigenesis, we wondered whether Gadd45g upregulation in PSCs upon miR-301a inhibition led to cell growth arrest. First, we found miR-301a was induced in both human and mouse PSCs after TGF-β or IL-6 treatment as well as in mouse embryonic fibroblast and pancreatic cancer cells (Figures 5H and 5I). Second, we isolated PSCs from mice and showed that TGF-β induced significant cell growth in both WT and *miR-301a*^*−/−*^ PSCs while it significantly reduced PSC proliferation in *miR-301a*^*−/−*^ PSCs compared with WT PSCs (Figure 5J). As expected, concomitant knockdown of Gadd45g in *miR-301a*^*−/−*^ PSCs reversed the reduced cellular proliferation mediated by miR-301a deletion in PSCs (Figure 5K).

### Inhibition of Stat3 activation in PanIN and PSCs correlates with miR-301a and Gadd45g

To better understand how miR-301a deletion leads to inhibition of Stat3 activation in PanIN and PSCs, we first measured the levels of Stat3 activation. Consistent with previous reports, significantly less Stat3 activation was found in *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ pancreatic lesion tissues compared with *Pdx1-Cre*;*Kras*^*G12D*^ pancreatic tissues (Figure 6A), with such activation being markedly inhibited mainly in ductal and stroma cells (Figure 6B). A marked increase of Gadd45g expression in pancreatic stroma cells was observed in *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ mice (Figure 6C). Our previous study showed that miR-301a regulates Stat3 activation in different types of cells.^26^ Therefore, we further examined Stat3 activation and Gadd45g expression in a human pancreatic stellate cell line (hPSCs) with miR-301a inhibition. As expected, Stat3 was constitutively activated in hPSCs treated with IL-6 or TGF-β; however, significantly less Stat3 activation was found in hPSCs in conditions of miR-301a inhibition. Accordingly, Gadd45g was highly expressed in miR-301a knockdown hPSCs (Figures 6D and 6E).

**Figure 6:**
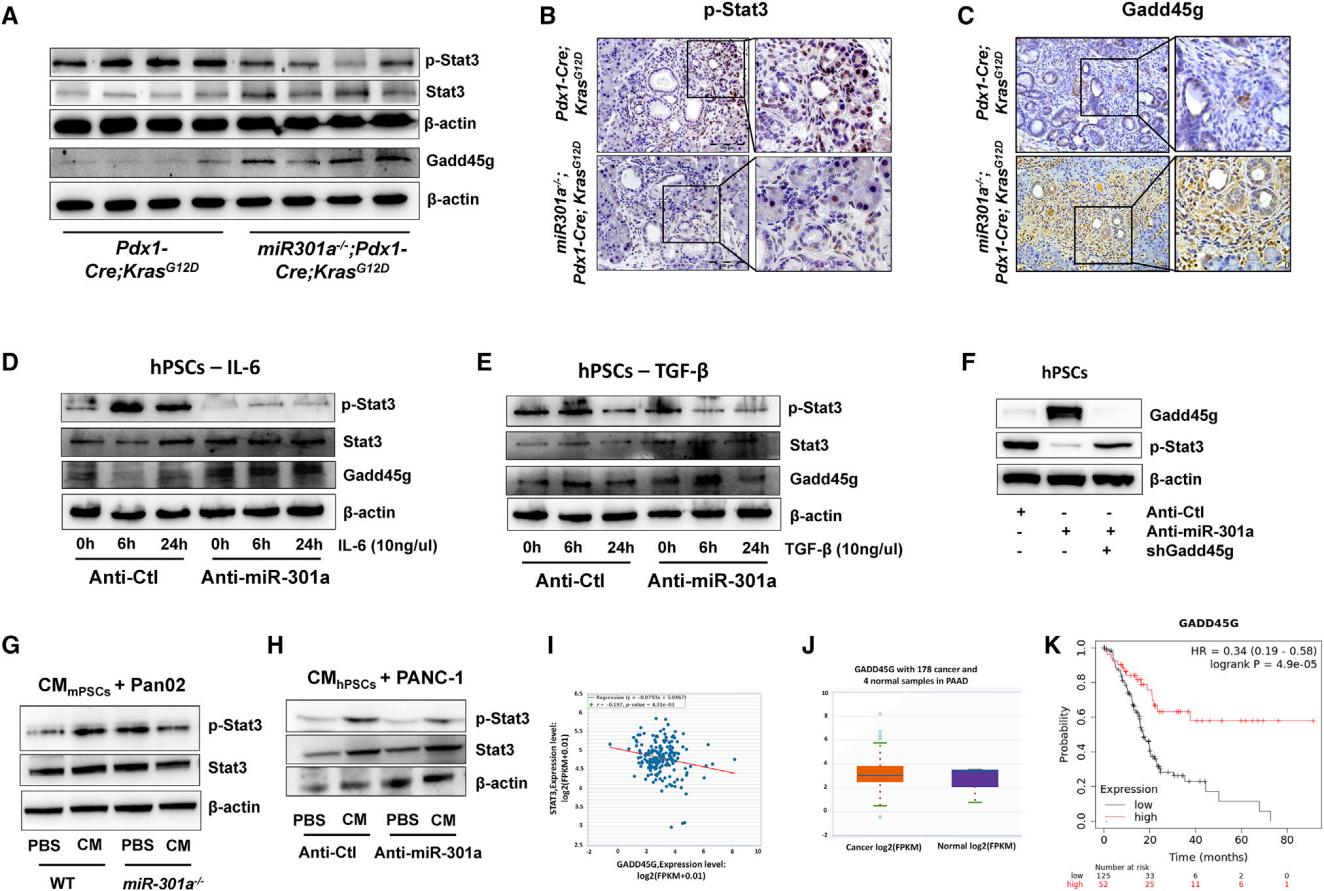
Inhibition of Stat3 activation in PanIN and PSCs correlates with miR-301a and Gadd45g (A) Western blot shows the expression of p-Stat3, Stat3, and Gadd45g in pancreatic tissues from 9-week-old *Pdx1-Cre*;*Kras*^*G12D*^ (n = 4) and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ (n = 4) mice 7 days after caerulein treatment. (B and C) Immunohistochemical staining of phosphor Stat3 (B) and Gadd45g (C) in pancreatic tissues from *Pdx1-Cre*;*Kras*^*G12D*^ (n = 8) and *miR-301a*^*−/−*^;*Pdx1-Cre*;*Kras*^*G12D*^ (n = 8) littermate mice 7 days after caerulein treatment. Scale bars, 100 μm. (D and E) Human PSCs were transfected with anti-Ctl and anti-miR-301a and then were treated with IL-6 (D) or TGF-β (E). The expression of p-Stat3, total Stat3, and Gadd45g were measured by western blot. (F) Human PSCs were transfected with the indicated shRNA, including anti-Ctl or anti-miR-301a with or without shRNA-Gadd45g. The expression of p-Stat3 and Gadd45g were measured by western blot. (G) Pan02 cells were treated with conditional medium collected from WT and *miR-301a*^*−/−*^ PSCs. The activation of Stat3 was evaluated by western blot. (H) PANC-1 cells were treated with conditional medium collected from human PSCs transfected with anti-Ctl or anti-miR-301a oligonucleotide. The activation of Stat3 was evaluated by western blot. (I) Correlation analyses between Gadd45g and Stat3 in pancreatic cancer patients in TCGA database. (J) Gadd45g expression in human pancreatic cancer samples compared with normal samples in TCGA database. (K) Kaplan-Meier analysis (log-rank test) of overall survival of human pancreatic cancer samples from Kaplan-Meier plotter database based on the expression of Gadd45g. ∗∗p < 0.01, ∗p < 0.05 indicate significant difference between normal tissue and tumor tissue.

As Gadd45g-induced senescence in hepatocellular carcinoma cells depends on the activation of Stat3,^27^ we sought to determine whether an increase of Gadd45g reduced cell proliferation by repressing Stat3 activity. Stat3 activation was significantly reduced when anti-miR-301a was introduced into hPSCs, whereas concomitant Gadd45g knockdown reversed the Stat3 activation (Figure 6F). It has been reported that the supernatant of PSCs can stimulate tumor cell proliferation. Therefore, we explored whether miR-301a deletion in PSCs can reduce Stat3 activation in pancreatic cancer cells. Pan02, a murine pancreatic cancer cell line, was treated with the supernatant of PSCs isolated from WT and *miR-301a*^*−/−*^ mice. We found that Stat3 activation was significantly reduced in Pan02 cells treated with supernatant from *miR-301a*^*−/−*^ PSCs compared with cells treated with supernatant from WT cells (Figure 6G). Similar results were observed in the human pancreatic cancer cell PANC-1 when treated with the supernatant from hPSCs transfected with anti-Ctl or anti-miR-301a (Figure 6H). Furthermore, based on TCGA data, a negative correlation between Gadd45g and Stat3 expression was found in pancreatic cancer patients (r = −0.197, p = 0.00831; Figure 6I). Although Gadd45g appears to be downregulated in many cancers, we found no significant differences in Gadd45g expression in pancreatic cancer tissues versus normal tissues (Figure 6J). However, significant correlations between Gadd45g expression and patient survival were from TCGA data analysis, further suggesting its key role in hPSCs or other stroma cells during pancreatic tumorigenesis (Figure 6K). Collectively, these data indicate that miR-301a/Gadd45g might have a general impact on PSC fate in pancreatic tumorigenesis, and provide compelling evidence that elevated Gadd45g expression contributes to attenuated tumorigenesis by modulating tumor-PSC crosstalk.

## Discussion

Pancreatitis is a high-risk factor for pancreatic cancer. A large cohort study reported that 14.8% patients with pancreatic cancer had a prior diagnoses of pancreatitis.^34^ However, the relationship between pancreatitis and pancreatic cancer has not been completely elucidated. In the present study, we reveal a role for a pro-inflammatory miRNA, miR-301a, in pancreatitis and pancreatitis-associated PanIN, which are conditions known to accelerate the development of pancreatic ductal adenocarcinoma. miR-301a is also known to be activated by multiple inflammatory factors in both acute pancreatitis and chronic pancreatitis. The major findings of this study are that miR-301a regulates the activation of PSCs and that miR-301a deletion reduces pancreatic fibrosis induced by caerulein in mouse models. In mice with acute pancreatitis, deletion of miR-301a was not protective; however, in contrast, deletion of miR-301a significantly reduced fibrosis in chronic pancreatitis, suggesting a function of miR-301a in repetitive and persistent inflammation rather than in acute tissue inflammatory injury. Moreover, deletion of miR-301a reduced the characteristic features of fibrosis in spontaneous and pancreatitis-accelerated PanIN formation in *Pdx1-Cre*;*Kras*^*G12D*^ mice. We also demonstrate that the protective role of miR-301a deletion in chronic pancreatitis and PanIN is dependent on two downstream axes: Tsc1/mTOR and Gadd45g/Stat3. Of note, aberrant regulation of Gadd45g/Stat3 was only found to accelerate PanIN formation but not chronic pancreatitis in mice ablated of miR-301a. These studies infer the complexity of miR-301a regulation in pancreatic stromal cells in PanIN in conditions where oncogenic Kras alleles are expressed in pancreatic epithelial cells, and suggest that miR-301a could be a therapeutic target for preventing pathological tissue fibrosis.

miR-301a is highly upregulated in fibrotic lung and liver,^35^, ^36^, ^37^ which highlights the potential diagnostic and therapeutic implications of this miRNA in regulating fibrogenic mediators such as TGF-β and IL-6. Previously, we reported that miR-301a was upregulated in fibrotic lung tissues from mice and idiopathic pulmonary fibrosis.^12^

Expression of miR-130a/301a in serum has been proposed as a distinct biomarker in chronic pancreatitis patients.^38^ In our study, we found that miR-301a was significantly upregulated in pancreatic lesions during conditions of short and persistent inflammation in mice. In addition, we found a significant positive correlation between miR-301a expression and the expression of TGF-β and IL-6 in serum from patients with chronic pancreatitis. Specifically, miR-301a was induced in PanIN progression and in early PDAC mice and patients, and marked fibrosis and myofibroblasts were found to be accumulated in stromal focus lesions. Overall, these data suggest that serum miR-301a, in combination with examination of TGF-β and IL-6, might be a fibrosis marker for fibrosis in patients with chronic pancreatitis and early pancreatic cancer.

Next, we demonstrated the potential therapeutic role of miR-301a in pancreatic fibrosis and Kras-driven intra-neoplasia fibrosis. Given the robust effect of miR-301a in activating NF-κB and Stat3 in the tumor microenvironment, we expected that deletion of miR-301a would lead to a reduction of expression of inflammatory cytokines in caerulein-induced chronic pancreatitis in mice. However, Stat3 activation was more pronounced in chronic pancreatic tissues when miR-301a was deleted, and alteration of expression levels of inflammatory cytokines was not observed. These data suggest that miR-301a/Stat3 axis might be necessary for progression of chronic pancreatitis and might hold potential in the treatment of pancreatic cancer. Our previous study reported that deletion of miR-301a protected mice from bleomycin-induced lung fibrosis by reducing mTOR activation in a Tsc1-dependent manner. We found a similar effect for the miR-301a/Tsc1/mTOR axis in caerulein-induced pancreatic fibrosis, further confirming the key role of this axis signaling in pancreatic tissue fibrosis. Although Tsc1 expression was upregulated upon miR-301a inhibition in fibroblasts, there was no significant difference in Tsc1 expression either in PSCs or in pancreatic cancer cell lines when miR-301a was inhibited. Thus, we speculate that other miR-301a targets are involved in the regulation of PSCs and initiation of pancreatic cancer.

To dissect the mechanism of miR-301a action, we reasoned that the reduced fibrosis in chronic pancreatitis and PanIN in miR-301a-deficient mice is a result of impaired activation of PSCs. Our data show that miR-301a affects the proliferation of PSCs treated with TGF-β and that the number of PSCs in pancreatic tissue was significantly reduced in miR-301a-deficient mice. Next, we identified Gadd45g as a novel target gene of miR-301a in both PSCs and pancreatic cancer cell lines. Our results show a significant upregulation of Gadd45g in miR-301a-knockdown PSCs and miR-301a-deficient PanIN tissues. Moreover, increased Gadd45g expression led to inhibition of Stat3 activation in PSCs. It will therefore be interesting to examine whether Gadd45g is essential for PanIN initiation and pancreatic cancer formation. Notably, Stat3 activation was markedly downregulated in pancreatic cancer cells treated with the supernatant from PSCs in conditions of miR-301a inhibition. The role of stroma fibroblasts in pancreatic cancer is controversial, as these cells have been shown to either inhibit tumor progression or increase undifferentiation of pancreatic tumors. Blocking the communication between PSCs and pancreatic cancer cells by miR-301a depletion might lead to more effective therapies targeting the stroma.

In summary, the present findings further confirm the role of miR-301a/Tsc1 in tissue fibrosis. Our results describe key molecular signaling pathways, miR-301a/Gadd45g, which facilitate the direct interplay between PSCs and tumor cells. These findings might lead to the development of feasible therapeutic strategies in pancreatic cancer.

## Materials and methods

### Mice, cell lines, and patients

The generation of *miR-301a*^*−/−*^ mice in the C57BL/6 × 129S hybrid background has been described previously.^26^ *Pdx1-Cre*;*Kras*^*G12D*^ mice were purchased from the Jackson Laboratory and bred with *miR-301a*^*−/−*^ mice to obtain *miR-301a*^*−/−*^; *Pdx1-Cre*;*Kras*^*G12D*^ mice. For acute pancreatitis, mice received an 8-hourly intraperitoneal (i.p.) injection of caerulein (50 μg/kg, Sigma) for 1 day. To induce chronic pancreatitis, mice were administered 6-hourly i.p. injections per day, 3 days per week, for a total of 3 weeks. All mice were kept under pathogen-free conditions, and all experiments were performed under protocols approved by the Institutional Animal Care and Use Committee of Zhongshan City People's Hospital and The South China Normal University, China. Tissue samples included in this study were obtained from patients from the Cancer Research Institute of Zhongshan City, Zhongshan City People's Hospital, China. The study protocol was approved by the Clinical Research Ethics Committee of the Zhongshan City People's Hospital, China. Written informed consent was obtained from all participants before the start of the study. hPSCs were purchased from Sciencell, and pancreatic cancer cell lines were purchased from Shanghai Cell Bank of the Chinese Academy of Sciences. Mouse PSCs were isolated from pancreas of WT and *miR-301a*^*−/−*^ mice as previously described.^39^ All cells were cultured in Dulbecco's modified Eagle's medium supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin/streptomycin.

### Cell transfection and proliferation assay

Cells were transfected with LNA-anti-Control or LNA-anti-miR-301a by using Lipofectamine RNAiMAX reagent (Thermo Fisher Scientific). For knockdown of Gadd45g in cells, short hairpin RNA (shRNA)-Gadd45g (GAA AGC GCT GCA TGA GTT GCT) and nonsense sequence (shRNA-control, GGT GTG CAG TTG GAA TGT A) were synthesized and ligated into miRZip Lentivector-based anti-miRNA vector (System Biosciences). HEK-293T cells were seeded in a 6-well plate and transfected with packing plasmids and the shRNA constructs. Cells were cultured at 37°C for 48 h before harvesting. Target cells were infected with the lentivirus in the presence of 8 μg/mL of polybrene; medium was changed 6 h post infection. For the proliferation assay, cells were seeded in 96-well plates and treated with TGF-β at the indicated times. Cell proliferation was determined using the Cell Counting Kit-8 (Dojindo Molecular Technologies) following the manufacturer's protocol.

### RNA sequencing and data processing

Total RNA was harvested using TRIzol reagent. Poly(A) RNAs were purified by using the Dynabeads mRNA purification kit, and poly(A) RNAs were fragmented at 94°C for 5 min before reverse transcription to cDNA with random primers. cDNA fragments were blunted and ligated to sequencing adapters. mRNA profiles were generated by deep sequencing using the Novaseq 6000 sequencing platform by Novogene China. Reads were mapped to the human reference genome (GRCh38) using STAR software (version 2.5.1), and the annotation from GENCODE version vM21 was employed. Differential gene expression was performed using DESeq2.^40^

### DEG identification and bioinformatic analysis

The relative transcript abundance was measured in RPKM. DEGs were identified using an unpaired Student's t test with p value cutoff of 0.05 and fold change more than 2.0 (upregulation) or less than 0.5 (downregulation). GSEA was conducted using the software GSEA version 4.1.0. IPA software was used to identify enriched molecular pathways and upstream regulators. We considered both direct and indirect relationships that were experimentally observed and predicted in mouse species and used the “stringent” setting to filter molecules and relationships in tissues and cell lines. For canonical pathways, the −log(p value) was derived from the right-tailed Fisher's exact test. Transcription factors and cytokines were extracted from upstream regulator analysis. This analysis identifies causal molecules associated with differential expression using both the significance and direction of differential expression to specify causal predictions. The *Z* scores and p values based on overlap between predicted and observed regulator-regulated genes (Fisher’s exact test) were calculated.^41^

### miR-301a predicted target analysis

We used a comprehensive microRNA-target predicting database, miRWalk, which integrates six bioinformatics tools (Targetscan6.2, miRWalk 2.0, miRDB4.0, miRanda-rel2010, RNA22v2, and PITA) to predict the potential targets of miR-301a. The TargetScan online database was used to predict the major interference sites between miR-301a and the Gadd45g mRNA 3′ UTR.

### Quantitative real-time PCR

To validate gene expression findings, we dissected pancreas tissues from mice, extracted total RNA using TRIzol (Invitrogen), and carried out reverse transcription using the iScript Reverse Transcription Supermix kit (Bio-Rad). The qPCR reaction contained 15 μL of SYBR Green mixture, 0.5 μL of forward primer, 0.5 μL of reverse primer, 5 μL of cDNA template, and 9 μL of H_2_O. The SYBR Green mixture was optimized according to the amount of DNA polymerase, dNTP, reaction buffer, and dyes. The two-step method (95°C and 60°C) was used for thermocycling. qPCR was performed using the CFX96 real-time PCR detection system (Bio-Rad). qPCR primers are shown in Table S1. Each sample was analyzed in duplicate using β-actin as reference. qPCR for miR-301a detection was performed using the TaqMan assay (Thermo Fisher Scientific).

### Luciferase reporter assay

The 3′ UTR sequence of Gadd45g was amplified and subcloned into the psiCHECK-2 dual luciferase reporter vector. HEK293T cells were then transfected with the psiCHEKC-2 plasmid containing pre-miR-301a or miR-control. After 48 h in culture, cells were lysed and the activities of firefly and Renilla luciferase were determined using a dual luciferase reporter assay system (GeneCopoeia).

### Western blotting analysis

For western blotting analyses, pancreatic tissues or cell lines were lysed with RIPA buffer (Cell Signaling Technology) supplemented with protease inhibitor (Thermo Fisher Scientific). Proteins were then subjected to SDS-PAGE, transferred to polyvinylidene fluoride membranes, blocked with 5% nonfat dry milk for 1 h, and incubated with the primary antibodies at 4°C overnight. The primary antibodies used were Tsc1 (BA2879, BOSTER), phospho-mTOR-S2448 (381557, ZENBIO), Fibronectin (ab2413, Abcam), α-SMA (ab5694, Abcam), Gadd45g (A10286, Abclonal), Stat3 (9139, CST), p-Stat3-Tyr705 (9145, CST), β-actin (AC026, Abclonal). Following washes with TBST buffer, membranes were incubated with a horseradish peroxidase-conjugated anti-rabbit or anti-mouse secondary antibody for 1 h at room temperature. Protein immunoreactivity was visualized using the SuperSignal West Pico Chemiluminescent kit (Thermo Fisher Scientific). Pictures were scanned by automatic chemiluminescence imaging using the analysis system Tanon5200, and were acquired using PVCAM software (Tanon, China). All experiments were performed in triplicate.

### Immunohistochemistry

Pancreatic tissues were fixed in 10% formalin solution, embedded in paraffin, and sectioned in 3-μm slices. Sections were stained with H&E and Masson’s trichrome to detect the interstitial volume expansion. Antigen retrieval was performed in sodium citrate buffer at 96°C. Sections were washed with PBS three times, and endogenous peroxidase activity was blocked by incubating sections in a solution of 3% H_2_O_2_ for 5 min. Sections were then blocked with 10% normal goat serum. The primary antibodies used were α-SMA (ab5694, Abcam), Desmin (A3736, Abclonal), GFAP (A19058, Abclonal), KRT19 (A19040, Abclonal), Gadd45g (A10286, Abclonal), and Tsc1 (BA2879, BOSTER). Incubation with the primary antibody was performed at 4°C overnight. Tissue sections were developed using the Ultra Vision Detection System (Thermo Fisher Scientific).

### ELISA

For determination of IL-6 and TGF-β secretion *ex vivo*, serum from clinical patients was collected. IL-6 and TGF-β concentrations were measured using ELISA kits (eBioscience) according to the manufacturer's protocol.

### Data availability and correlation analysis

TCGA RNA-seq data for pancreatic cancer patients were downloaded and analyzed on starbase.sysu.edu.cn.^42^ Survival plots of human pancreatic patients for 17 selected genes were evaluated on kmplot.com.^43^

### Statistical analysis

Data are expressed as means ± SD. At least three independent experiments were performed. Results were subjected to statistical analysis using Student's t test for two-group comparisons or one-way ANOVA for multiple-group comparisons. Statistical significance was set at p < 0.05 or p < 0.01.

## Availability of data and materials

The data that support the findings of this study were submitted to the Gene Expression Omnibus database (accession number GEO: GSE176571, available from https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176571).

## Supplemental information

Document S1. Figures S1–S6 and Table S1

Document S2. Article plus supplemental information

# Supplementary material for: Inflammatory-miR-301a circuitry drives mTOR and Stat3-dependent PSC activation in chronic pancreatitis and PanIN
**Source:** Mol Ther Nucleic Acids. 2022 Jan 19;27:970–82. doi: 10.1016/j.omtn.2022.01.011
**Supplement:** Document S1. Figures S1–S6 and Table S1

Supplemental information

**Inflammatory-miR-301a circuitry drives
mTOR and Stat3-dependent PSC activation
in chronic pancreatitis and PanIN**

Fugui Li, Miaomiao Wang, Xun Li, Yihao Long, Kaizhao Chen, Xinjie Wang, Mingtian Zhong, Weimin Cheng, Xuemei Tian, Ping Wang, Mingfang Ji, and Xiaodong Ma

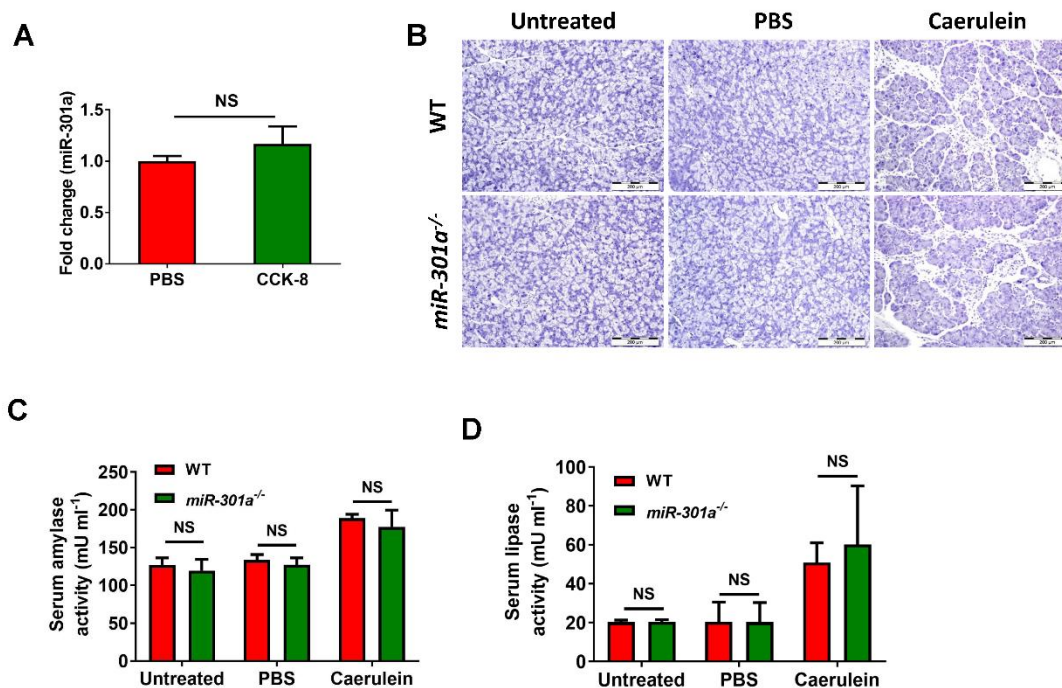

Figure S1. Response of WT and *miR-301a*^{-/-} mice to caerulein-induced acute pancreatitis.

(A) Expression of miR-301a in acinar cells treated with supramaximal CCK-8. Acinar cells were isolated from WT and *miR-301a*^{-/-} mice, and incubated for 8h with CCK-8. Total RNA was extracted from acinar cells and miR-301a expression was quantified by qPCR. (B) Representative histological sections of mouse pancreata stained with haematoxylin from caerulein-treated WT and *miR-301a*^{-/-} mice (n=6 per group). Scale bars, 200μm. (C) Serum amylase activity in WT and *miR-301a*^{-/-} mice (n=6 per group) 6h after the last caerulein injection. (D) Serum lipase activity in WT and *miR-301a*^{-/-} mice (n=6 per group) 6h after the last caerulein injection. Values are mean±s.d. NS means no significant difference between the indicated groups.

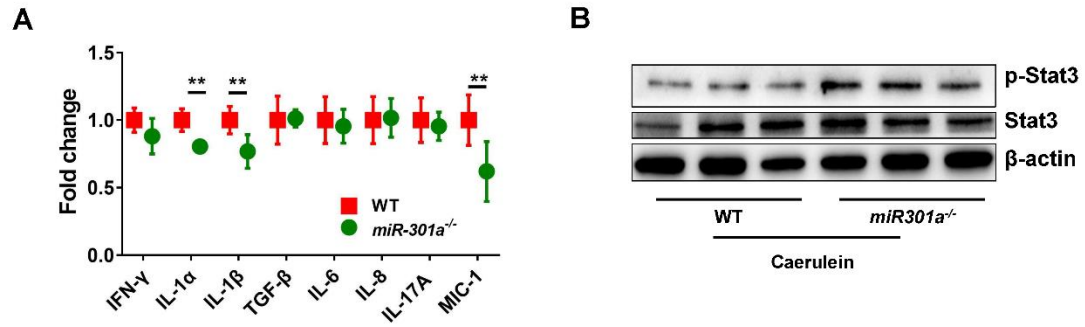

Figure S2. Stat3 activation and cytokines expression in pancreata from *miR-301a*^{-/-} mice compared to WT mice with chronic pancreatitis.

(A) Cytokine gene expression in pancreatic tissues of WT and *miR-301a*^{-/-} mice as determined by qPCR (n=3 per group). **(B)** Western blot analysis of pancreatic tissue lysates for Stat3 activation (n=3 per group). **P<0.01 indicates a significant difference between the indicated groups.

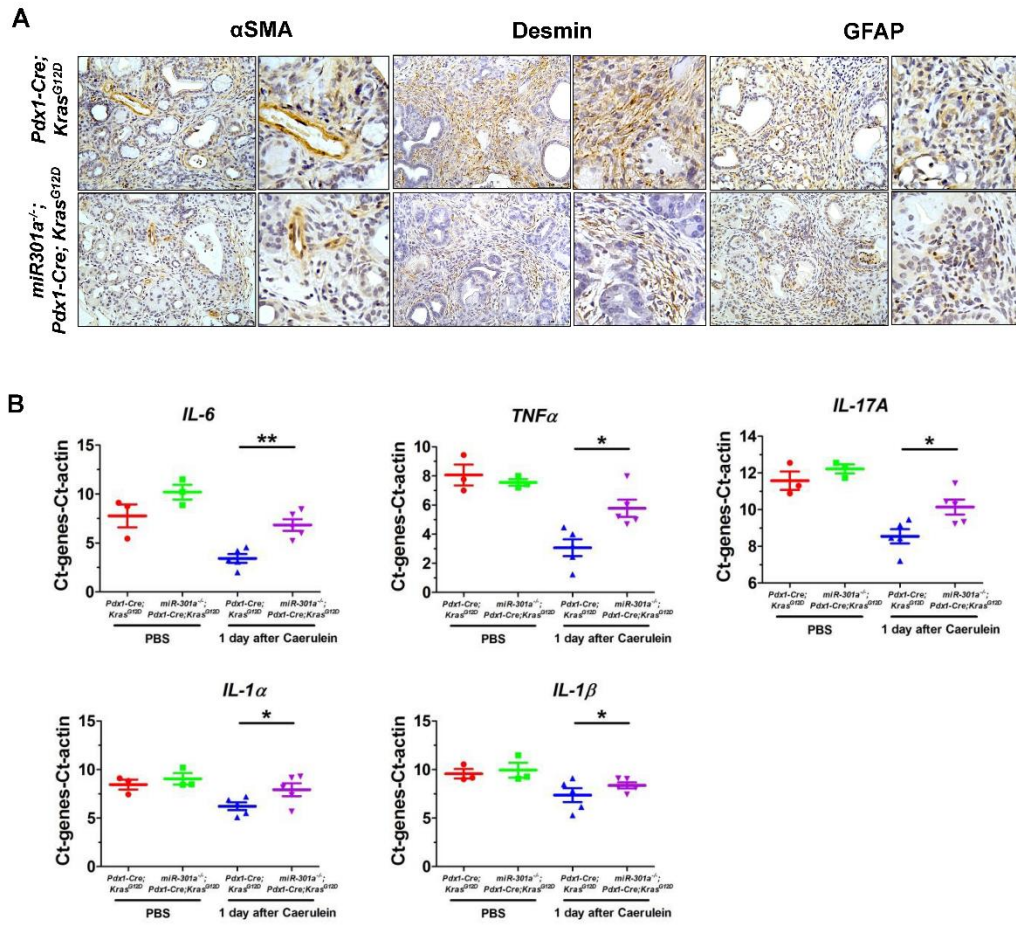

Figure S3. Characteristic markers and cytokines expression in PanIN.

(A) Immunohistochemical staining of α SMA, Desmin and GFAP showed activation of PSCs and increased fibrogenesis pancreata from *Pdx1-Cre;Kras^{G12D}* (n=8) and *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* (n=8) littermate mice at 18 weeks of age. Scale bars, 75 μ m. Values are means $\pm$ s.d.

(B) Cytokine gene expression in pancreatic tissues from 9-week-old *Pdx1-Cre;Kras^{G12D}* and *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* mice 7 days after PBS (n=3) or caerulein treatment (n=5). ** $P < 0.01$ or * $P < 0.05$ indicates a significant difference between the indicated groups.

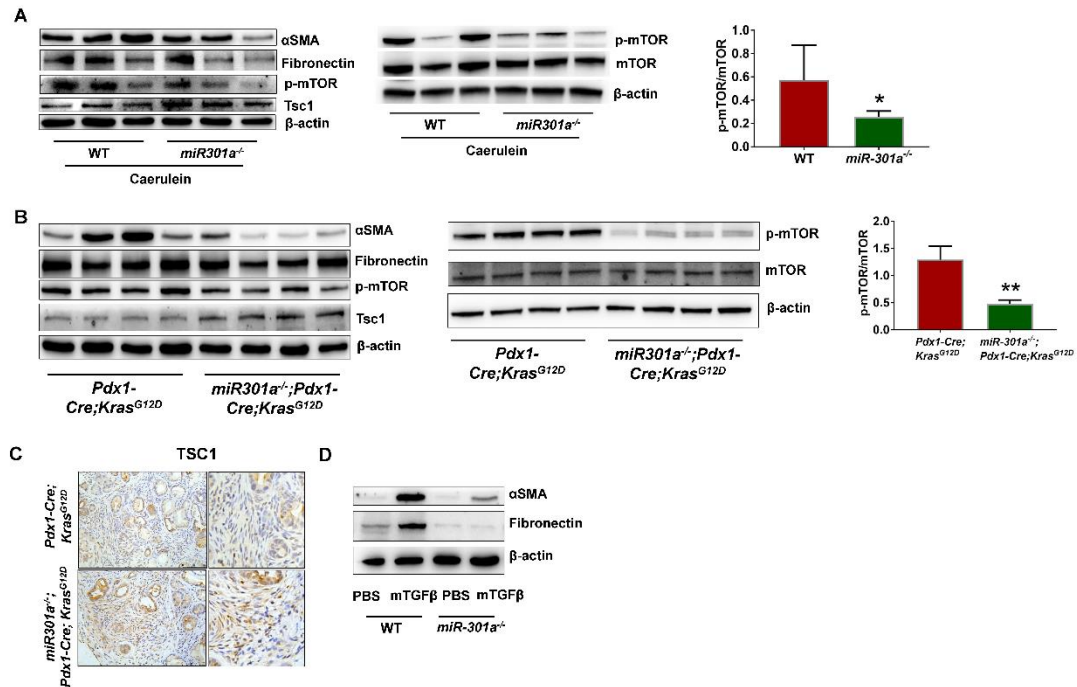

Figure S4. miR-301a/Tsc1 in chronic pancreatitis and spontaneous PanIN.

(A) Western blot shows the expression of αSMA, Fibronectin, p-mTOR, mTOR and Tsc1 in pancreatic tissues from caerulein-treated WT (n=3) and *miR-301a*^{-/-} (n=3) mice. (B) Western blot shows the expression of αSMA, Fibronectin, p-mTOR, mTOR and Tsc1 in pancreatic tissues from *Pdx1-Cre;Kras*^{G12D} (n=4) and *miR-301a*^{-/-};*Pdx1-Cre;Kras*^{G12D} (n=4) littermate mice at 18 weeks of age. (C) Immunohistochemical staining of Tsc1 in pancreata from 9-week-old *Pdx1-Cre;Kras*^{G12D} (n=8) and *miR-301a*^{-/-};*Pdx1-Cre;Kras*^{G12D} (n=8) mice 7 days after caerulein treatment. The scale bars represent 75μm. (D) MEFs isolated from WT and *miR-301a*^{-/-} mice were treated with TGF-β (10 ng/mL) for 24h. The expression of αSMA and fibronectin were measured by western blot analysis. **P<0.01 or *P<0.05 indicate a significant difference between normal tissue and tumor tissue.

A

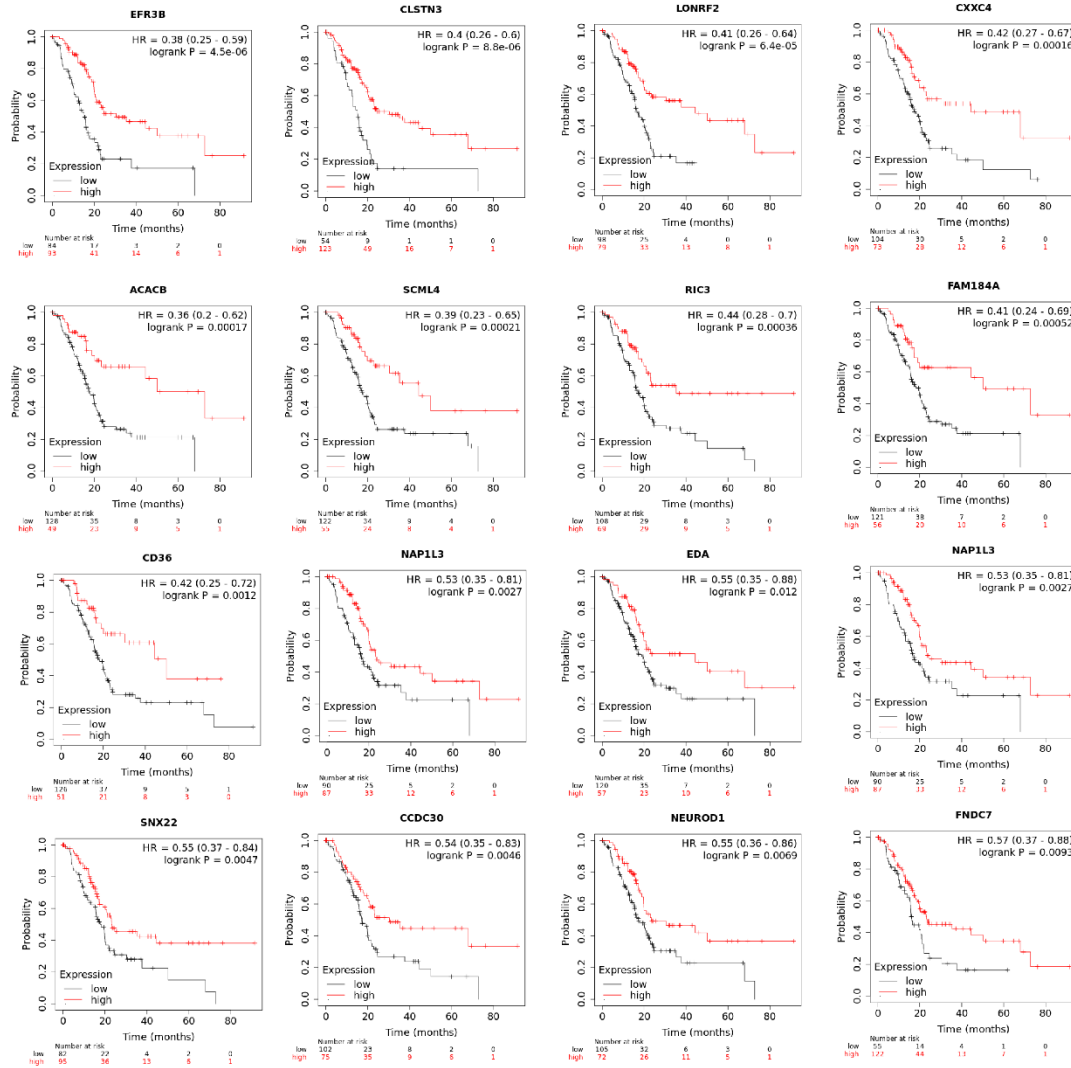

Figure S5. (A) Survival plots of human pancreatic patients (TCGA, PAAD) for 16 genes.

A

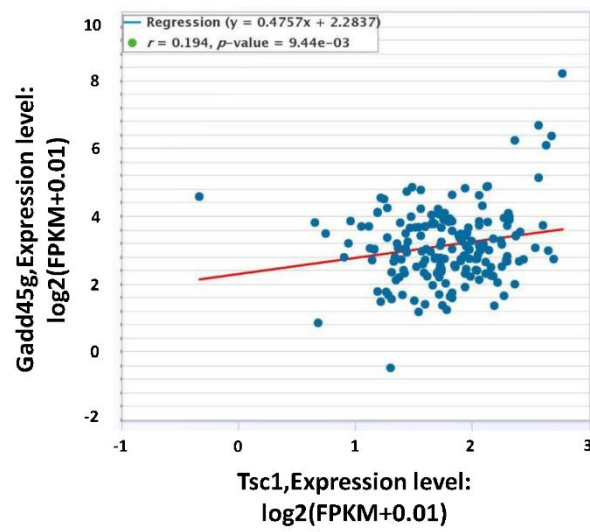

Figure S6. (A) Correlation analyses between Gadd45g and Tsc1 in pancreatic cancer patients in the TCGA database.

Table S1 The primers used for qPCR assay.

**Genes**	**Forward**	**Reverse**
NeuroD1	5'-AAGCCACGGATCAATCTTCTC-3'	5'-CGTGAAAGATGGCATTAAAGCTG-3'
Acacb	5'-GGTAGTGGCTTTGAAGGAACTGTC-3'	5'-GATATCGTTGTTCTGGAAGCTCTCG-3'
Chst2	5'-AAGCCTACAGGTGGTGCGAA-3'	5'-CAGGACTGTTAACCCGCTCA-3'
Cd36	5'-GAGCCATCTTTGAGCCTTCA-3'	5'-TCAGATCCGAACACAGCGTA-3'
Ric3	5'-GGAAACGCCCACAGGAAGATT-3'	5'-ACCATTAGGTCCAACCTCTGTTGA-3'
Ccdc30	5'-AAGGCTTGTTTCAGACTAGCTCT-3'	5'-TGTAGGCTGCTGTTTGGATCT-3'
Fam184a	5'-AGCTGGCAACATCACTATTACG-3'	5'-GCTGGGCGATCTTCTTGCT-3'
Fndc7	5'-ATCACCGTAGAATGGACTACCG-3'	5'-CCTGGGGAATTAGCCACTGT-3'
Clstn3	5'-GGACAAGGCAACGGGTGAA-3'	5'-GCCACAGTCATAAGCCTGAATG-3'
Nap1l3	5'-GGGGATGAATCTGACAGCAATAG-3'	5'-TTCGGTTCAAATGACTGCCAT-3'
Snx22	5'-TACACAAGCGGATCAAGAAACG-3'	5'-TGGATGTAGGTCTCTAATCCCTG-3'
Scml4	5'-GTGCAGATGGCCGTCCATAA-3'	5'-AGCACTGGAGACTTGATCTTGT-3'
Gadd45g	5'-GGGAAAGCACTGCACGAACT-3'	5'-AGCACGCAAAAGGTCACATTG-3'
Lonrf2	5'-CAACTCGGCGAAGAAAGAAACA-3'	5'-AGGATACTGGGGATTTCGTCTG-3'
Cxxc4	5'-CTGCCCCGAGAATCATTCCCT-3'	5'-CAGACGCCACAGTTGATGAG-3'
Efr3b	5'-CGCCTGAAAACTGGATCGAA-3'	5'-GGCAATACACACGTACCCATATC-3'
Eda	5'-GTGGACGGCACCTACTTCATC-3'	5'-CACCATCTTCACGGCGATTT-3'
IFN- γ	5'-ATGAACGCTACACACTGCATC-3'	5'-CCATCCTTTTGCCAGTTCCTC-3'
IL-1 α	5'-CTCTAGAGCACCATGCTACAGAC-3'	5'-TGGAATCCAGGGGAAACACTG-3'
IL-1 β	5'-CTCCATGAGCTTTGTACAAGG-3'	5'-TGCTGATGTACCAGTTGGGG-3'
Il-6	5'-CCTCTGGTCTTCTGGAGTACC-3'	5'-ACTCCTTCTGTGACTCCAGC-3'
TGF- β	5'-GCTACCATGCCAACTTCTGT-3'	5'-CGTAGTAGACGATGGGCAGT-3'
IL-17A	5'-TCCCCTCTGTGATCTGGGAAG-3'	5'-AGCATCTTCTCGACCCTGAA-3'
MIC-1	5'-CTGGCAATGCCTGAACAACG-3'	5'-GGTCGGGACTTGTTCTGAG-3'
IL-8	5'-CAGCTGCCTTAACCCCATCA-3'	5'-CTTGAGAAGTCCATGGCGAAA-3'

# Supplementary material for: Inflammatory-miR-301a circuitry drives mTOR and Stat3-dependent PSC activation in chronic pancreatitis and PanIN
**Source:** Mol Ther Nucleic Acids. 2022 Jan 19;27:970–82. doi: 10.1016/j.omtn.2022.01.011
**Supplement:** Document S2. Article plus supplemental information

Inflammatory-miR-301a circuitry drives mTOR and Stat3-dependent PSC activation in chronic pancreatitis and PanIN

Fugui Li,^{1,4} Miaomiao Wang,^{2,4} Xun Li,^{2,4} Yihao Long,² Kaizhao Chen,² Xinjie Wang,² Mingtian Zhong,² Weimin Cheng,¹ Xuemei Tian,² Ping Wang,³ Mingfang Ji,¹ and Xiaodong Ma²

¹Cancer Research Institute of Zhongshan City, Zhongshan City People's Hospital, 528403 Zhongshan, China; ²Key Laboratory of Brain, Cognition and Education Sciences, Ministry of Education, Guangdong Key Laboratory of Mental Health and Cognitive Science, Center for Studies of Psychological Application, Institute for Brain Research and Rehabilitation, South China Normal University, 510631 Guangzhou, China; ³Department of Hepatobiliary Surgery, The First Affiliated Hospital of Guangzhou Medical University, Guangzhou, 510120 Guangdong Province, China

Activated pancreatic stellate cells (PSCs) are the main cells involved in chronic pancreatitis and pancreatic intraepithelial neoplasia lesion (PanIN). Fine-tuning the precise molecular targets in PSC activation might help the development of PSC-specific therapeutic strategies to tackle progression of pancreatic cancer-related fibrosis. miR-301a is a pro-inflammatory micro-RNA known to be activated by multiple inflammatory factors in the tumor stroma. Here, we show that miR-301a is highly expressed in activated PSCs in mice, sustained tissue fibrosis in caerulein-induced chronic pancreatitis, and accelerated PanIN formation. Genetic ablation of miR-301a reduced pancreatic fibrosis in mouse models with chronic pancreatitis and PanIN. Cell proliferation and activation of PSCs was inhibited by downregulation of miR-301a via two of its targets, Tsc1 and Gadd45g. Moreover, aberrant PSC expression of miR-301a and Gadd45g restricted the interplay between PSCs and pancreatic cancer cells in tumorigenesis. Our findings suggest that miR-301a activates two major cell proliferation pathways, Tsc1/mTOR and Gadd45g/Stat3, *in vivo*, to facilitate development of inflammatory-induced PanIN and maintenance of PSC activation and desmoplasia in pancreatic cancer.

INTRODUCTION

Recent advances in our understanding of the fundamental stromal biology in chronic pancreatitis and pancreatic cancer suggest a key role of pancreatic stellate cells (PSCs) in the pathobiology of the major disorders of the exocrine pancreas, including chronic pancreatitis and pancreatic cancer.¹ PSCs are functional myofibroblasts present in the surrounding area of acinar, vascular, and ductal regions.^{2,3} Under normal physiological conditions, PSCs are found in a quiescent state throughout the pancreas and exhibit a cytoplasm rich in vitamin A lipid droplets, which is characterized by the expression of glial filament acidic protein (GFAP) and desmin.^{4,5} However, upon activation by damage or by growth factor signaling, such as chronic pancreatitis and pancreatic intraepithelial neoplasia (PanIN), PSCs can be transformed into an activated state and participate in the interstitial

remodeling of the pancreas.^{6,7} Activated PSCs accumulate in the extracellular matrix (ECM) and increase cytokine/chemokine production, which promote aggressive phenotypes and therapy resistance in pancreatic inflammation and cancer.^{8,9} For example, supernatant derived from activated PSCs was shown to increase proliferation and migration of cancer cells via SDF-1/CXCR4.¹⁰ Coculture of PSCs with pancreatic cancer cells can also promote cancer proliferation, migration, and invasion via Gal1-driven pathways.¹¹ Therefore, an in-depth understanding of the precise molecular mechanism underlying PSC activation and their role in pathology might help find new promising treatment strategies for patients with chronic pancreatitis and cancer.

PSC activation often occurs very early during pancreatic injury or pancreatic ductal carcinoma tumorigenesis. Numerous cytokines, growth factors, and intracellular signaling molecules, such as non-coding RNAs, are released during pancreatitis to regulate PSC activation; however, accumulating evidence points to a major role for interleukin-6 (IL-6) and transforming growth factor β (TGF- β) in modulating the persistent activation and fibrotic phenotype of PSCs *in vitro* and *in vivo*. Upregulation of TGF- β in pancreatitis promotes PSC activation in autocrine loops, which leads to ECM synthesis. TGF- β -induced activation of mammalian target of rapamycin (mTOR) activity has also been implicated in multiple fibrotic conditions, including idiopathic pulmonary fibrosis,¹² chronic pancreatitis, and cancer-associated

Received 13 June 2021; accepted 17 January 2022;
<https://doi.org/10.1016/j.omtn.2022.01.011>.

⁴These authors contributed equally

fibrosis.^{13,14} TGF- β -overexpressing transgenic mice exhibit morphological features of chronic pancreatitis,¹⁵ and depletion of TGF- β expression was shown to hamper the active PSC phenotype, suggesting a role for TGF- β in pancreatic fibrosis through PSC activation. IL-6/Stat3 have also been implicated in pancreatic ductal adenocarcinoma (PDAC), and paracrine IL-6/Stat3 signaling was shown to regulate the effects of PSCs in matricellular fibrosis and tumor progression.¹⁶ Epithelial Stat3 ablation attenuated fibrosis and tumor progression in Smad4 mutant pancreatic tumors in mice, and several studies demonstrated that blockage of the IL-6/Stat3 axis suppresses Kras-induced pancreatic adenocarcinoma.^{17,18} Recently, supernatant derived from activated PSC-conditioned medium was shown to stimulate Stat3 activation in pancreatic cancer cells, leading to the accumulation of ECM proteins and exacerbation of tumorigenesis and drug resistance.^{11,19} These findings suggest that inhibiting paracrine communication between PSCs and pancreatic cancer cells could be a promising therapeutic target for fibrotic pancreatitis and PDAC.

So far, over 1,000 human microRNAs (miRNAs) have been reported, and miRNAs are predicted to target up to 92% of all human genes.²⁰ Several miRNAs have been shown to modulate mTOR or Stat3 activation,²¹ including miR-7²² and miR-503,²³ which negatively regulate mTOR signaling to inhibit adult β -cell proliferation. miR-99 family members are involved in dermal wound healing by modulating Akt/mTOR signaling pathways.²⁴ Interestingly, plant miRNAs also have the ability to modulate human mTOR signaling.²⁵ Despite extensive investigation of the role of miRNAs in mTOR or Stat3 activation, there is limited research on the role of miRNAs in the pathology of cancer-associated fibrosis using animal models. miR-301a was found to be overexpressed in inflammation-related diseases, in particular inflammation-associated carcinogenesis. As a pro-inflammatory miRNA, miR-301a was shown to facilitate tumorigenesis by activating nuclear factor κ B (NF- κ B) and Stat3 *in vivo*.²⁶ miR-301 inhibition reduced the activity of NF- κ B and Stat3 in both tumor and immune cells. Our previous study demonstrated that ablation of miR-301a in mice protected against bleomycin-induced lung fibrosis through the Tsc1/mTOR axis signaling pathway.¹² However, whether miR-301a has an anti-fibrogenic function in pancreatitis and pancreatic cancer is unknown.

Growth arrest and DNA-damage-induced 45 gamma (Gadd45g) is epigenetically silenced in many tumors. In hepatocellular carcinoma, Gadd45g elicited cellular senescence and suppressed tumor growth *in vivo*.²⁷ Upregulation of Gadd45g impaired homologous recombination DNA repair and dramatically induced tumor cell apoptosis without affecting normal cells.²⁸ In addition, Gadd45g is known to be induced by several cytokines and mediated anti-tumor immune responses.^{29–31} Recently, Gadd45g was shown to impair Jak/Stat3 activation in both malignant solid tumor and lymphoid cells, suggesting its critical involvement in tumorigenesis.^{27,32}

In the present study, we report that miR-301a deficiency inhibits PSC activation and protects mice from chronic pancreatitis and pancreatitis-associated PanIN. We show that Tsc1/mTOR is targeted by miR-

301a in fibrotic pancreatic tissues, and identify Gadd45g as a new target of miR-301a. We suggest that Gadd45g restrains the interaction between myofibroblast PSCs and pancreatic cancer cells by weakening Stat3 activation during PanIN formation. Our findings demonstrate the complex role of miR-301a in chronic inflammation-driven PanIN and PDAC and provide insights that might be helpful in devising new treatments for patients with chronic pancreatitis and cancer.

RESULTS

Overexpression of miR-301a during pancreatitis and pancreatic intraepithelial neoplasia

To investigate the role of miR-301a in acute and chronic pancreatitis, we first measured miR-301a expression in wild-type (WT) mice treated with different doses of caerulein. We found that miR-301a expression was significantly increased in pancreas from mice treated with caerulein. Interestingly, compared with PBS-treated controls, the induction of miR-301a in pancreas revealed a 2.37-fold upregulation under acute pancreatitis conditions and a 7.26-fold change under chronic inflammation conditions (Figures 1A and 1B). Of note, miR-301a expression was no different in isolated acinar cells between PBS and cholecystokinin-8 treatment, which recapitulate necrosis of acute pancreatitis *in vitro* (Figure S1A). Pancreatic intraepithelial lesions are often accompanied by inflammation and expression of multiple inflammatory factors that accelerate the malignant process. Next, we measured the miR-301a expression level in PanIN by using *Pdx1-Cre;Kras^{G12D}* mice. These animals develop multifocal pancreatic inflamed lesions and extensive fibrosis. miR-301a was highly expressed both in spontaneous and pancreatitis-accelerated PanIN lesions (Figures 1C and 1D). Moreover, expression of miR-301a and two inflammatory factors, IL-6 and TGF- β , were also found to be significantly higher in serum of patients with chronic pancreatitis compared with healthy donors (Figures 1E–1G). Accordingly, the expression level of miR-301a was positively correlated with IL-6 and TGF- β concentration in patient serum, suggesting the key role of miR-301a in pancreatic fibrosis and malignant process (Figures 1H and 1I).

Response of WT and *miR-301a*^{−/−} mice to caerulein-induced pancreatitis

To investigate the role of miR-301a in acute and chronic pancreatitis, we examined pancreata in both WT and *miR-301a*^{−/−} mice treated with caerulein. We first evaluated changes in pancreatic histology at 1 day after the last caerulein injection by using the acute pancreatitis protocol. The severity of acute pancreatitis in WT mice treated with caerulein was similar to that found in *miR-301a*^{−/−} mice (Figure S1B). Both serum amylase and lipase activity were not significantly different in *miR-301a*^{−/−} mice and WT mice after the final dose of caerulein (Figures S1C and S1D).

Next, we evaluated the level of pancreatic inflammation and fibrosis, which are typical pathological features in chronic pancreatitis, in WT and *miR-301a*^{−/−} mice with continuous caerulein injection for 3 weeks (Figure 2A). Our results show that pancreatic fibrosis is significantly decreased in *miR-301a*^{−/−} mice compared

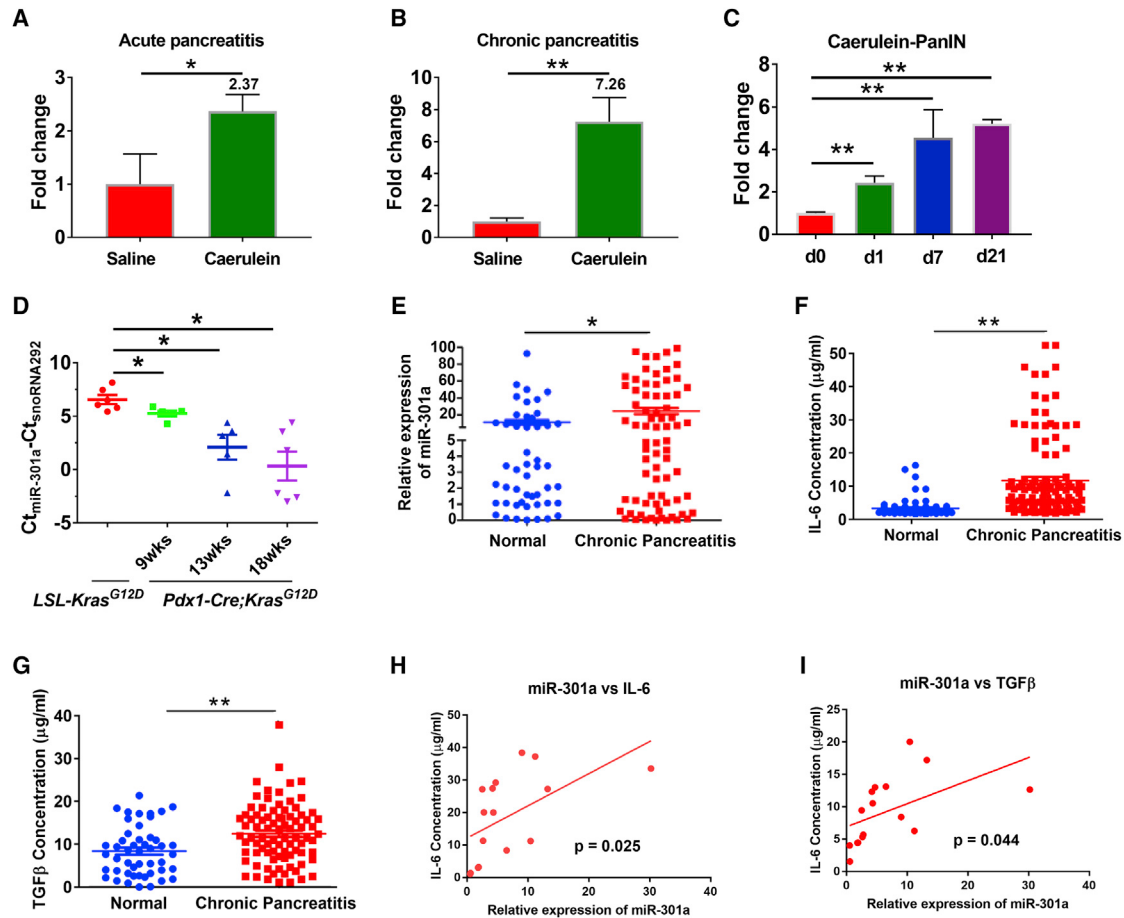

Figure 1. miR-301a expression during caerulein-induced pancreatitis and PanIN formation

(A) Expression of miR-301a during caerulein-induced acute pancreatitis in WT mice ($n = 5$ per group). Pancreatic tissues were harvested at day 1 after the last caerulein or saline (control) injection. (B) Expression of miR-301a during caerulein-induced chronic pancreatitis in WT mice ($n = 5$ per group). Pancreatic tissues were harvested at 6 weeks after the first caerulein or saline (control) injection. (C) Expression of miR-301a in caerulein accelerated PanIN formation in *Pdx1-Cre;Kras^{G12D}* mice ($n = 5$ per group). Pancreatic tissues were harvested at day 0 (d0), day 1 (d1), day 7 (d7), and day 21 (d21) after the last caerulein injection. (D) Expression of miR-301a in *Kras*-driven PanIN spontaneous progression in *Pdx1-Cre;Kras^{G12D}* mice at 9, 13, or 18 weeks of age. The pancreatic tissues ($n = 6$ per group) were harvested from *LSL-Kras^{G12D}* mice at 9 weeks of age and from *Pdx1-Cre;Kras^{G12D}* mice at 9, 13, or 18 weeks of age. Total RNA was extracted from pancreatic tissues, and miR-301a expression was quantified by real-time PCR. (E) Relative expression of miR-301a in serum from patients with chronic pancreatitis. (F) IL-6 concentration was measured by ELISA in serum from patients with chronic pancreatitis. (G) TGF- β concentration was measured by ELISA in serum from patients with chronic pancreatitis. Healthy controls, $n = 49$; pancreatitis patients, $n = 75$. (H) Spearman's rank correlation analysis was performed to compare the serum levels of IL-6 and miR-301a expression in patients with chronic pancreatitis ($r = 0.3112$, $p = 0.0247$). (I) Spearman's rank correlation analysis was performed to compare the serum levels of TGF- β and miR-301a expression in patients with chronic pancreatitis ($r = 0.2594$, $p = 0.0439$). Values are mean $\pm$ SD. ** $p < 0.01$, * $p < 0.05$ indicate significant difference between the indicated groups.

with WT mice, as demonstrated by a decrease in the percentage of lesion area on H&E and Masson trichrome (blue) staining (Figure 2B). The expression level of α -smooth muscle actin (α -SMA), a marker of myofibroblasts, was markedly reduced in *miR-301a^{-/-}* mice (Figure 2C). Given that activation of PSCs has been regarded as the core event in the development of pancreatic fibrosis, we quantified the number of desmin⁺ and GFAP⁺ cells (desmin and GFAP are specific markers of PSCs). Numbers of desmin⁺ and GFAP⁺ cells were significantly reduced in *miR-301a^{-/-}* mice compared with their WT counterparts (Figures 2D and 2E). In agreement with their reduced pancreatic injury, *miR-*

301a^{-/-} mice also showed significantly reduced cytokeratin-19 (KRT19) positive areas compared with their WT littermates (Figure 2F). However, the expression levels of the cytokines IL-6, TGF- β , interferon- γ , IL-17A, and IL-8 were not significantly different between groups (Figure S2A). Notably, Stat3 activation was slightly increased in pancreatic tissue from *miR-301a^{-/-}* mice treated with caerulein compared with that in WT mice, as assessed by increased phosphorylation of Stat3, which suggests that Stat3-driven inflammation is not an essential underlying cause of the phenotypic differences between *miR-301a^{-/-}* mice and WT mice (Figure S2B). Taken together, these results suggest that

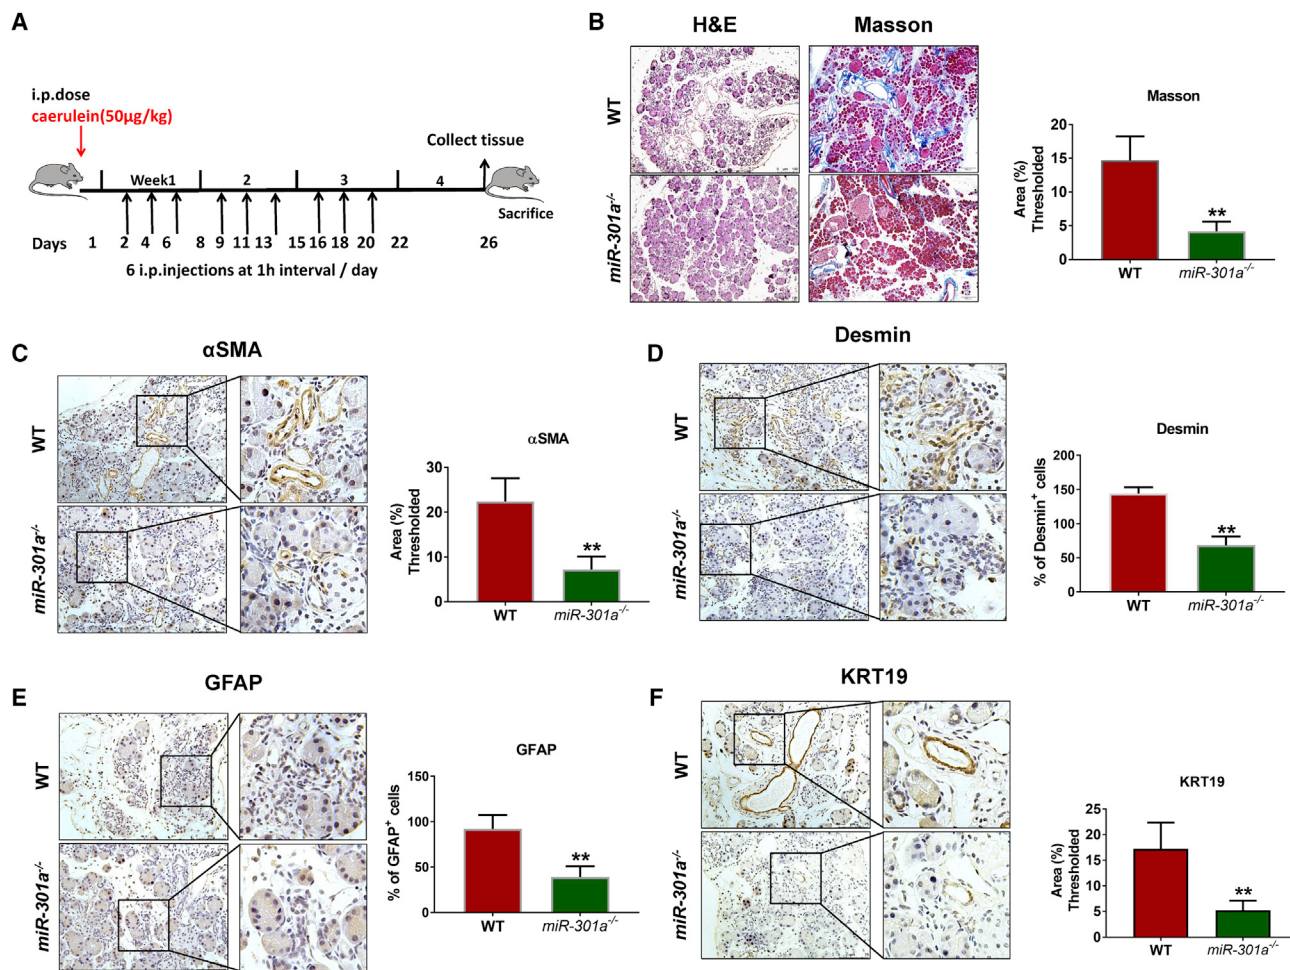

Figure 2. Response of WT and *miR-301a*^{-/-} mice to caerulein-induced chronic pancreatitis

(A) Schematic protocol of the caerulein-induced chronic pancreatitis. (B) Left: representative histological sections of mouse pancreata stained with H&E from caerulein-treated WT ($n = 8$) and *miR-301a*^{-/-} ($n = 8$) mice. Scale bars, 100 μ m. Right: Masson staining showed a large increase in fibrosis in caerulein-treated WT and *miR-301a*^{-/-} mice. Scale bars, 200 μ m. (C–E) Immunohistochemical staining of α -SMA (C), desmin (D), and GFAP (E) showed activation of PSCs and increased fibrogenesis of pancreata from caerulein-treated WT ($n = 8$) and *miR-301a*^{-/-} ($n = 8$) mice. Scale bars, 75 μ m. (F) Immunohistochemical staining of KRT19 showed strong expression of intact pancreatic ducts over the time course of chronic pancreatitis in caerulein-treated WT ($n = 8$) and *miR-301a*^{-/-} ($n = 8$) mice. Scale bars, 75 μ m. Values are mean $\pm$ SD. ** $p < 0.01$, * $p < 0.05$ indicate significant difference between caerulein-treated WT and *miR-301a*^{-/-} groups.

miR-301a deficiency reduced the severity of pancreatic fibrosis and has a protective role in chronic pancreatitis versus acute pancreatitis in mice.

miR-301a deletion protects against spontaneous and pancreatitis-accelerated PanIN formation

Given the role of miR-301a in tissue fibrosis and inflammatory-driven tumorigenesis, we hypothesized that miR-301a deletion in mice would alleviate the PanIN lesion by reducing myofibroblast accumulation. To study the role of miR-301a in pancreatic ductal adenocarcinoma precursor formation, we crossed *miR-301a*^{-/-} mice with *Pdx1-Cre; Kras*^{G12D} mice. Alcian blue staining revealed a marked decrease of intestinal mucin accumulation in *miR-301a*^{-/-}; *Pdx1-Cre; Kras*^{G12D} mice compared with *Pdx1-Cre; Kras*^{G12D} mice at the age of 9 weeks (Figures

3A and 3B). At 18 weeks old, the pancreata from *miR-301a*^{-/-}; *Pdx1-Cre; Kras*^{G12D} mice was significantly smaller and had less body weight than that from *Pdx1-Cre; Kras*^{G12D} mice (Figures 3C and 3D). Histological changes of the pancreas were assessed via H&E, Alcian blue, and Masson stainings. As anticipated, the extent of pancreatic tissue injury of *miR-301a*^{-/-}; *Pdx1-Cre; Kras*^{G12D} mice was significantly lower than that of *Pdx1-Cre; Kras*^{G12D} mice (Figures 3E–3G).

Next, we examined the effect of miR-301a deletion on pancreatitis-accelerated PanIN formation. Seven days after caerulein injection, the exocrine compartment of *Pdx1-Cre; Kras*^{G12D} mice had been replaced by fibrosis and ductal structures. In contrast, *miR-301a*^{-/-}; *Pdx1-Cre; Kras*^{G12D} mice exhibited dramatically less pancreatic injury and proliferation of pancreatic ductal epithelial cells (Figures 3H–3K).

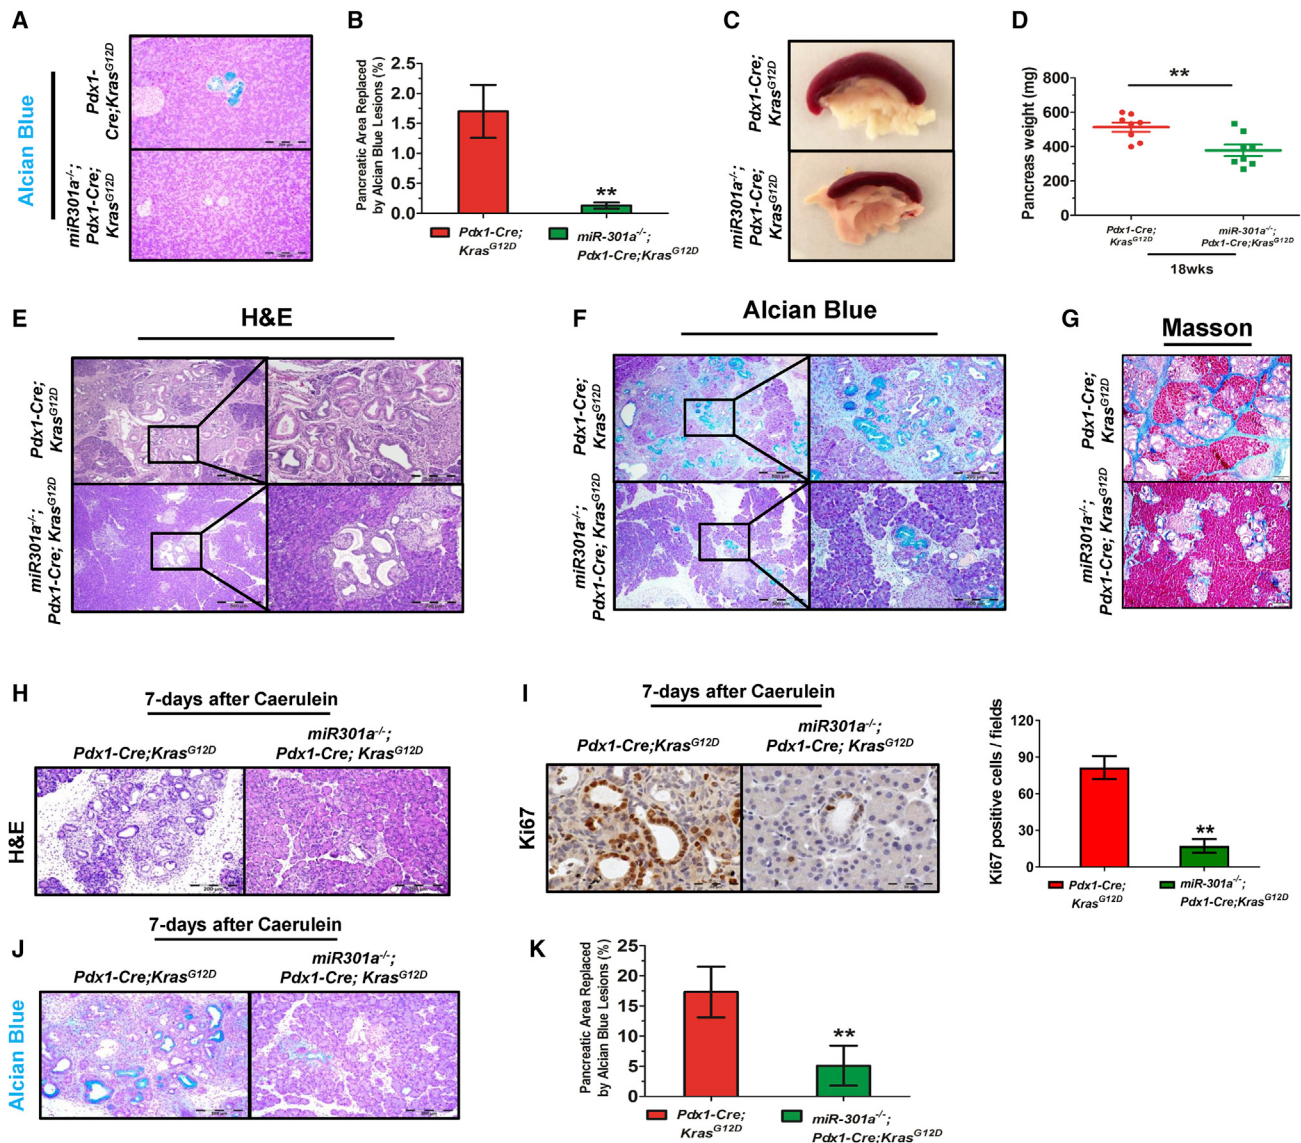

Figure 3. miR-301a deletion protects against spontaneous and pancreatitis-accelerated PanIN formation

(A) Alcian blue staining shows a spontaneous PanIN lesion in 9-week-old mice. Scale bars, 200 μ m. (B) Alcian blue-positive PanIN lesion size compared with the whole pancreas. (C) and (D) Representative gross images (C) and weight pancreas (D) isolated from *Pdx1-Cre;Kras^{G12D}* (n = 8) and *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* (n = 8) littermate mice at 18 weeks of age. (E) H&E histological sections of pancreas isolated from *Pdx1-Cre;Kras^{G12D}* (n = 8) and *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* (n = 8) littermate mice at 18 weeks of age. (F) Alcian blue-positive PanIN lesion in total pancreas isolated from *Pdx1-Cre;Kras^{G12D}* (n = 8) and *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* (n = 8) littermate mice at 18 weeks of age. (G) Masson staining shows a large increase in fibrosis in PanIN lesion in total pancreas isolated from *Pdx1-Cre;Kras^{G12D}* (n = 8) and *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* (n = 8) littermate mice at 18 weeks of age. Scale bars, 200 μ m. (H) H&E histological sections of pancreas from 9-week-old *Pdx1-Cre;Kras^{G12D}* and *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* mice 7 days after caerulein treatment. Scale bars, 200 μ m. (I) Cell proliferation as determined by Ki67 staining. Scale bars, 50 μ m. (J) Alcian blue staining shows PanIN lesions in 9-week-old mice 7 days after caerulein treatment. Scale bars, 200 μ m. (K) Alcian blue-positive PanIN lesion size compared with the whole pancreas. **p $\leq$ 0.01 indicates significance of the differences between the indicated groups.

Furthermore, the expression of α -SMA, desmin, and GFAP was significantly downregulated in the pancreas from *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* mice compared with *Pdx1-Cre;Kras^{G12D}* mice (Figure S3A). The expression of IL-6, TNF- α , IL-17A, IL-1 α , and IL-1 β was significantly lower in pancreatic tissues from *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* mice compared with *Pdx1-Cre;Kras^{G12D}* mice (Figure S3B).

Transcriptional signature analysis of pancreatic tissues from PanIN mice

To investigate the molecular pathways underlying the effect of miR-301a deletion in PanIN formation, we performed RNA sequencing (RNA-seq) using total RNA isolated from pancreatic tissues of *Pdx1-Cre;Kras^{G12D}* and *miR-301a^{-/-}*;

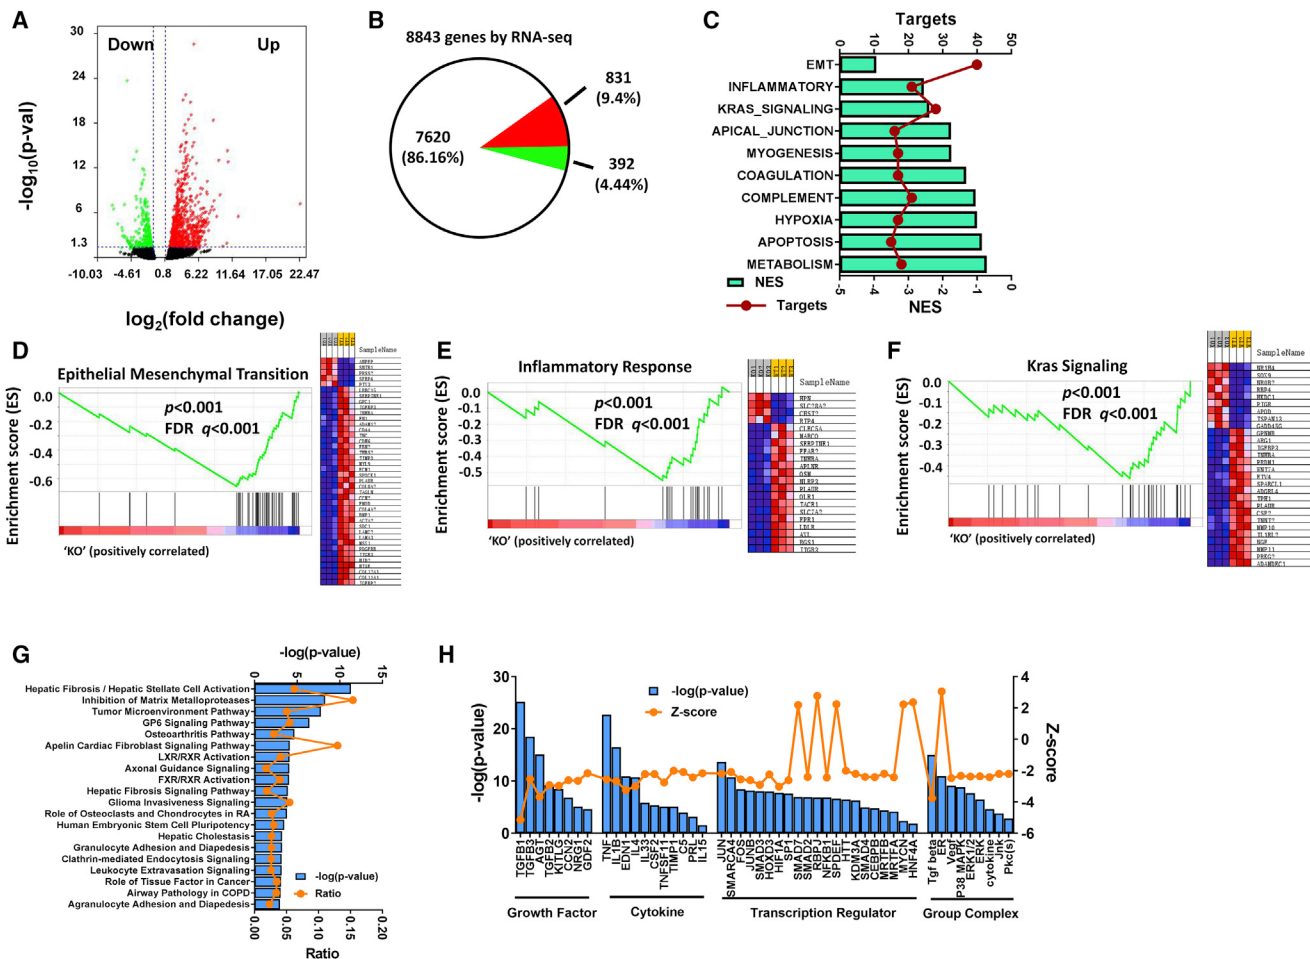

Figure 4. Molecular pathways perturbed by miR-301a deletion in PanIN formation

(A) Volcano plot shows differentially regulated gene expression from RNA-seq analysis in pancreas from 9-week-old *Pdx1-Cre;Kras^{G12D}* and *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* mice 7 days after caerulein treatment ($n = 3$ per group). (B) RNA-seq revealed a total of 8,843 genes, of which 831 genes were upregulated and 392 were downregulated. (C) GSEA analysis of the enrichment pathways with normalized enrichment score (NES) and targets. (D–F) Individual GSEA plots for the top three significant pathways including epithelial mesenchymal transition (D), inflammatory response (E), and Kras signaling (F) gene sets are shown. (G) IPA analysis of canonical signaling pathways from above gene sets. (H) IPA analysis of upstream factors from the above gene sets.

Pdx1-Cre;Kras^{G12D} mice 7 days after caerulein treatment. We identified a total of 1,223 differentially expressed genes (DEGs), including 831 upregulated DEGs and 392 downregulated DEGs, in pancreata from *Pdx1-Cre;Kras^{G12D}* and *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* mice (Figures 4A and 4B). Gene set enrichment analysis (GSEA) identified a significant decrease in three pathways upon miR-301a deletion—epithelial mesenchymal transition, inflammatory response, and Kras signaling—which suggest a critical role for miR-301a in tumor-stroma crosstalk (Figures 4C–4F).

To explore changes in molecular and upstream signaling upon miR-301a deletion, we used the Ingenuity Pathway Analysis (IPA) software in conjunction with the gene sets described above.

The IPA results revealed that canonical pathways involved in stellate cell activation, inhibition of matrix metalloproteases, and tumor microenvironment pathway were enriched (Figure 4G). As stellate cells are activated by growth factors, cytokines, transcription regulators, and intracellular molecules, we set out to examine how these activators differed in pancreatic tumorigenesis in *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* mice versus *Pdx1-Cre;Kras^{G12D}* mice. As shown in Figure 4H, activation Z scores of all growth factors and cytokines were reduced in *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* mice compared with *Pdx1-Cre;Kras^{G12D}* mice, with TGF- β being the most significant change in both transcription regulator and group complex. Taken together, our data support a role of miR-301a anti-fibrotic response in pancreatic tumorigenesis via the TGF- β pathway.

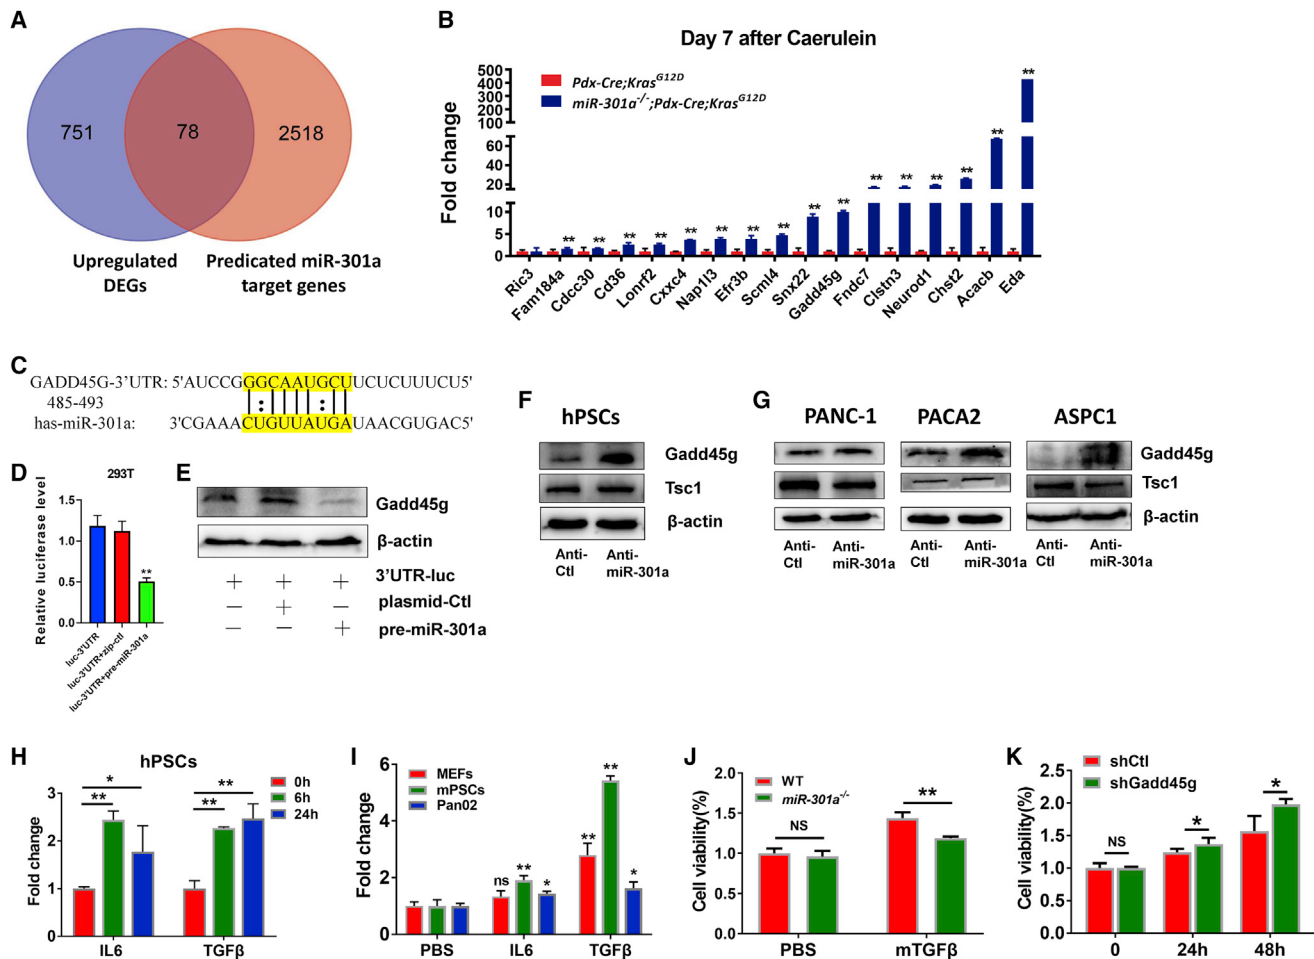

Figure 5. Inhibition of PanIN formation in *miR-301a*^{-/-}; *Pdx1-Cre*; *Kras*^{G12D} mice correlates with elevated *Gadd45g* expression and reduced PSCs proliferation

(A) Venn diagram of specific genes between predicted miR-301a targets from miRWalk database and DEGs identified by RNA-seq. (B) Real-time PCR validation of 17 significantly upregulated genes from (A). (C) Prediction of major interference sites between miR-301a and the *Gadd45g* mRNA 3' UTR using TargetScan. (D) Luciferase activity in 293T cells transfected with the indicated luciferase reporter with either a control plasmid or a precursor miR-301a plasmid. (E) Western blot analysis of *Gadd45g* expression in 293T cells with the indicated luciferase reporter with either a control plasmid or a precursor miR-301a plasmid. (F) Western blot analysis of *Gadd45g* and *Tsc1* expression in human PSCs transfected with anti-control (Anti-Ctl) or LNA-anti-miR-301a (Anti-miR-301a) oligonucleotide. (G) Western blot analysis of *Gadd45g* and *Tsc1* expression in human PSCs transfected with anti-control (Anti-Ctl) or LNA-anti-miR-301a (Anti-miR-301a) oligonucleotide. (H) Expression of miR-301a in hPSCs treated with IL-6 or TGF-β. (I) Expression of miR-301a in mouse embryonic fibroblasts (MEFs), mouse PSCs (mPSCs), or Pan02 cells treated with IL-6 or TGF-β. (J) Cell viability of WT and *miR-301a*^{-/-} PSCs treated with TGF-β. (K) Cell viability of *miR-301a*^{-/-} PSCs transfected with shRNA-control (shCtl) or shRNA-*Gadd45g* (shGadd45g) and treated with TGF-β at the indicated time. Values are mean ± SD. **p < 0.01, *p < 0.05 indicate significant difference between the indicated groups. NS, not significant.

Inhibition of PanIN formation in *miR-301a*^{-/-}; *Pdx1-Cre*; *Kras*^{G12D} mice correlates with elevated *Gadd45g* and *Tsc1* expression and inhibition of PSC proliferation

Our previous work demonstrated that *Tsc1* was a direct target of miR-301a and was involved in pulmonary fibrosis.¹² Here, we measured *Tsc1* expression in both chronic pancreatitis and PanIN mice models. In agreement with previous results, *Tsc1* was significantly upregulated in *miR-301a*^{-/-} mice and *miR-301a*^{-/-}; *Pdx1-Cre*; *Kras*^{G12D} mice treated with caerulein compared with their littermates (Figures S4A–S4C). Similarly, mTOR activation and the expression levels of two fibrosis markers, α-SMA and fibronectin, showed remarkably lower expression levels in fibrotic pancreatic tissues when miR-301a

was deleted (Figures S4A and S4B). Furthermore, significantly lower levels of α-SMA and fibronectin were found in miR-301a deleted mouse PSCs treated with TGF-β (Figure S4D). These results further confirm a key role of the miR-301a/*Tsc1*/mTOR signaling pathway in pancreatitis and pancreatitis-driven tumorigenesis.

To probe the new targets of miR-301a in PanIN lesions, we compared the list of all upregulated DEGs identified from pancreatic tissues in *Pdx1-Cre*; *Kras*^{G12D} and *miR-301a*^{-/-}; *Pdx1-Cre*; *Kras*^{G12D} mice with the previously reported 2,596 miR-301a predicted target genes.³³ We found an overlap of 78 genes between upregulated DEGs and predicted miR-301a target genes (Figure 5A). Based on the reads per

kilobase of exon per million mapped reads (RPKM) value ($p < 0.05$) and $\log_2(\text{fold change}) > 1$, we choose 17 genes which were all significantly upregulated in pancreatic tissues from *miR-301a*^{-/-}; *Pdx1-Cre*; *Kras*^{G12D} mice and correlated with poor prognosis in patients with pancreatic cancer (Figure S5A). Upregulation of these 17 genes was further verified by quantitative real-time PCR (qPCR) (Figure 5B). We focused on Gadd45g, given its known function in cellular growth arrest and DNA damage, and investigated whether Gadd45g was a direct target gene of miR-301a. miRNA-target prediction analysis revealed a major binding site for miR-301a within the Gadd45g RNA 3' UTR (Figure 5C). Results from the luciferase reporter assay showed that miR-301a was directly bound to Gadd45g mRNA and that Gadd45g expression was downregulated in 293T cells (Figures 5D and 5E). Next, we evaluated Gadd45g and Tsc1 expression in human PSCs and cancer cell lines (PANC-1, PACA2, and ASPC1). Gadd45g expression was significantly upregulated in stellate cells and cancer cells when miR-301a was inhibited, whereas Tsc1 expression was not altered (Figures 5F and 5G). In addition, a positive correlation between Tsc1 and Gadd45g expression was found in pancreatic cancer patients from The Cancer Genome Atlas (TCGA) dataset (Figure S6A).

Given the well-established role of PSCs in pancreatic fibrogenesis and tumorigenesis, we wondered whether Gadd45g upregulation in PSCs upon miR-301a inhibition led to cell growth arrest. First, we found miR-301a was induced in both human and mouse PSCs after TGF- β or IL-6 treatment as well as in mouse embryonic fibroblast and pancreatic cancer cells (Figures 5H and 5I). Second, we isolated PSCs from mice and showed that TGF- β induced significant cell growth in both WT and *miR-301a*^{-/-} PSCs while it significantly reduced PSC proliferation in *miR-301a*^{-/-} PSCs compared with WT PSCs (Figure 5J). As expected, concomitant knockdown of Gadd45g in *miR-301a*^{-/-} PSCs reversed the reduced cellular proliferation mediated by miR-301a deletion in PSCs (Figure 5K).

Inhibition of Stat3 activation in PanIN and PSCs correlates with miR-301a and Gadd45g

To better understand how miR-301a deletion leads to inhibition of Stat3 activation in PanIN and PSCs, we first measured the levels of Stat3 activation. Consistent with previous reports, significantly less Stat3 activation was found in *miR-301a*^{-/-}; *Pdx1-Cre*; *Kras*^{G12D} pancreatic lesion tissues compared with *Pdx1-Cre*; *Kras*^{G12D} pancreatic tissues (Figure 6A), with such activation being markedly inhibited mainly in ductal and stroma cells (Figure 6B). A marked increase of Gadd45g expression in pancreatic stroma cells was observed in *miR-301a*^{-/-}; *Pdx1-Cre*; *Kras*^{G12D} mice (Figure 6C). Our previous study showed that miR-301a regulates Stat3 activation in different types of cells.²⁶ Therefore, we further examined Stat3 activation and Gadd45g expression in a human pancreatic stellate cell line (hPSCs) with miR-301a inhibition. As expected, Stat3 was constitutively activated in hPSCs treated with IL-6 or TGF- β ; however, significantly less Stat3 activation was found in hPSCs in conditions of miR-301a inhibition. Accordingly, Gadd45g was highly expressed in miR-301a knockdown hPSCs (Figures 6D and 6E).

As Gadd45g-induced senescence in hepatocellular carcinoma cells depends on the activation of Stat3,²⁷ we sought to determine whether an increase of Gadd45g reduced cell proliferation by repressing Stat3 activity. Stat3 activation was significantly reduced when anti-miR-301a was introduced into hPSCs, whereas concomitant Gadd45g knockdown reversed the Stat3 activation (Figure 6F). It has been reported that the supernatant of PSCs can stimulate tumor cell proliferation. Therefore, we explored whether miR-301a deletion in PSCs can reduce Stat3 activation in pancreatic cancer cells. Pan02, a murine pancreatic cancer cell line, was treated with the supernatant of PSCs isolated from WT and *miR-301a*^{-/-} mice. We found that Stat3 activation was significantly reduced in Pan02 cells treated with supernatant from *miR-301a*^{-/-} PSCs compared with cells treated with supernatant from WT cells (Figure 6G). Similar results were observed in the human pancreatic cancer cell PANC-1 when treated with the supernatant from hPSCs transfected with anti-Ctl or anti-miR-301a (Figure 6H). Furthermore, based on TCGA data, a negative correlation between Gadd45g and Stat3 expression was found in pancreatic cancer patients ($r = -0.197$, $p = 0.00831$; Figure 6I). Although Gadd45g appears to be downregulated in many cancers, we found no significant differences in Gadd45g expression in pancreatic cancer tissues versus normal tissues (Figure 6J). However, significant correlations between Gadd45g expression and patient survival were from TCGA data analysis, further suggesting its key role in hPSCs or other stroma cells during pancreatic tumorigenesis (Figure 6K). Collectively, these data indicate that miR-301a/Gadd45g might have a general impact on PSC fate in pancreatic tumorigenesis, and provide compelling evidence that elevated Gadd45g expression contributes to attenuated tumorigenesis by modulating tumor-PSC crosstalk.

DISCUSSION

Pancreatitis is a high-risk factor for pancreatic cancer. A large cohort study reported that 14.8% patients with pancreatic cancer had a prior diagnoses of pancreatitis.³⁴ However, the relationship between pancreatitis and pancreatic cancer has not been completely elucidated. In the present study, we reveal a role for a pro-inflammatory miRNA, miR-301a, in pancreatitis and pancreatitis-associated PanIN, which are conditions known to accelerate the development of pancreatic ductal adenocarcinoma. miR-301a is also known to be activated by multiple inflammatory factors in both acute pancreatitis and chronic pancreatitis. The major findings of this study are that miR-301a regulates the activation of PSCs and that miR-301a deletion reduces pancreatic fibrosis induced by caerulein in mouse models. In mice with acute pancreatitis, deletion of miR-301a was not protective; however, in contrast, deletion of miR-301a significantly reduced fibrosis in chronic pancreatitis, suggesting a function of miR-301a in repetitive and persistent inflammation rather than in acute tissue inflammatory injury. Moreover, deletion of miR-301a reduced the characteristic features of fibrosis in spontaneous and pancreatitis-accelerated PanIN formation in *Pdx1-Cre*; *Kras*^{G12D} mice. We also demonstrate that the protective role of miR-301a deletion in chronic pancreatitis and PanIN is dependent on two downstream axes: Tsc1/mTOR and Gadd45g/Stat3. Of note, aberrant

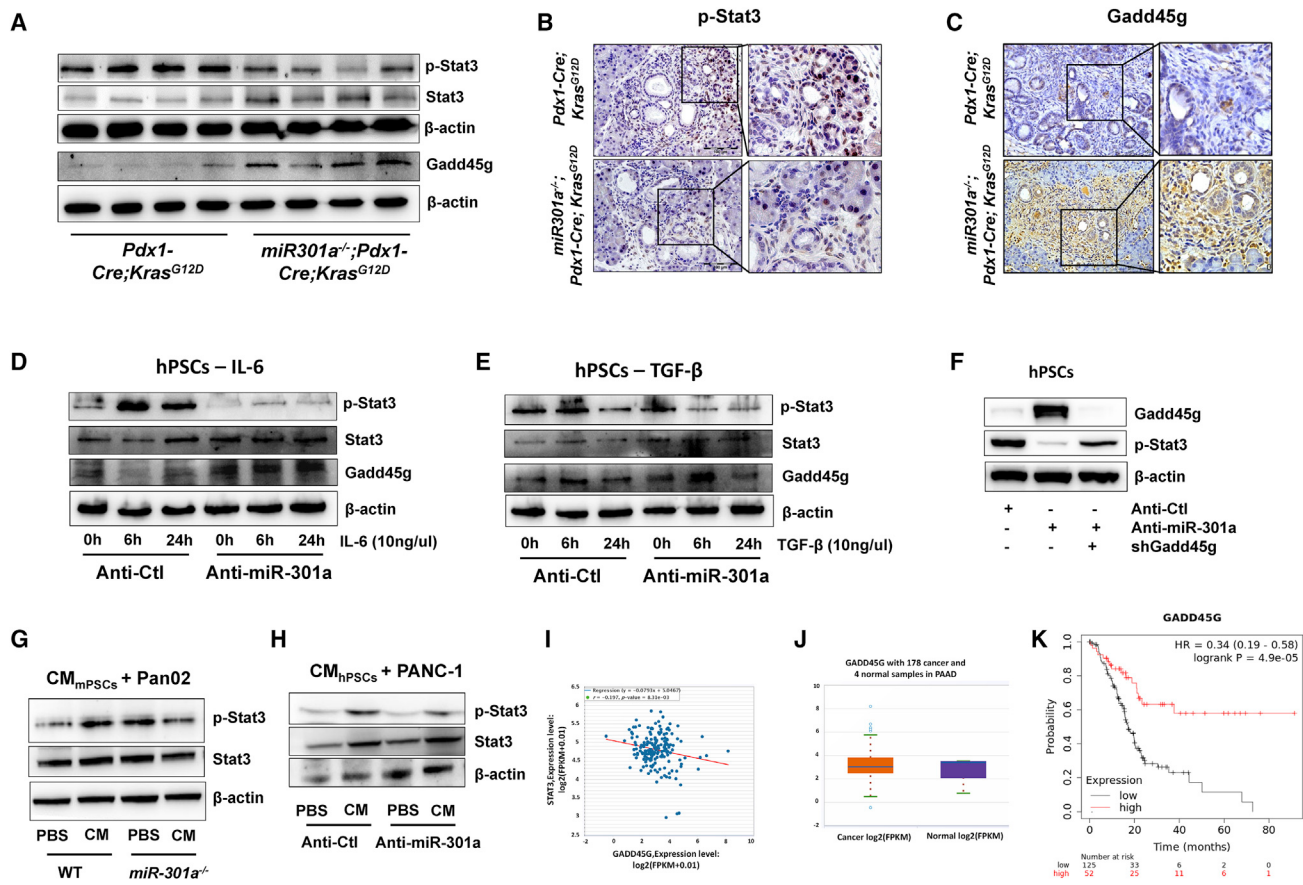

Figure 6. Inhibition of Stat3 activation in PanIN and PSCs correlates with miR-301a and Gadd45g

(A) Western blot shows the expression of p-Stat3, Stat3, and Gadd45g in pancreatic tissues from 9-week-old *Pdx1-Cre;Kras^{G12D}* (n = 4) and *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* (n = 4) mice 7 days after caerulein treatment. (B and C) Immunohistochemical staining of phosphor Stat3 (B) and Gadd45g (C) in pancreatic tissues from *Pdx1-Cre;Kras^{G12D}* (n = 8) and *miR-301a^{-/-};Pdx1-Cre;Kras^{G12D}* (n = 8) littermate mice 7 days after caerulein treatment. Scale bars, 100 μ m. (D and E) Human PSCs were transfected with anti-Ctl and anti-miR-301a and then were treated with IL-6 (D) or TGF- β (E). The expression of p-Stat3, total Stat3, and Gadd45g were measured by western blot. (F) Human PSCs were transfected with the indicated shRNA, including anti-Ctl or anti-miR-301a with or without shRNA-Gadd45g. The expression of p-Stat3 and Gadd45g were measured by western blot. (G) Pan02 cells were treated with conditional medium collected from WT and *miR-301a^{-/-}* PSCs. The activation of Stat3 was evaluated by western blot. (H) PANC-1 cells were treated with conditional medium collected from human PSCs transfected with anti-Ctl or anti-miR-301a oligonucleotide. The activation of Stat3 was evaluated by western blot. (I) Correlation analyses between Gadd45g and Stat3 in pancreatic cancer patients in TCGA database. (J) Gadd45g expression in human pancreatic cancer samples compared with normal samples in TCGA database. (K) Kaplan-Meier analysis (log-rank test) of overall survival of human pancreatic cancer samples from Kaplan-Meier plotter database based on the expression of Gadd45g. **p < 0.01, *p < 0.05 indicate significant difference between normal tissue and tumor tissue.

regulation of Gadd45g/Stat3 was only found to accelerate PanIN formation but not chronic pancreatitis in mice ablated of miR-301a. These studies infer the complexity of miR-301a regulation in pancreatic stromal cells in PanIN in conditions where oncogenic Kras alleles are expressed in pancreatic epithelial cells, and suggest that miR-301a could be a therapeutic target for preventing pathological tissue fibrosis.

miR-301a is highly upregulated in fibrotic lung and liver,^{35–37} which highlights the potential diagnostic and therapeutic implications of this miRNA in regulating fibrogenic mediators such as TGF- β and IL-6. Previously, we reported that miR-301a was upregulated in fibrotic lung tissues from mice and idiopathic pulmonary fibrosis.¹²

Expression of miR-130a/301a in serum has been proposed as a distinct biomarker in chronic pancreatitis patients.³⁸ In our study, we found that miR-301a was significantly upregulated in pancreatic lesions during conditions of short and persistent inflammation in mice. In addition, we found a significant positive correlation between miR-301a expression and the expression of TGF- β and IL-6 in serum from patients with chronic pancreatitis. Specifically, miR-301a was induced in PanIN progression and in early PDAC mice and patients, and marked fibrosis and myofibroblasts were found to be accumulated in stromal focus lesions. Overall, these data suggest that serum miR-301a, in combination with examination of TGF- β and IL-6, might be a fibrosis marker for fibrosis in patients with chronic pancreatitis and early pancreatic cancer.

Next, we demonstrated the potential therapeutic role of miR-301a in pancreatic fibrosis and Kras-driven intra-neoplasia fibrosis. Given the robust effect of miR-301a in activating NF- κ B and Stat3 in the tumor microenvironment, we expected that deletion of miR-301a would lead to a reduction of expression of inflammatory cytokines in caerulein-induced chronic pancreatitis in mice. However, Stat3 activation was more pronounced in chronic pancreatic tissues when miR-301a was deleted, and alteration of expression levels of inflammatory cytokines was not observed. These data suggest that miR-301a/Stat3 axis might be necessary for progression of chronic pancreatitis and might hold potential in the treatment of pancreatic cancer. Our previous study reported that deletion of miR-301a protected mice from bleomycin-induced lung fibrosis by reducing mTOR activation in a Tsc1-dependent manner. We found a similar effect for the miR-301a/Tsc1/mTOR axis in caerulein-induced pancreatic fibrosis, further confirming the key role of this axis signaling in pancreatic tissue fibrosis. Although Tsc1 expression was upregulated upon miR-301a inhibition in fibroblasts, there was no significant difference in Tsc1 expression either in PSCs or in pancreatic cancer cell lines when miR-301a was inhibited. Thus, we speculate that other miR-301a targets are involved in the regulation of PSCs and initiation of pancreatic cancer.

To dissect the mechanism of miR-301a action, we reasoned that the reduced fibrosis in chronic pancreatitis and PanIN in miR-301a-deficient mice is a result of impaired activation of PSCs. Our data show that miR-301a affects the proliferation of PSCs treated with TGF- β and that the number of PSCs in pancreatic tissue was significantly reduced in miR-301a-deficient mice. Next, we identified Gadd45g as a novel target gene of miR-301a in both PSCs and pancreatic cancer cell lines. Our results show a significant upregulation of Gadd45g in miR-301a-knockdown PSCs and miR-301a-deficient PanIN tissues. Moreover, increased Gadd45g expression led to inhibition of Stat3 activation in PSCs. It will therefore be interesting to examine whether Gadd45g is essential for PanIN initiation and pancreatic cancer formation. Notably, Stat3 activation was markedly downregulated in pancreatic cancer cells treated with the supernatant from PSCs in conditions of miR-301a inhibition. The role of stroma fibroblasts in pancreatic cancer is controversial, as these cells have been shown to either inhibit tumor progression or increase undifferentiation of pancreatic tumors. Blocking the communication between PSCs and pancreatic cancer cells by miR-301a depletion might lead to more effective therapies targeting the stroma.

In summary, the present findings further confirm the role of miR-301a/Tsc1 in tissue fibrosis. Our results describe key molecular signaling pathways, miR-301a/Gadd45g, which facilitate the direct interplay between PSCs and tumor cells. These findings might lead to the development of feasible therapeutic strategies in pancreatic cancer.

MATERIALS AND METHODS

Mice, cell lines, and patients

The generation of *miR-301a*^{-/-} mice in the C57BL/6 $\times$ 129S hybrid background has been described previously.²⁶ *Pdx1-Cre;Kras*^{G12D} mice were purchased from the Jackson Laboratory and bred with *miR-*

301a^{-/-} mice to obtain *miR-301a*^{-/-}; *Pdx1-Cre;Kras*^{G12D} mice. For acute pancreatitis, mice received an 8-hourly intraperitoneal (i.p.) injection of caerulein (50 μ g/kg, Sigma) for 1 day. To induce chronic pancreatitis, mice were administered 6-hourly i.p. injections per day, 3 days per week, for a total of 3 weeks. All mice were kept under pathogen-free conditions, and all experiments were performed under protocols approved by the Institutional Animal Care and Use Committee of Zhongshan City People's Hospital and The South China Normal University, China. Tissue samples included in this study were obtained from patients from the Cancer Research Institute of Zhongshan City, Zhongshan City People's Hospital, China. The study protocol was approved by the Clinical Research Ethics Committee of the Zhongshan City People's Hospital, China. Written informed consent was obtained from all participants before the start of the study. hPSCs were purchased from Sciencell, and pancreatic cancer cell lines were purchased from Shanghai Cell Bank of the Chinese Academy of Sciences. Mouse PSCs were isolated from pancreas of WT and *miR-301a*^{-/-} mice as previously described.³⁹ All cells were cultured in Dulbecco's modified Eagle's medium supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin/streptomycin.

Cell transfection and proliferation assay

How the deposited data were processed for this re-analysis (not part of the article)

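RNA-seq of pancreas was analysed from 3 *Pdx1-Cre*;*Kras* G12D mice and 3 *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D mice, 9 weeks old, 7 days after caerulein at 50 μg/kg. The 6 libraries are separate animals by the paper's count of mice. The labels number them 2, 3 and 4 in one genotype and 1, 3 and 4 in the other, and nothing in the sources pairs them. No sequencing or library batch is given.

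The authors sequenced poly(A) RNA, mapped the reads with STAR 2.5.1 and used the GENCODE vM21 annotation and DESeq2. The counter and its settings are not given in the sources used here. The methods name GRCh38, the sample labels name GRCm38, and the submitters' processing notes list mm9 as well. The deposited table gives 1 RPKM value for each gene and library with the authors' log2 fold change, p and adjusted p. The authors' log2 fold change is *Pdx1-Cre*;*Kras* G12D over *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D, and its sign was turned here. The RPKM values carry a further scaling between libraries, since value times exonic length does not give the sum that RPKM values have by definition. The authors' p-values are 1 for all 18355 genes with a p and an absolute log2 fold change of at most 1.

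Counts could not be recovered, so log2(RPKM + 1) was fitted with limma 3.58.1 in R 4.3.3, with an intensity trend and genotype as the only term. The filter kept 13370 genes with at least 1 RPKM in at least 3 libraries. Calls were made at an adjusted p under 0.05 (Benjamini and Hochberg over the genes tested), and also at the thresholds of the study (p under 0.05, fold change above 2 or under 0.5). The 25 gene lists were written from general knowledge before the data were examined, apart from the 2 that hold genes chosen by the study. Of these, 24 had enough tested members for camera with a correlation of 0.01. The lists that stand for the pathways of the study also hold genes legible in Figures 4D–4F, which the study chose on these libraries. Reactome pathways with 15 to 500 tested members came from fgsea 1.28.0, through Entrez identifiers known for 96.9% of the genes tested. Seed sites were searched in the longest annotated 3′ UTR of each gene. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

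The genes named were set by a rule written before the data were examined. It took, in each direction, the 12 genes with the largest change among those called, separated in every library and with a mean of at least 1 RPKM, without model names, pseudogenes and antigen receptor segments. It also took every gene the paper names, genes legible in Figures 4D–4F, up to 4 genes per list with the lowest p, and the 2 with the highest mean in a list where none passed. Genes named outside it are marked as such. The values in the figures and tables of the paper had been seen when the rule was written.

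The alternatives set before the data were examined were quantile normalization, scaling without acinar genes, no intensity trend, an unmoderated test of each gene on RPKM, no filter, a pseudocount of 0.1, the replicate number as a block, an estimated inter-gene correlation, other seed site types and leaving out each library. The alternatives added afterwards were scaling to equal sums, a test against a 2-fold change, the authors' p-values over the genes tested, and no filter together with a pseudocount of 0.1.

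Depth was estimated by taking a low percentile of the nonzero values times exonic length, over longer genes, as a single fragment. It lay between 34.3 and 51.1 M fragments per library. It is an estimate, so no counting interval is given. The number of fragments behind a value under 1 RPKM depends on the length of the gene. The steps were tested on simulated data of 3 libraries against 3, with 13075 genes. Of 94 genes changed 2-fold, 44.7% were recovered, and of 97 genes changed 4-fold, 91.8% were. There were 5 false calls among 12884 unchanged genes and 0 calls in data with no change. Of 100 lists with no change, 2 had p under 0.05. Genes were simulated as independent of each other, so this does not test lists whose genes move together.

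GSEA, the pathway and upstream analyses of IPA and the overlap with predicted targets were not repeated, because their gene sets are not given in the sources used here.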

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

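The dilution test and both tests of *Chil3* were chosen only after the result was seen, and scaling to equal sums was an alternative added after the data were seen.

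Acinar genes stood out because the paper does not report on them in the RNA-seq data. Their median log2 fold change was 7.01 over 37 genes, with every gene higher in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata, and it was 6.17 without WT2 and 8.28 without WT4. Islet endocrine genes stood out for the same reason, with a median of 1.09 over 18 genes. Of these, 11 were higher, 1 was lower (*Ptprn*, −1.69) and 6 did not pass (11 higher and 2 lower when adjusted over the list alone). Scaling to equal sums moved the islet median to 0.07. *Retnla* stood out among macrophage genes, with a log2 fold change of 5.39 against a list median of −0.62. It had 1.88, 2.01 and 34.4 RPKM in WT2, WT3 and WT4 and 523, 195 and 217 in KO1, KO3 and KO4, and its log2 fold change was 4.77 without WT2 and 6.58 without WT4.

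The first pattern was the rise of 1862 genes outside the acinar list in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata. The tables argue against loss of repression at miR-301a seed sites in 3′ UTRs as the whole cause. Of all higher genes with an annotated 3′ UTR, 9.04% held a site, against 12.1% of genes without a call. Genes with a site had a median log2 fold change of −0.0632, below the 2.5th percentile (−0.0557) of 10000 lists matched on 3′ UTR length and expression, whose median was −0.0241. This median cannot exclude a small loss of repression, because larger changes in the same tissue can hide it. Any other miRNA that pairs with the same bases could also keep repressing these sites, which was not tested. A partial contribution and single targets remain open. RNA of acinar cells remains open. Within each genotype, 40.8% of the 1862 genes were highest in the library with the largest acinar share (WT4 and KO3), against 9.08% to 11.8% of matched lists without a call and 11.1% by chance. KO3 also carries the largest scaling between libraries, and WT4 does not. The scaling of the deposited values remains open too. With equal sums per library the median of these genes was −0.133 (quartiles −0.43 and 0.45) and 42.7% lay above 0. The median of all genes on that scale was −1.09, so a modest rise falls to about 0 there whatever its cause, and the test does not favour the scaling over other causes. The acinar list kept a median of 5.74 on that scale (lowest gene 0.99), so the scaling alone does not account for the acinar rise. A biological explanation is the genotype. The paper reports loss of the exocrine compartment in *Pdx1-Cre*;*Kras* G12D mice after caerulein and less injury in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D mice. More surviving acinar tissue, a different region of the organ sampled and the scaling are not separated by these libraries.

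The second pattern was the fall of matrix, fibroblast and endothelial genes. Dilution of all other transcripts by acinar RNA would lower all other cell types alike. The tables do not decide whether it was the whole cause. Acinar cells may express some genes of the ductal list, which was not tested and would raise that list. The mean log2 value of matrix genes minus that of ductal genes moved by −0.93 between genotypes, with an SD of 0.20 between libraries. The mean log2 fold changes were −1.22 for matrix, −1.06 for fibroblast, −1.12 for endothelial, −0.84 for macrophage, −0.29 for ductal and 0.18 for T cell genes. The T cell mean is one of 12 genes, and their median was −0.37 with equal sums. Gene length is argued against. The matrix list had a median of −1.303, and lists matched on exonic length and expression had medians from −0.20 to 0.16, with 0 of 10000 as low. A lower number of stromal cells and lower transcription per cell both remain open and were not tested. The genotype is the biological explanation that the design gives, and it was not tested apart from cell number.

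The third pattern was the fall of *Chil3* among macrophage genes. Its log2 fold change was −7.528 (standard error 0.39), whereas the lowest of 17 other macrophage genes was −1.39 and their median was −0.61. *Retnla* and *Arg1*, genes of alternative activation like *Chil3*, were left out of these. The gene at −1.39 was *Marco*, with a mean of 2.39 RPKM in *Pdx1-Cre*;*Kras* G12D and 0.230 in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata. The added 1 RPKM draws its fold change toward 0. The authors' log2 fold changes were −3.43 for *Marco* and −8.30 for *Chil3*. A lower number of macrophages alone is thus argued against. Assignment of reads to the paralog *Chil4* is also argued against, because *Chil4* did not exceed 2.19 RPKM in the *miR-301a*-/- libraries (lowest 0.155) and lay between 0.479 and 1.14 in the *Pdx1-Cre*;*Kras* G12D libraries. A change in macrophage state remains open and was not tested. An unequal strain background of the mice also remains open, and was tested only around the deleted locus.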

How the results depend on the processing

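Scaling to equal sums, the test against a 2-fold change, the use of the authors' p-values and the joint change of filter and pseudocount were chosen only after the results were seen.

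Over the genes named or leading a list, 1310 values kept their direction and side of the threshold under the alternatives set in advance, 277 no longer passed, 22 newly passed and 8 reversed. For the gene lists these counts were 261, 14, 12 and 1. Where no cause is named, the cause was not tested. *Mir6340* gave no value under the unmoderated test, because every *miR-301a*-/- library was at 0.

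Quantile normalization left 14 higher Reactome pathways (35 on the deposited scale) and turned *Rps6* to −0.0632. Scaling without acinar genes gave 1009 higher and 4851 lower genes, 615 and 1678 at the thresholds of the study, and an FDR of 0.103 for the inflammatory list. It turned *Stat3*, *Ska2* and *Jchain* to −0.27, −0.16 and −0.14. By construction it lowers all values in the *miR-301a*-/- libraries. The unmoderated test on RPKM gave 104 higher and 135 lower genes. Without a filter there were 1206 higher genes, over 27204 tested, and the Schwann cell list reversed (FDR = 0.542).

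The replicate block gave 1 higher and 3 lower genes, and *Ska2* and *Jchain* became −0.0708 and −0.0141. It leaves few residual degrees of freedom, and the numbers do not pair the mice. Deviations from the genotype mean correlated across genes at −0.197 for WT3 with KO3 and −0.150 for WT4 with KO4, against 0.182 for WT4 with KO3.

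Leaving out each library gave 837 to 1612 higher and 661 to 1832 lower genes, and 726 to 1089 and 553 to 941 at the thresholds of the study. Of 105 called genes named or leading a list, 18 lost the call without at least 1 library. This befell 17 without WT2 (lowest counts, 837 and 661), 13 without WT3, 8 without WT4, 7 without KO1, 6 without KO3 and 2 without KO4. Genes that fell below the filter when a library was left out were not tested there and are not counted as lost. Examples are *Adamdec1* without any WT library and *Acacb* without any KO library. *Ska2* ran from −0.0194 (without KO1) to 0.25 and *Stat3* from −0.0347 (without KO3) to 0.26. The 6 lists that stand for the pathways of the study passed without each library.

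With an estimated correlation, 0 Reactome pathways were lower and 0 higher. The FDR was 0.467 for the fibroblast and stellate cell list and the metalloprotease list, 0.447 for the extracellular matrix, TGF-β and RAS-MAPK lists, and 0.559 for the inflammatory list.

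Scaling to equal sums gave 404 higher and 10934 lower genes, 277 and 7766 at the thresholds of the study, 3 of the 17 qPCR genes, 20 lower Reactome pathways (81 on the deposited scale) and an FDR of 0.574 for the inflammatory list. By construction it moves all genes down in the *miR-301a*-/- libraries. *Il6* became −0.29, *Tnf* −0.11, *Tsc1* −0.56, *Stat3* −1.14, *Ska2* −0.77, *Jchain* −0.92, *Eif4ebp1* −0.15, *Rps6* −0.25, *Xist* −0.64, *Mylpf* −0.31, *Cd3g* −0.12 and *Il7r* −0.30. The neutrophil list and the list of growth factors and cytokines reversed against other genes (FDR = 0.772 and 0.898).

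The test against a 2-fold change gave 168 higher and 31 lower genes, 503 and 214 at the thresholds of the study, and 5 of the 17 genes. The authors' p-values gave 401 and 120, and 616 and 302. Without a filter and with a pseudocount of 0.1, 17 of the 17 genes passed.

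The libraries make 10 splits into 3 and 3, too few for a share under 0.05 (smallest 0.1). Every other split puts both genotypes in each group, so the genotype difference widens the spread within groups. Few genes could therefore be called in those splits, whatever the cause of the difference. The genotypes gave 3820 genes at an adjusted p under 0.05 and the highest other split gave 4. At the thresholds of the study they gave 1707 and the highest other 80. For lists these values were 12 and 15, for Reactome pathways 116 and 148, and for seed sites (−log10 p) 0.472 and 1.77.

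Depth limits low genes. The number of fragments behind a value under 1 RPKM depends on the length of the gene. By the estimate of depth, a fragment weighs up to 4.69 times as much in KO3 as in WT2.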

Differences from the paper's values

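The alternatives named here as added were chosen only after the values were seen.

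At the thresholds of the study, the paper's count of downregulated DEGs is 392, and 721 were found here. These counts appear to rest on unlike tests. The authors' deposited p-values, which give 392 lower genes, have the form of a test against a 2-fold change. The 721 genes come from a test against no change with a fold cutoff added. Of the alternatives set before the data were examined, leaving out WT2 (568) and leaving out KO3 (553) came within 1.5 times the paper's count. Quantile normalization (826), scaling without acinar genes (1678), no intensity trend (719), the unmoderated test on RPKM (968), no filter (730), a pseudocount of 0.1 (1074), the replicate block (736) and leaving out WT3 (633), WT4 (751), KO1 (805) or KO4 (941) did not. Of the alternatives chosen after seeing the values, scaling to equal sums gave 7766, the test against a 2-fold change 214 and the authors' p-values over the genes tested 302, of which only the last came within that range. It covers 302 of the 392 genes the authors called, and the others were below the filter.

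The paper's count of genes chosen for qPCR that were upregulated at its thresholds is 17, and 8 were found here. Another 8 were below the filter, and *Snx22* had a log2 fold change of 0.86. Without the filter all 17 had p under 0.05, but 8 had a log2 fold change above 1, because the added 1 RPKM draws low values toward 0. None of the alternatives set before the data were examined came within 1.5 times the paper's count. Quantile normalization, no intensity trend, the unmoderated test, no filter and the replicate block gave 8, scaling without acinar genes 7, a pseudocount of 0.1 gave 9, and leaving out a WT library 7 to 8. Leaving out a KO library gave 6, with 6 of the genes tested. Of the alternatives chosen after seeing the values, the authors' p-values gave 9, the test against a 2-fold change 5 and scaling to equal sums 3. No filter together with a pseudocount of 0.1, also chosen after seeing the values, gave 17 and dropped 0 of the genes the paper calls.

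The paper states that IL-6, TNF-α, IL-17A, IL-1α and IL-1β were lower in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreas at the same age and time point, measured by qPCR (Figure S3B). In the RNA-seq data *Il1b* (−0.74, adjusted p = 0.0539) and *Il1a* (−0.82, adjusted p = 0.0728) were lower without passing, and *Il17a* was below the filter. With scaling without acinar genes, set before the data were examined, *Il1b* (−1.12, adjusted p = 0.0155) and *Il1a* (−1.13, adjusted p = 0.0233) passed, and with quantile normalization *Il1b* passed (adjusted p = 0.0492). *Il6* was higher (0.73, adjusted p = 0.0146, and 0.0629 without WT2), and so was *Tnf* (0.55, adjusted p = 0.0387). The adjusted p of *Tnf* was 0.106, 0.106 and 0.109 without WT2, WT3 and WT4 and 0.0819 without the filter. With scaling without acinar genes neither passed (*Il6* 0.41, adjusted p = 0.0894; *Tnf* 0.34, adjusted p = 0.143). Without KO4 the adjusted p was 0.0165 for *Il1b* and 0.00858 for *Il1a*. With scaling to equal sums, chosen after seeing the values, *Il6* was −0.29 (adjusted p = 0.315), *Tnf* −0.11 (adjusted p = 0.644), *Il1b* −1.95 (adjusted p = 9.07e-04) and *Il1a* −1.78 (adjusted p = 0.00116).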

Other observations

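The values reported here under scaling to equal sums come from an alternative chosen only after the results were seen.

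A segment of 129-derived chromosome around the deleted locus was a hypothesis tested by position. Within 10 Mb of *Mir301*, 61 of 206 genes were called at an adjusted p under 0.05 (29.6%), against 28.6% elsewhere (odds ratio 1.05, limits 0.765 and 1.43, Fisher's exact test, two-sided p = 0.756). Whether such a segment is present cannot be told apart from its absence by this test, because variants in it need not change RNA levels.

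*Tsc1* (chromosome 2, 28641228 to 28691167) had a log2 fold change of 0.27 (adjusted p = 0.262) with 1.58 ± 0.118 RPKM (SD, n = 3) in *Pdx1-Cre*;*Kras* G12D pancreata and 2.15 ± 0.511 (SD, n = 3) in *miR-301a*-/-;*Pdx1-Cre*;*Kras* G12D pancreata. It was 0.01 when libraries were scaled without acinar genes and −0.56 when scaled to equal sums. *Mtor*, *Stat3* and *Kras* had log2 fold changes of −0.14, 0.13 and −0.43 without passing. *Kras* passed without KO4 (adjusted p = 0.0338). With scaling without acinar genes *Kras* (−0.82, adjusted p = 0.0137) and *Mtor* (−0.47, adjusted p = 0.0389) passed. *Stat3* was −0.0347 without KO3. *Krt19* and *Mki67* had −0.58 and −0.43 without passing. With scaling without acinar genes *Krt19* (−0.99, adjusted p = 0.0470) and *Mki67* (−0.74, adjusted p = 0.0396) passed, and *Krt19* also with quantile normalization (−0.99, adjusted p = 0.0439). *Pdx1* and *Gdf15* had 1.48 and 1.01 (adjusted p = 0.00583 and 0.00573), and with equal sums 0.53 and 0.15 without passing (adjusted p = 0.112 and 0.557).

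In the annotated 3′ UTR of mouse *Gadd45g* (489 bases), no 8mer or 7mer site for miR-301a was found. It holds a 6mer, TGCACT, at base 396 (chromosome 13, 51848375 to 51848380). The bases GGCAATGCT, drawn as the site in Figure 5C, lie at base 425 (51848404 to 51848412). The paper's text does not state the species of the drawn site. For direct binding the paper reports a luciferase reporter assay and lower Gadd45g in transfected cells (Figures 5D and 5E). It also reports higher Gadd45g in human stellate and cancer cells with miR-301a inhibited (Figures 5F and 5G). The search for seed sites does not test those assays. The 3′ UTR of *Tsc1* (3994 bases) holds a 7mer-m8 at base 2962 (28690135 to 28690141) and an 8mer, TTGCACTA, at base 3570 (28690743 to 28690750). Of the 17 genes the study chose, 9 have an 8mer or 7mer-m8 site.

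The FDRs of the next 5 lists hold with the preset correlation only. With an estimated correlation they were 0.447 for endothelial and acinar genes, 0.559 for macrophage and proliferation genes and 0.515 for islet genes. Of 18 endothelial genes, 17 were lower and 0 higher (18 lower when adjusted over the list alone), with a median of −1.05 (FDR = 8.04e-10). *Emcn* and *Cldn5* had log2 fold changes of −1.77 and −1.91. Of 20 macrophage genes, 7 were lower and 1 (*Retnla*) was higher (9 and 1 over the list alone), with a median of −0.62 (FDR = 4.55e-04, and 0.115 with equal sums). Islet genes had an FDR of 4.14e-04, with *Ins2*, *Ins1* and *Sst* at 3.40, 2.54 and 2.09. Acinar genes had an FDR of 3.49e-22. The 9 tested genes of the 17 had a median of 1.71. The study chose them as higher on these libraries, so no test against other genes is given. They share *Cd36* and *Acacb* with the adipocyte list. Of 25 proliferation genes, 3 (*Bub1b*, *Mcm6*, *Rrm2*) were lower and 0 higher (0 and 0 over the list alone), with a median of −0.33 and an FDR of 0.00583 that was 0.0823 without KO3 and 0.103 with equal sums. Without WT2, the adjusted p of *Bub1b*, *Mcm6* and *Rrm2* was 0.0808, 0.127 and 0.160. Without WT3 it was 0.0607, 0.0937 and 0.0986. *Mcm6* and *Rrm2* did not pass without WT4 (0.0976, 0.0613), KO1 (0.0676, 0.0879) or KO3 (0.0757, 0.103) either.

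The other lists did not pass on the deposited scale with all libraries, and the alternatives under which they did are given. Of 18 ductal genes, 6 were lower and 2 (*Sox9*, *Muc1*) higher (6 and 2 over the list alone; median −0.53, FDR = 0.127, and 0.0430 without KO4 and 0.0442 with quantile normalization). With equal sums neither *Sox9* (0.16, adjusted p = 0.593) nor *Muc1* (0.62, adjusted p = 0.0847) passed. Of 17 genes of PanIN epithelium, 4 (*Dmbt1*, *Gkn3*, *Tff2* and, named after its value was seen, *Pgc*) were higher and 2 (*Onecut3* and, likewise, *Ctse*) were lower (5 and 2 over the list alone). Their median was 0.26 (FDR = 0.137, and 2.44e-04 without WT4), and it was 0.96 without WT4, −0.03 with scaling without acinar genes (FDR = 0.00635, higher than other genes) and −0.64 with equal sums (FDR = 1.20e-06, likewise). *Tff2* had an adjusted p of 0.0116, 0.0547 without WT2, 0.0612 with quantile normalization and 0.0557 without the filter. *Gkn3* did not pass with equal sums (adjusted p = 0.0553). Without WT4, *Dmbt1*, *Gkn3* and *Tff2* had log2 fold changes of 5.61, 3.08 and 3.89, against 4.86, 2.49 and 3.17 with all libraries, and *Dmbt1* had 4.27 without WT3.

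Of 10 neutrophil genes, 1 (*Mmp8*) was lower and 0 higher (1 and 0 over the list alone; median −0.82, FDR = 0.127, and 0.0211 without WT2, 0.0430 without KO4 and 0.00338 with the replicate block). Of 12 T cell genes, 1 (*Cd3g*) was higher and 1 (*Trbc1*) lower (1 and 1 over the list alone). Their median was 0.31 (FDR = 0.225, and 0.0426 without KO3), and −0.37 with equal sums. *Cd3g* did not pass without WT2 (adjusted p = 0.0867), WT3 (0.101), KO3 (0.0600) or KO4 (0.0712), with scaling without acinar genes (0.125) or without the filter (0.0907). Of 6 B and plasma cell genes, 0 passed in either direction (0 over the list alone; median −0.24, FDR = 0.398), and *Ighm* and *Jchain* had −0.28 and 0.22. *Ighm* passed with scaling without acinar genes (−0.67, adjusted p = 0.0191).

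Of 10 adipocyte genes, 3 (*Cd36*, *Acacb*, *Fabp4*) were higher and 1 (*Dgat2*) lower (3 and 1 over the list alone; median 0.12, FDR = 0.415, and 0.0447 with equal sums). *Fabp4* did not pass without WT2 (adjusted p = 0.0566) or KO1 (0.0514), or with equal sums (0.919). Of 6 Schwann cell and neuron genes, 3 (*Tubb3*, *Ncam1*, *Stmn2*) were lower and 0 higher (4 and 1 over the list alone; median −0.74, FDR = 0.118). *Stmn2* did not pass without WT3 (0.110), WT4 (0.0930), KO1 (0.0779) or KO3 (0.0806). Of 5 genes of neighbouring muscle, liver or gut, 2 (*Alb*, *Ttr*) were higher and 0 lower (2 and 0 over the list alone). Their median was 0.44 (FDR = 0.184, and 0.0320 without WT4). It was 1.06, 1.07 and 1.20 without WT2, WT3 and WT4, and −0.57 with equal sums (FDR = 0.0168). *Alb* and *Ttr* did not pass without WT2 (0.0634, 0.0649) or WT3 (0.0550, 0.0613).

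Of 28 mTORC1 components, 5 were higher and 2 lower (4 and 1 over the list alone; median 0.03, FDR = 0.184). *Deptor* had 1.64. *Eif4ebp1*, *Rps6* and *Castor1* had 1.14, 1.06 and −0.75 and did not pass without WT2 (adjusted p = 0.0959, 0.102 and 0.0649). *Eif4ebp1* and *Rps6* did not pass without WT3 (0.0509, 0.0586), WT4 (0.0553, 0.0515) or KO1 (0.0609, 0.0633) either, and *Rps6* did not with quantile normalization (−0.0632) or scaling without acinar genes (0.0712). Of 24 STAT3 targets, 7 were higher and 5 lower (7 and 5 over the list alone; median 0.03, FDR = 0.356, and 0.00396 with equal sums), with *Reg3a*, *Reg3g*, *Reg2* and *Reg1* at 8.51, 7.16, 6.80 and 5.93. *Reg2* and *Reg1* did not pass with quantile normalization (adjusted p = 0.0685 and 0.0982) or without the filter (0.0502 and 0.0697). Without WT2 the *Reg* genes had 7.42, 6.27, 5.83 and 4.98, and without WT4 they had 10.31, 8.70, 8.06 and 6.95. Without WT3, *Reg3a* and *Reg3g* had 7.80 and 6.52. Within each genotype *Reg3a* was highest in WT4 (383 RPKM) and KO3 (15339 RPKM), the libraries with the largest acinar share. For *Reg3a*, acinar RNA and STAT3 activity thus cannot be told apart. Of 20 immediate early and stress genes, 7 were higher and 2 lower (7 and 2 over the list alone; median 0.03, FDR = 0.184, and 0.0404 without KO1, 0.0426 with the replicate block and 0.0347 with equal sums), with *Herpud1*, *Sdf2l1*, *Xbp1* and *Hspa5* at 2.64, 2.06, 1.48 and 1.45. With equal sums *Xbp1* (0.17, adjusted p = 0.603) and *Hspa5* (0.14, adjusted p = 0.664) did not pass. With equal sums the medians of the mTORC1, STAT3, stress and adipocyte lists were −0.98, −1.21, −0.997 and −1.04. The lists of these that passed with equal sums were higher relative to other genes by the set test. Of the sex-linked genes only *Xist* passed the filter (0.60, adjusted p = 0.0415), and *Ddx3y* and *Eif2s3y* were listed at 0 in all 6 libraries. *Uty* had 0.0370, 0.0699 and 0.0294 RPKM in WT2, WT3 and WT4 and 0.355, 0 and 0.377 in KO1, KO3 and KO4. *Kdm5d* had 0.00408, 0.00977 and 0.0190 RPKM in WT2, WT3 and WT4 and 0 in KO1, KO3 and KO4. *Xist* did not pass without WT2 (0.142), WT3 (0.0819), WT4 (0.0926), KO3 (0.0851) or KO4 (0.0980), with quantile normalization (0.0518), with scaling without acinar genes (0.419) or without the filter (0.0851).

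Without the filter, which raised the number of genes tested to 27204, *Alb* (adjusted p = 0.0648), *Ttr* (0.0700), *Bub1b* (0.0707), *Mcm6* (0.0622), *Rrm2* (0.0912), *Dgat2* (0.0526), *Fabp4* (0.0653), *Stmn2* (0.108), *Castor1* (0.0500), *Eif4ebp1* (0.0757) and *Rps6* (0.0997) did not pass either.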
